# Heat induces multiomic and phenotypic stress propagation in zebrafish embryos

**DOI:** 10.1093/pnasnexus/pgad137

**Published:** 2023-05-23

**Authors:** Lauric Feugere, Adam Bates, Timothy Emagbetere, Emma Chapman, Linsey E Malcolm, Kathleen Bulmer, Jörg Hardege, Pedro Beltran-Alvarez, Katharina C Wollenberg Valero

**Keywords:** stress cues, stress propagation, stress response, thermal stress, multiomics

## Abstract

Heat alters biology from molecular to ecological levels, but may also have unknown indirect effects. This includes the concept that animals exposed to abiotic stress can induce stress in naive receivers. Here, we provide a comprehensive picture of the molecular signatures of this process, by integrating multiomic and phenotypic data. In individual zebrafish embryos, repeated heat peaks elicited both a molecular response and a burst of accelerated growth followed by a growth slowdown in concert with reduced responses to novel stimuli. Metabolomes of the media of heat treated vs. untreated embryos revealed candidate stress metabolites including sulfur-containing compounds and lipids. These stress metabolites elicited transcriptomic changes in naive receivers related to immune response, extracellular signaling, glycosaminoglycan/keratan sulfate, and lipid metabolism. Consequently, non-heat-exposed receivers (exposed to stress metabolites only) experienced accelerated catch-up growth in concert with reduced swimming performance. The combination of heat and stress metabolites accelerated development the most, mediated by apelin signaling. Our results prove the concept of indirect heat-induced stress propagation toward naive receivers, inducing phenotypes comparable with those resulting from direct heat exposure, but utilizing distinct molecular pathways. Group-exposing a nonlaboratory zebrafish line, we independently confirm that the glycosaminoglycan biosynthesis-related gene *chs1* and the mucus glycoprotein gene *prg4a*, functionally connected to the candidate stress metabolite classes sugars and phosphocholine, are differentially expressed in receivers. This hints at the production of *Schreckstoff*-like cues in receivers, leading to further stress propagation within groups, which may have ecological and animal welfare implications for aquatic populations in a changing climate.

**Significance Statement**

Aquatic animals utilize chemicals to mediate adaptive behaviors. For instance, predated fish release chemical cues that elicit antipredatory responses in naive receivers. But whether abiotic factors such as heat likewise alter chemical communication has received little focus. Here, we uncover a yet untested dimension of chemical communication—heat-stressed donors can induce stress in naive receivers. We show that heat activates molecular stress responses, leading to the release of distinct stress metabolite classes into the medium. These stress metabolites alter the transcriptome of receivers, resulting in faster development and hypoactivity. Heat combined with stress metabolites had the largest effect, highlighting that abiotic stress, experienced both directly and indirectly, can alter chemical communication and affect embryonic development.

## Introduction

Temperature is the abiotic “master” (1) factor regulating the biology of ectotherms (2). Heat alters a wide range of responses in fish, from gene expression (3) to development (4) and to population dynamics (5). The type of stimulus also matters: single and repeated periods of heat can induce different gene expression patterns leading to distinct behavioral stress responses (6). Repeated thermal conditioning can impair the ability to restore homeostasis (7) and alter the response to subsequent heat stress by attenuating the corticosteroid (8) and heat shock (9, 10) pathways. Furthermore, there is a growing concern about the response of fish embryos to heat due to their narrower thermal tolerance (11, 12), marking early development as a vulnerable “bottleneck” stage (13) when it comes to thermal stress. Heat stress responses at the molecular and behavioral levels are well studied in aquatic species, but its effect on chemical communication is less studied. Previous studies have focused mostly on cues released upon biotic factors such as injury (14) or disturbance (15). We have recently proposed that abiotic stress such as heat or low pH likewise elicits the release of olfactory cues, which we termed “stress metabolites” (SM) (16, 17). We defined SM as chemicals released, intentionally or not, by an animal in response to an abiotic stressor and that propagate stress responses to others (16, 17). They could be metabolic products of the stress response mechanism or have other sources. Such cues could either directly signal the presence of a stressor to others or receivers could interpret them as the activation of stress systems in senders (18). We found SM to elicit similar phenotypic responses as heat stress itself in naive receivers, which are the characteristics of a positive feedback loop (16). To date, only a few studies have shown that animals communicate to each other upon abiotic stress, such as heat and low pH (17, 19).

Zebrafish (*Danio rerio*) is a commonly used experimental model species, including for behavioral assays (20) and “omics” approaches (21). Importantly, the thermal biology of zebrafish is conserved in laboratory conditions, which makes it a suitable model for investigating climate-related questions (22), such as the mechanistic basis of heat stress perception. Zebrafish embryos produce alarm cues (23) and innately react to extracts of crushed conspecific larvae with a decreased activity as early as 12–24 h post fertilization (hpf; 24). Altogether, this shows that fish, including zebrafish at early embryonic stages, can detect and discriminate stress chemical cues.

Natural chemical communication is likely mediated by a cocktail of compounds (25). However, stress-induced chemical communication has previously been studied using mainly phenotypic and physiological endpoints and using biotic disturbances in adult and juvenile stages (15). In contrast, work is still needed to unravel the molecular mechanisms and phenotypic consequences of stress propagation between social animals (18). To our knowledge, very few or no studies have utilized modern -omics methods to investigate the molecular basis of chemical stress propagation between sender and receiver in embryonic stages exposed to abiotic stress. Consequently, the biological compound bouquets mediating specifically heat stress-related communication, and their molecular pathways of action, remain unknown. Here, we explored the molecular response of zebrafish embryos exposed to thermal stress and to heat stress-induced metabolites using metabolomics and transcriptomics (Figs. 1 and S1A). We recently proposed (16, 17) a framework by which abiotic stress induces stress responses in aquatic animals (Hypothesis 1: also an initial postulate to verify before studying stress propagation), which release SM into their environment (Hypothesis 2) that propagate stress responses to naive receivers (Hypothesis 3), and that abiotic factors can alter the response to such SM (Hypothesis 4, Fig. 1A). We therefore expected that (i) the metabolomic profiles excreted by control and heat-stressed zebrafish embryos differ from each other. Since, to our knowledge, no prior study investigated the molecular pathways activated by stress-induced cues, we performed a transcriptome-wide analysis without a priori candidate pathways. However, we expected that (ii) there may be similarities between the transcriptomic signatures of embryos exposed to heat stress and to SM and (iii) that SM activate chemosensory perception genes and chemically responsive organs. (iv) Last, we expected both heat-stressed and indirectly stressed individuals to have distinct fitness consequences compared with controls (Fig. 1A). In the context of our study, we defined “stressors” as any factors that deviate homeostasis and “stress” as the state of threatened homeostasis, which can be assessed by a range of behavioral and physiological adaptive responses to restore homeostasis (26–29). In this contribution, we investigated the mechanistic basis underlying the end-to-end suite of events of stress propagation between directly abiotically stressed individuals and receivers of chemical SM (Fig. 1A).

**Fig. 1.**
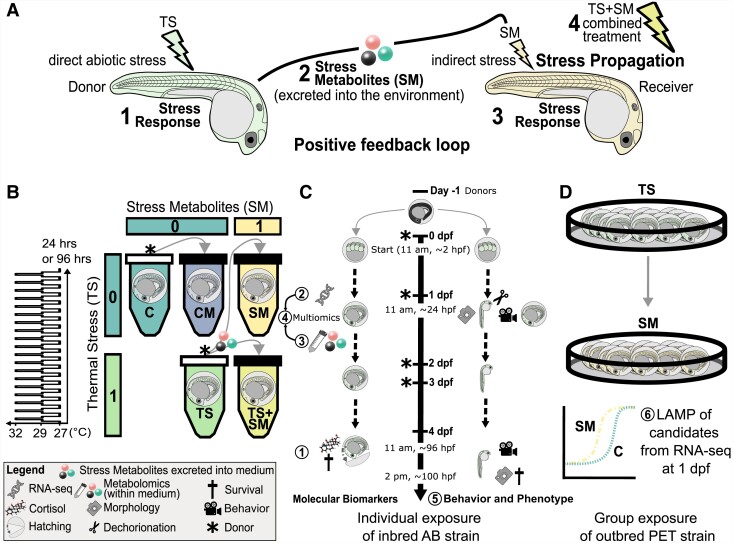
Scheme of experimental design. A) Hypotheses: abiotic stress causes (1) stress responses in aquatic animals, which (2) leads to the release of stress metabolites that (3) propagate stress responses to naive receivers. B) Zebrafish embryos (*D. rerio*) < 3 hpf were incubated according to a two-way factorial design represented by two predictors: thermal stress (0, control temperature of 27°C; 1, repeated thermal stress at a sublethal temperature of 32°C as shown in left graph) and SM (0, fresh medium free of metabolites; 1, SM released by embryos exposed to thermal stress). Treatments were CM, control metabolites at 27°C; C, control in fresh medium at 27°C; SM, stress metabolites at 27°C; TS, fresh medium in thermal stress; and TS + SM, stress metabolites in thermal stress. Arrows indicate medium transfer from metabolite donor (asterisk symbols) to metabolite receiver (plain black tube caps). C) Endpoints: individually exposed embryos were sampled for both molecular (pooled samples for RNA-seq and metabolomics of medium at 1 dpf and cortisol and HSP70 at 4 dpf) and phenotypic (1 dpf and 4 dpf) endpoints (circled numbers 1–5). D) Confirmatory experiment with LAMP data of candidate genes found in RNA-seq in group-exposed (20 embryos per petri dish) embryos incubated in stress metabolites (SM) or fresh medium (C) until 1 dpf. Endpoints 1/2/5 utilized laboratory inbred AB and endpoints 3/6 wilder PET embryos.

## Results

In this study, we investigated the mechanistic basis of stress propagation between zebrafish embryos. We hypothesized that abiotically stressed individuals release SM into their environment that signal a risk to conspecifics, which alters their fitness-relevant responses through molecular pathways (Fig. 1A). We explored the different steps of our proposed stress propagation mechanism. (i) We measured molecular stress biomarkers and fitness-relevant phenotypes to confirm that heat-exposed embryos were stressed. (ii) We sequenced the transcriptome of heat-stressed embryos to identify the genes and functions leading to the release of SM. (iii) We used metabolomics to characterize the chemical nature of SM and their functional connections with heat-induced gene products. (iv) We sequenced the transcriptome of embryos incubated in SM to identify the genes and functions they alter in receivers and their connection with metabolite-induced gene products. (v) We investigated the whole-body consequences of stress propagation through phenotypic measurements to infer the biological relevance of this mechanism. (vi) We explored the effects of combined heat and SM treatments to infer the ecological relevance of stress propagation in a realistic setting where both abiotic stress and chemical cues cooccur.

### Heat stress, but not SM, leads to increased cortisol in 4-day post fertilization larvae

First, we aimed to confirm the preliminary condition that heat-exposed SM donors were stressed by the high-temperature protocol (Hypothesis 1, Fig. 1A) by measuring levels of two stress biomarkers, cortisol and HSP70. We first confirmed that cortisol increased between 1 and 4 days post fertilization (dpf) in control embryos (Fig. S2A and B). Cortisol was then measured at 4 dpf in unheated control (C) and heated (TS) medium donors and their respective receivers of media containing control metabolites (CM) or SM (Fig. S2C and Table S1). A one-way ANOVA showed that cortisol concentration significantly varied across treatments (*F* = 14.35, *P* = 0.0014). Post hoc pairwise comparisons revealed strong evidence that TS significantly increased cortisol concentrations by 92% compared with control C (*t* = −4.86, *P* = 0.0055, huge effect size = 6.17), but incubation media did not have an effect (Table S1). In contrast to cortisol, protein levels of HSP70 were similar across all treatments at 4 dpf (*F* = 1.9271, *P* = 0.2038, Fig. S2D).

### Heat stress alters the whole-body transcriptome of 1-dpf embryos

Next, we analyzed the transcriptome of heat stress on zebrafish embryos to identify the molecular routes that lead to the release of SM (Hypotheses 1 and 2, Fig. 1A). 

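RNA was sequenced from whole embryos of the AB line at 1 dpf, after 24 h in 1 of 4 treatments: C (fresh medium at 27°C), SM (medium holding stress metabolites, at 27°C), TS (fresh medium with repeated heat peaks of 32°C) and TS + SM (both together). Every library was made from 1 pool of 20 embryos that had been exposed one by one, and each treatment had 3 pools. The authors prepared strand-specific mRNA libraries, trimmed the read pairs with fastp, aligned them to the GRCz11 genome with STAR and deposited the counts that STAR gave each of 32520 genes, without normalization. The deposited counts come in 3 columns, 1 for unstranded and 2 for stranded libraries, and the paper's text does not name the column it used. The stranded column taken here had normalized means closest to those listed in Dataset S1, with a median absolute log2 ratio of 8.96e-07 over 176 genes, against 0.00374 for the unstranded column. Counts on genes ranged from 24254412 to 26430586 per library in C (median 25544993), from 18764434 to 25065103 in SM (median 21172265), from 21340207 to 31663431 in TS (median 29740813) and from 19280188 to 60239167 in TS + SM (median 22083091). The largest total belonged to TS + SM replicate 1, whose duplication rate in Table S10, the paper's value, was 60.5%. Between 22408 and 24708 genes had counts in a library, and the 10 most abundant genes took between 9.05% and 13.8% of the counts. Reads that aligned to several places, 4.51% to 10.4% of a library, were left out of the gene counts by STAR, so the level of a gene with close paralogs is uncertain. Normalized counts are counts divided by the effective library size from edgeR's TMM method and scaled to the mean effective library size, and they are given as mean ± SD of the 3 pools. A group whose libraries all held 3 counts or fewer was taken as being at the limit of detection, and a fold change against such a group is given as a lower bound, computed against 3 counts in each of its libraries. Treatments were compared with edgeR's two-sided quasi-likelihood test in 1 model of the 12 libraries with treatment as its factor, over the 18688 genes that passed edgeR's filter on low counts. *P*-adj is the *P* value after Benjamini-Hochberg adjustment over these genes, and the SE of an LFC was taken as the absolute LFC divided by the square root of its F statistic. With 3 pools against 3, an exact permutation test of a single gene cannot go below 0.10, so no such test is given for single genes.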

Repeated heat stress induced *n* = 369 differentially expressed genes (DEGs) (*P* ≤ 0.01) (Figs. 2A and S3, PCA). 

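In the edgeR fit, 272 genes had an unadjusted *P* of 0.01 or less in TS vs. C, 213 of them higher and 59 lower in TS. Uniform *P* values would give 187, and other splits of the TS and C libraries gave 0 to 1185 (median 29). All 3 TS libraries lay on the same side of all 3 C libraries for 2108 genes (11.3%), against 10% by chance. The unadjusted count depended on single libraries: 147 genes passed without C replicate 2 and 313 without TS replicate 3, and 176 passed without TS replicate 1. The list also moved with the test, and DESeq2 with all 12 libraries and the Cook's distance filter off gave 366 genes at the same threshold.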

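After Benjamini-Hochberg adjustment of the edgeR *P* values, 18 genes had a *P*-adj of 0.05 or less in TS vs. C, 14 higher and 4 lower in TS. The smallest *P*-adj from edgeR with Benjamini-Hochberg adjustment was 0.00153, for *hsp90aa1.2*. With only the 6 libraries of TS and C in the fit edgeR called 0 genes. DESeq2 with all 12 libraries called 113 genes, 97 higher and 16 lower in TS, among them the 18 genes that edgeR called with all 12 libraries. Leaving out C replicate 2 left 7 of the 18 calls, leaving out C replicate 1 gave 9 genes, and leaving out TS replicate 1 or TS replicate 2 gave 8 genes each. Of the 106 genes that Dataset S1 lists for TS, a count of the paper's, 106 had the same direction here and 106 had an unadjusted edgeR *P* under 0.01, and their LFCs followed the paper's with Pearson's r = 1.00 across genes, which are not independent replicates.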

Functional enrichments [biological processes (BP), KEGG, and Reactome] were conducted for the top 106 genes (Dataset S1) with strongest support (*P*-adj ≤ 0.05), most of which were up-regulated [*n* = 90 genes with fold-change (FC) > 1.5 and log fold-change (LFC) > 0.58], while a few were down-regulated (*n* = 16 genes). 

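The sarcoplasmic reticulum calcium pump gene *atp2a1l* (ENSDARG00000035458) rose from 15.4 ± 6.01 normalized counts in C to 165 ± 28.2 in TS (mean ± SD, n = 3), with an LFC of 3.42 (SE 0.38, *P*-adj = 0.00515, edgeR with Benjamini-Hochberg adjustment). With each library left out in turn, its *P*-adj from the same edgeR test with Benjamini-Hochberg adjustment ranged from 0.0163 to 0.0486. The call on *atp2a1l* was lost with only the 6 libraries of TS and C in the fit (edgeR Benjamini-Hochberg *P*-adj = 0.101). The crystallin gene *crygm2d18* (ENSDARG00000073750) was at the limit of detection in C (1.65 ± 1.21 normalized counts, n = 3) and at 15.1 ± 1.97 in TS, at least 5.18-fold higher, with edgeR Benjamini-Hochberg *P*-adj = 0.182. The matrilin gene *matn3a* (ENSDARG00000069245) went from 4.27 ± 2.17 to 41.8 ± 7.40 normalized counts, with an LFC of 3.26 (SE 0.64, edgeR Benjamini-Hochberg *P*-adj = 0.155). Under DESeq2 with Benjamini-Hochberg adjustment, *crygm2d18* (*P*-adj = 0.0400) and *matn3a* (*P*-adj = 0.00165) passed 0.05, within ranges over their alternatives of 0.0400 to 0.987 and 0.00165 to 0.754. Among the genes past a *P*-adj of 0.05, *atp2a1l* had the largest rise, followed by *slc25a4* (ENSDARG00000027355), with an LFC of 2.54 (SE 0.34, edgeR Benjamini-Hochberg *P*-adj = 0.0158), and *crygm2d13* (ENSDARG00000057460), with an LFC of 2.41 (SE 0.27, edgeR Benjamini-Hochberg *P*-adj = 0.00515). The edgeR Benjamini-Hochberg *P*-adj of *slc25a4* rose to 0.0699 without C replicate 1 and to 0.164 without C replicate 2, and over its alternatives, DESeq2 among them, it ran from 1.06e-10 to 0.164.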

The three genes with largest effect size and LFC > 3 were *atp2a1l*, *crygm2d18*, and *matn3a*. Two paralogs of gamma-glutamylamine cyclotransferase, tandem duplicate (*ggac*t.2 and *ggact.3*), involved in glutathione metabolism, were the two most heat-inhibited genes, with 98% fewer transcripts than in control embryos. 

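The TS libraries held 1, 0 and 1 counts of *ggact.2* (ENSDARG00000038248) and 0, 0 and 1 counts of *ggact.3* (ENSDARG00000070579), so both genes were at the limit of detection in TS. In C they had 34.3 ± 11.3 and 24.5 ± 9.52 normalized counts (mean ± SD, n = 3). Against that limit, *ggact.2* was at least 11.5-fold lower in TS, which is at least 91.3% fewer transcripts, and *ggact.3* at least 8.18-fold lower, at least 87.8% fewer. Their *P*-adj from edgeR with Benjamini-Hochberg adjustment was 0.00850 for *ggact.2* and 0.0120 for *ggact.3*. The call on *ggact.2* was lost without TS replicate 1 (edgeR Benjamini-Hochberg *P*-adj = 0.0511) and with only the 6 libraries of TS and C in the fit (0.128), and over its alternatives, DESeq2 among them, it ran from 0.000102 to 0.128. For *ggact.3* it was lost without TS replicate 1 (0.0743) and without TS replicate 2 (0.0703), and the Benjamini-Hochberg *P*-adj ran from 0.000865 to 0.169 over its edgeR and DESeq2 alternatives. The 6 libraries of TS and TS + SM each held less of either gene than every C and SM library, and the counting could split reads between the 2 paralogs, which makes the level of each uncertain.

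**Figure D1:**
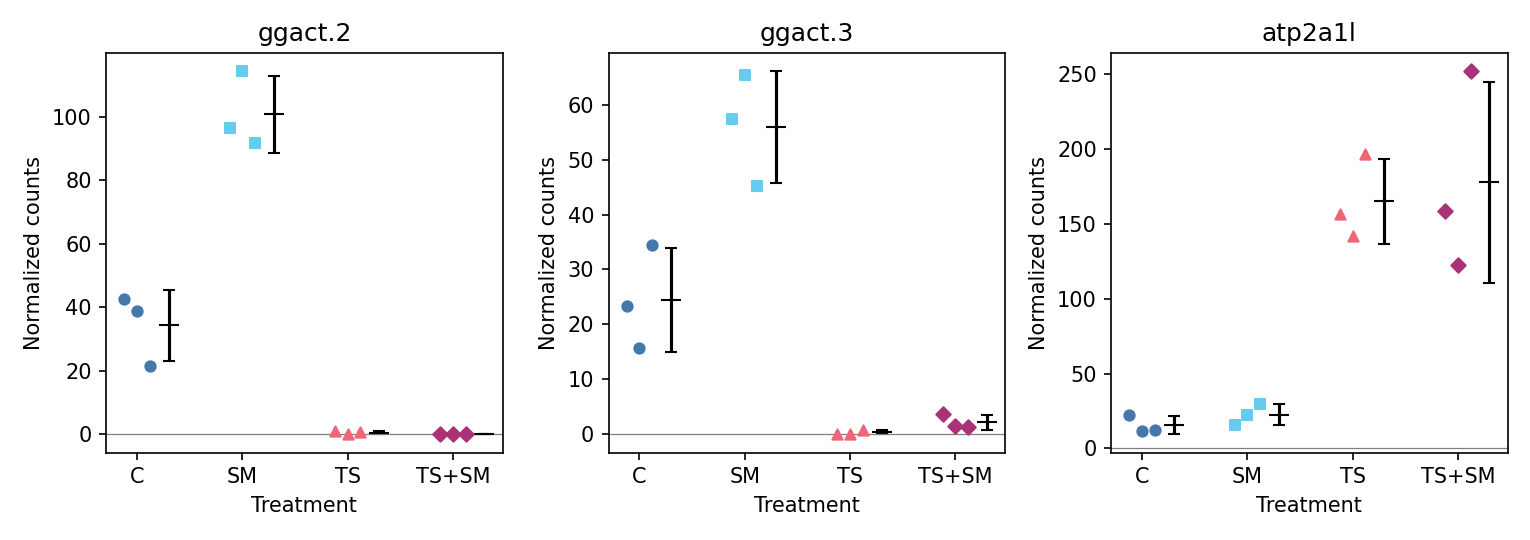
Normalized counts of *ggact.2*, *ggact.3* and *atp2a1l* in the 12 libraries, by treatment. Each point is 1 pool of 20 embryos, and the bars give the mean ± SD of 3 pools. The TS and TS + SM pools lie below the C and SM pools for both *ggact* genes and above them for *atp2a1l*.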

Heat stress induced transcriptomic changes in embryonic development (eyes, muscles, and somites), in the heat stress response, and the metabolism of sugars, amino acids, purine, and energy intermediates (ATP and pyruvate, Fig. 2D, Supplementary Results, Fig. S4, and Dataset S1). In addition, network analyses revealed a strong functional interconnectivity between the DEGs of TS [Fig. 3A, compound–protein interaction (CPI) enrichment *P* < 0.0001, 64 edges observed vs. 5 expected edges]. 

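The genes that the paper names for these functions were tested as sets with limma's fry on log2 CPM, with Benjamini-Hochberg adjustment over 40 tests of 8 lists in 5 comparisons. In TS vs. C, the 14 crystallin genes had a median LFC of 1.60 (fry with Benjamini-Hochberg adjustment, *P*-adj = 0.000342), a median that *crygm2d18* at its lower bound leaves where it is, and 14 of 14 were higher in TS. The 7 genes that the paper names under muscle development had a median LFC of 1.35 (fry with Benjamini-Hochberg adjustment, *P*-adj = 0.000342) and 7 of 7 were higher. They are the actinodin genes *and1*, *and2* and *and3* with *myhz2*, *myoz1a*, *myoz1b* and *myoz3a*, so the value is not one of muscle fiber genes alone. The 5 segmentation genes had a median LFC of -2.36 (fry with Benjamini-Hochberg adjustment, *P*-adj = 0.000342) and 5 of 5 were lower. For the 6 carbohydrate genes the median LFC was 0.84 (fry with Benjamini-Hochberg adjustment, *P*-adj = 0.00148) and 6 of 6 were higher. These 4 lists stayed under 0.05 with camera and an estimated correlation, and with each library left out in turn. Adjusted over the list alone, 14 crystallin, 7 muscle, 5 segmentation and 6 carbohydrate genes passed 0.05, against 3, 2, 2 and 0 over all genes tested. The 2 of the muscle list were the actinodin genes *and2* and *and3*. The study picked these lists from the same TS and C libraries, so neither their fry and camera values in TS vs. C nor the counts adjusted over the list alone are independent evidence. In the other medium, TS + SM vs. SM, which shares no library with TS vs. C, the same lists had fry *P*-adj values, with Benjamini-Hochberg adjustment, of 0.000937 (crystallin), 0.000342 (muscle), 0.000342 (segmentation) and 0.00148 (carbohydrate), in the same directions. From the functions enriched among the DEGs of TS, the paper states that heat stress changed embryonic development, the heat stress response and the metabolism of sugars, amino acids, purine and energy intermediates.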

A cluster of co-upregulated genes was assigned to the GO term “metabolism of carbohydrates” (GO:0005975): *pgk1*, *gpia*, *eno1a*, *eno3*, *ldha*, and *gapdhs*. Similarly, another cluster grouped five transcription regulators (GO:0000122) of the GO terms “segmentation” (GO:0035282) and “somite development” (GO:0061053): *mespab*, *her1/7*, *ripply2*, and *tbx6* (Fig. 3A and Dataset S1). 

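The 6 genes had LFCs between 0.77 and 0.97 in TS vs. C. The largest belonged to *eno3* (ENSDARG00000039007), with 3409 ± 304 normalized counts in C and 6669 ± 1585 in TS (mean ± SD, n = 3) and an LFC of 0.97 (SE 0.20, edgeR Benjamini-Hochberg *P*-adj = 0.182). The smallest was that of *gpia* (ENSDARG00000012987), with 1692 ± 47.5 and 2879 ± 238 normalized counts and an LFC of 0.77 (SE 0.18, edgeR Benjamini-Hochberg *P*-adj = 0.263). *pgk1* (ENSDARG00000054191) went from 2569.7 ± 52.1 to 4629 ± 243, *eno1a* (ENSDARG00000022456) from 3402 ± 149 to 5842 ± 434, *ldha* (ENSDARG00000101251) from 2972 ± 231 to 5286 ± 539.9 and *gapdhs* (ENSDARG00000039914) from 2259 ± 256 to 4250.1 ± 92.2 normalized counts. In each of the 6 genes the 3 TS libraries lay above the 3 C libraries, and none of the 6 reached a *P*-adj of 0.05 in the edgeR fit with Benjamini-Hochberg adjustment, although 6 of 6 had an unadjusted *P* under 0.05. DESeq2 with Benjamini-Hochberg adjustment called the 6 genes, with *P*-adj values from 0.00222 (*ldha*) to 0.0256 (*gpia*), the latter within a range of 0.0256 to 1.00 over its alternatives and the former within 0.00222 to 0.815. With the replicate number as a block, edgeR with Benjamini-Hochberg adjustment called *ldha* too (*P*-adj = 0.0392, range over its alternatives 0.00222 to 0.815).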

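Of these regulators, *mespab* (ENSDARG00000068761) fell from 38.5 ± 23.3 normalized counts in C to 3.21 ± 2.05 in TS (mean ± SD, n = 3), an LFC of -3.64 (SE 0.64, edgeR Benjamini-Hochberg *P*-adj = 0.0885). The edgeR fit called *her1* (ENSDARG00000014722), which fell from 105 ± 30.5 to 14.2 ± 1.79 normalized counts with an LFC of -2.88 (SE 0.33, edgeR Benjamini-Hochberg *P*-adj = 0.00515), and *tbx6* (ENSDARG00000011785), which fell from 299 ± 77.0 to 77.4 ± 24.8 with an LFC of -1.96 (SE 0.31, edgeR Benjamini-Hochberg *P*-adj = 0.0390). The call on *her1* held with each library left out (edgeR Benjamini-Hochberg *P*-adj from 0.0109 to 0.0495), whereas *tbx6* passed 0.05 in 1 of those 6 fits, with *P*-adj from 0.0382 to 0.254. Both calls were lost with only the 6 libraries of TS and C in the fit (edgeR Benjamini-Hochberg *P*-adj = 0.128 for *her1* and 0.249 for *tbx6*). Under DESeq2 with Benjamini-Hochberg adjustment *mespab* was called as well (*P*-adj = 0.000318, range over its alternatives 0.000318 to 0.426), and so it was by edgeR with the replicate number as a block (*P*-adj = 0.0392).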

Overall, the molecular data at 1 and 4 dpf are in line with a stress response in heat-exposed embryos, which validates our experimental design for studying stress propagation.

**Fig. 2.**
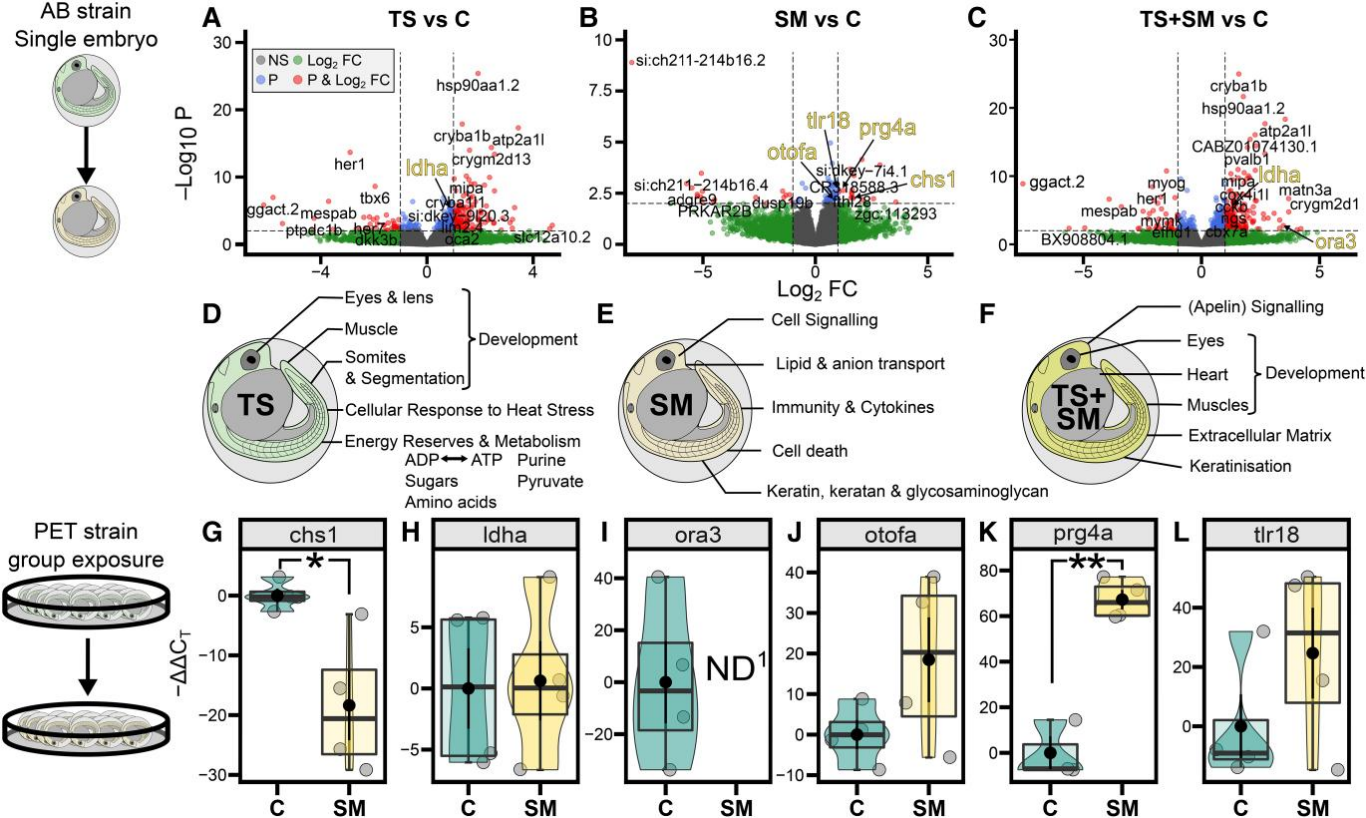
TS and SM alter the transcriptome and its functions in 1-dpf zebrafish embryos. Top row: volcano plots showing the DEGs in response to A) TS, B) SM, and C) their combination TS + SM compared with control C. Genes of interest are shown in red when they have significant raw *P* values (above horizontal line) and an absolute FC (representing the effect size) > 2 (|log 2 FC| > 1, vertical lines). DEGs left to the left vertical line and right to the right vertical line are respectively significantly underexpressed and overexpressed compared with the control C. Middle row: gene functional categories from KEGG, Reactome, and GO BP analysis for D) TS, E) SM, and F) those uniquely present in the combined treatment TS + SM. Top and middle rows show transcriptomic data from individually raised AB strain embryos. Bottom row shows LAMP data of candidate genes associated with stress metabolites showing the normalized time of detection (−ΔΔ*C*_T_) in C and SM in more realistic environmental conditions (genetically diversified outcrossing PET strain raised in groups). G) *chs1*, chitin synthase 1; H) *ldha*, lactate dehydrogenase A4; I) *ora3*, olfactory receptor class A related 3. ^1^ND, mRNA amplification nondetected suggesting a depletion of *ora3* in SM; J) *otofa*, otoferlin a; K) *prg4a*, proteoglycan 4a; L) *tlr18*, toll-like receptor 18. Student's *t* tests compared SM with C with significant comparisons shown by horizontal bars with *P ≤ 0.05 and **P ≤ 0.01. Treatments were SM, stress metabolites at 27°C; TS, fresh medium in thermal stress; and TS + SM, stress metabolites in thermal stress, compared with C, control in fresh medium at 27°C.

**Fig. 3.**
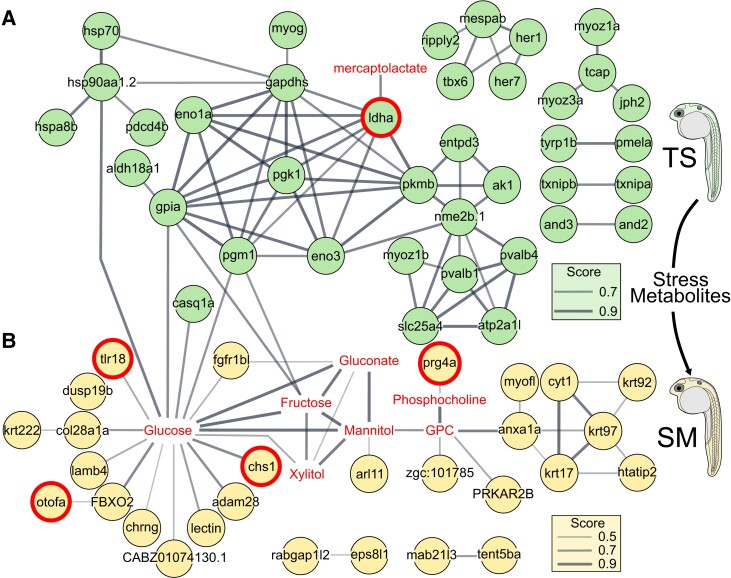
Heat-induced DEGs are functionally connected to stress metabolites, which interact with the transcriptome of receivers. Hypothetical CPI network analysis of significant DEGs (circles) of TS (top row, A) or genes of SM (bottom row, B) and stress metabolite compounds (in red without circle). Line width represents the increasing confidence score with a minimum threshold of 0.7 (TS) or 0.4 (SM). Computed and drawn independently for A) and B) in STITCH using Cytoscape and merged in Inkscape. A) Compound-protein interaction (CPI) enrichment *P* < 0.0001, 64 edges observed vs. 5 expected edges. B) CPI enrichment *P* < 0.0001, 14 CPI edges observed vs. 3 expected. GPC, glycerophosphocholine. Treatments were SM, stress metabolites at 27°C, and TS, fresh medium in thermal stress compared with C, control in fresh medium at 27°C. Genes with red bold circles were used for LAMP measurements. Genes with red bold circles were selected for LAMP measurements based on evidence from multiomic data of their possible involvement in stress propagation and functional links with stress metabolites.

### SM induce a localized transcriptomic signature in 1-dpf embryos

We then explored the transcriptome of receivers to infer whether they reacted to SM at the transcriptome level (Hypothesis 3, Fig. 1A). While the transcriptomic response to the SM treatment was less pronounced compared with the whole-body response to heat stress, SM altered 79 transcripts with raw *P* values lower than 0.01 (Fig. 3B and Dataset S1). 

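In the edgeR fit, 47 genes had an unadjusted *P* under 0.01 in SM vs. C, 37 higher and 10 lower in SM. This is 0.251% of the genes tested, where uniform *P* values would give 1%. Other splits of the SM and C libraries gave 12 to 155 genes (median 26), so 1% overstates what regrouped libraries give. After Benjamini-Hochberg adjustment edgeR called 0 genes, the smallest *P*-adj was 0.989, and 396 genes had an unadjusted *P* under 0.05. No single gene of SM vs. C therefore passed the correction in this fit, and the *P* values given for genes of this comparison are unadjusted. The 3 SM libraries lay on one side of the 3 C libraries for 1377 genes (7.37%), against 10% by chance. Leaving out SM replicate 3 lowered the unadjusted count to 14, and leaving out SM replicate 2 raised it to 66. Of the 79 genes that Dataset S1 lists for SM, a count of the paper's, 76 passed the filter on low counts, 76 of these had the paper's direction, and 44 had an unadjusted *P* under 0.01. From these genes, the paper states that SM altered the transcriptome, less strongly than heat stress did.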

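Among the genes with an unadjusted edgeR *P* under 0.01 in SM vs. C, 33 were higher and 9 lower in SM by an LFC beyond 0.58. DESeq2 gave 22 lower genes, leaving out C replicate 3 gave 20 and leaving out SM replicate 2 gave 18, and the 79 genes that Dataset S1 lists for SM, by the paper's own LFCs, hold 45 higher and 22 lower beyond 0.58. ENSDARG00000102593, a putative *NOD2* ortholog, had 103, 43 and 61 counts in the C libraries and 0 counts in each SM library. Its level of 67.7 ± 32.6 normalized counts in C (mean ± SD, n = 3) was at least 17.6-fold above the limit of detection in SM, so SM held at least 94.3% fewer transcripts. Its unadjusted *P* of 5.41e-05 was the smallest of the comparison, and its *P*-adj was 0.989 from edgeR and 3.42e-05 from DESeq2, each with Benjamini-Hochberg adjustment, within a range of 3.05e-05 to 1.00 over its alternatives. ENSDARG00000074345, a gene named after the same clone and chosen after its values were seen, had 40, 25 and 19 counts in C and 0, 1 and 1 in SM, at least 7.16-fold fewer. These were the 2 genes at 3 counts or fewer in the 3 SM libraries, above 3 counts in the other 9 and at 50 or more normalized counts in at least 1, and 4 of the 220 sets of 3 libraries, the SM set included, held as many such genes. Reads shared with similar genes were not counted, so the level of either is uncertain.

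**Figure D2:**
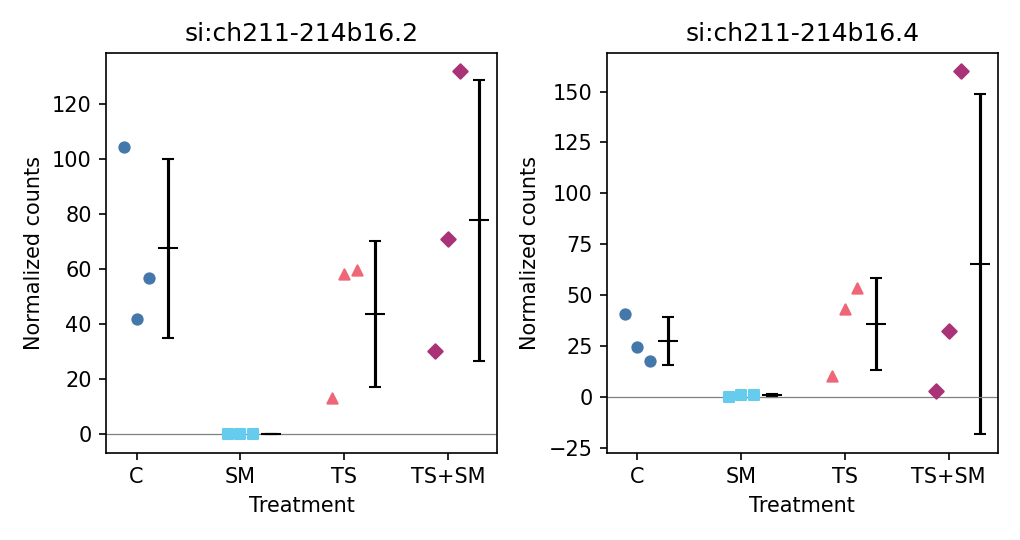
Normalized counts of the putative *NOD2* ortholog ENSDARG00000102593 (left) and of ENSDARG00000074345 (right) in the 12 libraries, by treatment. Each point is 1 pool of 20 embryos, and the bars give the mean ± SD of 3 pools. The SM pools hold 0 counts of the first gene and at most 1 count of the second.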

Respectively, 45 and 15 of these were up- or down-regulated in SM compared with C. The gene *si:ch211-214b16.2* (ENSDARG00000102593, significant after *P* value adjustment) was down-regulated by 99.7% by SM and is likely an ortholog of the gene NOD2 identified as orthogroup 45875at7898 at Actinopterygii level by OrthoDB v10.1 (30). Other than expected, genes belonging to the GO term “chemosensory perception” (GO:0007606) were not significantly enriched (Dataset S1). Instead, the transcriptomic response to SM was related to four wider categories: extracellular signaling, (phospho-) lipid and anion transport, the metabolism of glycosaminoglycan and keratan, but also the immune response involving interleukin cytokines and apoptosis (Fig. 3B, Supplementary Results, Fig. S5A and C, and Dataset S1). 

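Of the 23 genes of this term listed in Dataset S1, 5 passed the filter on low counts. As a set they had a median LFC of 0.04 in SM vs. C (fry with Benjamini-Hochberg adjustment, *P*-adj = 0.676), with 3 higher and 2 lower, and the median is the same with *ora3* at its lower bound. Adjusted over the list alone 0 of the 5 passed 0.05, as over all genes tested, and 1 had an unadjusted *P* under 0.05. The set's direction reversed without SM replicate 2, with a fry *P*-adj of 0.998 after Benjamini-Hochberg adjustment, and without SM replicate 3 that value was 0.272.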

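The keratin gene *krt17* (ENSDARG00000094041) had 7271 ± 772 normalized counts in C and 14189 ± 3697 in SM, with an LFC of 0.96 (SE 0.30) and an unadjusted edgeR *P* of 0.00825. For *krt97* (ENSDARG00000000212) the LFC was 0.72 (SE 0.21, unadjusted *P* of 0.00453), from 3926 ± 346 to 6489 ± 655 normalized counts. Chitin synthase 1, *chs1* (ENSDARG00000068515), rose from 8.69 ± 4.79 to 26.8 ± 7.72 normalized counts, with an LFC of 1.62 (SE 0.51). The sulfotransferase gene *chst2b* (ENSDARG00000058585) fell from 35.6 ± 4.56 to 17.0 ± 1.64, with an LFC of -1.06 (SE 0.32), and the proteoglycan gene *prg4a* (ENSDARG00000010482) rose from 38.9 ± 3.14 to 90.7 ± 43.1, with an LFC of 1.22 (SE 0.38). SM replicate 3 held 139 normalized counts of *prg4a*, against 55.9 and 77.4 in SM replicates 1 and 2. The LFC of *prg4a* ranged from 0.78 to 1.47 over the fits that each left out one library. In each of these 5 genes the 3 SM libraries lay outside the range of the 3 C libraries, and none passed 0.05 after Benjamini-Hochberg adjustment in edgeR or DESeq2.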

The glycosaminoglycan/keratan/keratin terms involved several genes including *krt17*, *krt97*, chitin synthase 1 (*chs1*), carbohydrate (*N*-acetylglucosamine-6-*O*) sulfotransferase 2b (*chst2b*), but also a proteoglycan *prg4a*. SM-responsive genes were also significantly (*P* < 0.0001, 14 CPI edges observed vs. 3 expected) functionally connected in a network (Fig. 3B) which supports the biological relevance of the measured response. Prior work identified the lateral line as a candidate organ activated by chemical cues (31, 32), which led us to compare the expression of genes expressed by SM and in lateral line hair cells. Remarkably, the DEGs in SM are also significantly up-regulated in zebrafish lateral line hair cells in 5-dpf larvae, relative to their expression in neighboring epidermis cells (*z*-score = 8.71505; *P* < 0.0001, Fig. S5D). One interesting gene emerging from this comparison was *xkr8.2* (ENSDARG00000076820), which is the highest up-regulated gene in both hair cells and SM (LFC = 1.68) compared with nonhair cells, and is a scramblase involved in the enriched GO term “membrane phospholipid transport” (GO:0015914, Dataset S1). 

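Counts of *xkr8.2* (ENSDARG00000076820) were low, at 9.08 ± 1.20 normalized counts in C and 28.6 ± 17.7 in SM (mean ± SD, n = 3). Its LFC in SM vs. C was 1.65 (SE 0.52, unadjusted edgeR *P* of 0.00765), and it stayed between 1.12 and 2.03 with each library left out in turn. In TS the gene was at 8.83 ± 2.39 and in TS + SM at 12.1 ± 2.23 normalized counts.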

Overall, our results show that SM deviated the homeostatic molecular response within receivers compared with the control condition, indicative of a stress response and in line with Hypothesis 3 (Fig. 1A).

### Heat stress and SM induce few similar genes and have unique effects in combination

We then compared the transcriptomic profiles in TS and SM to infer the shared genes and functions of the stress responses in donors (Hypothesis 1) and receivers (Hypothesis 3). 

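The 18 genes called in TS vs. C and the 47 genes with an unadjusted *P* under 0.01 in SM vs. C, both from edgeR, had 2 in common, *ggact.2* and *cryba1b*. The count was 9 with DESeq2, and it was 6 without C replicate 3, 5 without TS replicate 3, 4 without TS + SM replicate 3, and 1 without SM replicate 2 or TS replicate 1. TS and SM were compared with the same C libraries, which alone can give shared genes: in 40 simulations with no effect of either treatment, lists of the same sizes shared 0 to 6 genes, with a median of 3. Shared C libraries favor the same direction in both, whereas *ggact.2* was lower in TS and higher in SM. Across genes the 2 sets of LFCs had r = 0.0679, where the simulations gave 0.475 to 0.527, so the simulations describe these libraries poorly. *cryba1b* (ENSDARG00000053875) went from 628 ± 30.8 normalized counts in C to 995 ± 126 in SM (LFC 0.66, SE 0.14). *tcima* (ENSDARG00000079497) had an LFC of 0.88 (SE 0.16) in TS and 0.61 (SE 0.16) in SM, and *best1* (ENSDARG00000078331) an LFC of 2.82 (SE 0.74) in TS and 2.85 (SE 0.74) in SM. For *fthl28* (ENSDARG00000076221) the LFCs were 1.94 (SE 0.52) and 1.63 (SE 0.52). Of these 4 genes, edgeR with Benjamini-Hochberg adjustment called *cryba1b* in TS vs. C and none in SM vs. C, and DESeq2 called the 4 in TS vs. C (*P*-adj from 2.47e-14 to 0.0407). Without TS replicate 3, edgeR also called *fthl28* in TS vs. C (Benjamini-Hochberg *P*-adj = 0.0185, range over its alternatives 0.0185 to 1.00).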

Nine genes were common to both individual TS and SM conditions compared with control C. Genes up-regulated in both conditions were associated with eye development (*cryba1b*), immune response (*tcima*), chloride transmembrane transport (*best1*), and cell death (*fthl28*). In contrast, *ggact.2*, involved in glutathione metabolism, was inhibited by TS but up-regulated in SM. 

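In SM, *ggact.2* had 101 ± 12.0 normalized counts (mean ± SD, n = 3), an LFC of 1.55 against C (SE 0.40), and its 62, 96 and 83 counts lay above the 42, 40 and 23 of C. The unadjusted edgeR *P* was 0.00333, and the *P*-adj of 0.989 from edgeR with Benjamini-Hochberg adjustment did not pass. Its paralog *ggact.3* moved the same way in SM, with an LFC of 1.19 (SE 0.48) and 56.0 ± 10.2 normalized counts.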

In the natural environment, if heat stress occurs, SM would increase simultaneously. We expected that heat may alter the response to stress cues (Hypothesis 4). To test this, we therefore explored the transcriptome of the combined TS + SM treatment, which was mainly driven by heat stress as 49% DEGs (78/159) were shared between TS and TS + SM (Figs. 2C and S6A), with functions being largely similar to those in TS (Supplementary Results, Figs. S6B and S7A, and Dataset S1). However, the combined treatment also up-regulated one olfactory gene, the taste receptor olfactory receptor class A related 3 (*ora3*, GO term-wide *P*-adj = 0.0412, Dataset S1). Moreover, 47% of DEGs (75/159 with *P*-adj < 0.05) were uniquely up- or down-regulated in TS + SM condition, suggesting an interaction between the SM and TS factors causing a different response than either factor by itself, with additional functions unique to TS + SM ascribed to developmental processes (eyes, heart, and muscles). 

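In TS + SM vs. C, edgeR with Benjamini-Hochberg adjustment called 32 genes at a *P*-adj of 0.05 or less, 26 higher and 6 lower, and 16 of them (50.0%) were among the 18 genes called in TS vs. C. DESeq2 called 171 genes and 88 shared ones. Without C replicate 2, 5 genes were called in TS + SM vs. C, while leaving out C replicate 1 gave 17 genes, TS + SM replicate 1 gave 11 and TS + SM replicate 2 gave 12. The overlap itself was 5 to 14 genes with each of the 12 libraries left out in turn, lowest without C replicate 2. Both comparisons use the same C libraries. In 40 simulations without any effect at most 1 gene was called in TS and at most 3 in TS + SM. Their overlap of 0 genes therefore tells nothing, while lists of the observed sizes overlapped in 0 to 6 genes, with a median of 3. In the comparison that shares no library, TS + SM vs. SM, 18 of the 18 genes called in TS vs. C moved the same way, with r = 0.938 across these genes and r = 0.404 across all genes tested, which are not independent replicates. Of 20 splits of the libraries, the real one included, 8 gave as high a share of genes with the same direction. The other splits leave unequal numbers of heated libraries on their sides and so keep part of the heat effect. Genes that respond to heat then move together, with shares of 0%, 88.9%, 94.4% or 100% before each split was also taken in reverse. The share in these splits therefore cannot tell whether 18 of 18 is unusual. As high an r was given by 3 splits across the called genes and by 1 across all genes.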

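The C libraries were at the limit of detection for *ora3* (ENSDARG00000059315), at 0.973 ± 0.0404 normalized counts, and TS + SM held 10.5 ± 6.03 (mean ± SD, n = 3), at least 3.597-fold more. TS alone held 8.95 ± 3.03, at least 3.07-fold more than C, and SM 4.12 ± 1.59, at least 1.41-fold more. Over all genes tested, its *P*-adj in TS + SM vs. C from edgeR with Benjamini-Hochberg adjustment was 0.143, and adjusted over the list alone, the 5 genes of the chemosensory term that passed the filter, it was 0.00313. With each C or TS + SM library left out, the edgeR Benjamini-Hochberg *P*-adj over all genes tested ranged from 0.0689 to 0.656. Over the alternatives, the value adjusted over the list alone by Benjamini-Hochberg ranged from 0.000772 (without TS + SM replicate 3) to 0.0421 (DESeq2), and with all libraries thinned to the smallest or the 6 libraries alone *ora3* did not pass the filter on low counts.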

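In the edgeR fits, 13 of the 32 genes called in TS + SM vs. C (40.6%) were not called in TS or SM. Of these 13 genes, 13 had the same direction and an unadjusted *P* under 0.01 in TS vs. C, a share of 100% where 40 simulations without any effect, in which the treatments shared their C libraries, gave 0% to 38.5%. DESeq2 gave 80 genes called in TS + SM alone and edgeR with the replicate number as a block 24, while edgeR gave 0 without C replicate 2, 3 without TS + SM replicate 1 or TS + SM replicate 2, 20 without TS replicate 3 and 22 without SM replicate 3. The interaction of heat and SM was tested as the difference between the LFC of TS + SM vs. SM and that of TS vs. C. It called 0 genes after Benjamini-Hochberg adjustment in edgeR, with 23 genes at an unadjusted *P* under 0.01 and 171 under 0.05, and 0 of the 13 genes had an unadjusted interaction *P* under 0.05. With each library left out, between 11 (without C replicate 1) and 52 (without TS replicate 3) genes had an unadjusted interaction *P* under 0.01. DESeq2 called 2 genes for the interaction, ENSDARG00000102593 and *best1*. From the share of DEGs found in TS + SM alone, the paper proposes an interaction between the 2 factors.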

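Apelin signaling was followed through 3 genes, *acta2*, *map1lc3cl* and *si:ch211-286b5.5*, while *mef2aa* and *ryr2a* were not analysed here. The identifier taken for *si:ch211-286b5.5* could not be checked against the paper's list of TS + SM genes, so it may not be the paper's gene. *acta2* (ENSDARG00000045180) rose from 67.7 ± 11.5 normalized counts in C to 148 ± 18.1 in TS + SM (mean ± SD, n = 3), an LFC of 1.13 (SE 0.24, edgeR Benjamini-Hochberg *P*-adj = 0.123). In TS, *acta2* had 85.1 ± 13.1 normalized counts, without overlap with TS + SM, and in TS + SM vs. TS its LFC was 0.80 (SE 0.24, unadjusted *P* of 0.00538, edgeR Benjamini-Hochberg *P*-adj = 0.996). For *map1lc3cl* (ENSDARG00000075727) the LFC was 1.09 (SE 0.27, edgeR Benjamini-Hochberg *P*-adj = 0.228), and in TS vs. C it was 0.94 (SE 0.27). *si:ch211-286b5.5* (ENSDARG00000096661) had an LFC of 0.05 (SE 0.25, edgeR Benjamini-Hochberg *P*-adj = 0.983), whose sign changed without C replicate 3 (LFC -0.11), without TS + SM replicate 1 (LFC -0.20) and with the duplication rate as a covariate (LFC -0.21), an alternative chosen after seeing the data. The DESeq2 fit with Benjamini-Hochberg adjustment called *acta2* (*P*-adj = 0.00281, range over its alternatives 0.00281 to 0.592) and *map1lc3cl* (*P*-adj = 0.0249, range 0.0249 to 0.650). As a set the 3 genes had a fry *P*-adj of 0.0314 with Benjamini-Hochberg adjustment and a camera *P*-adj of 0.113, and the fry value was over 0.05 in 4 of the 6 fits that each left out one library, from 0.0615 without C replicate 2 to 0.113 without TS + SM replicate 1. Adjusted over the list alone 2 of the 3 passed 0.05 in TS + SM vs. C and 1, *acta2*, in TS + SM vs. TS, against 0 over all genes tested in each, and since the study picked the list from these libraries, neither the set's values in TS + SM vs. C nor these counts are independent evidence.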

Interestingly, this involved apelin signaling (with five genes *acta2*, *si:ch211-286b5.5*, *mef2aa*, *ryr2a*, and *map1lc3cl*; Figs. 2F and S6C and D, and Dataset S1). We additionally compared the treatment TS + SM with SM and TS to determine responses of combined vs. single stressors (Fig. S7B and C and Dataset S1). One particular gene that was significantly altered by TS + SM compared with SM was olfactory receptor C family, b1 (*olfcb1*, LFC = 2.30, *P*-adj < 0.0001), suggesting that heat in combination with SM affects chemosensation. 

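Normalized counts of *olfcb1* (ENSDARG00000007582) were 67.2 ± 17.1 in SM and 14.0 ± 3.90 in TS + SM (mean ± SD, n = 3), so the gene was lower in TS + SM, with an LFC of -2.27 (SE 0.35, *P*-adj = 0.0436, edgeR with Benjamini-Hochberg adjustment). The 3 TS + SM libraries lay below the 3 SM libraries. Its LFC had this sign in every alternative, and the call was lost in the 6 fits that each left out one library, with edgeR Benjamini-Hochberg *P*-adj from 0.0976 to 0.184, with all libraries thinned to the smallest (0.293) and with the 6 libraries alone (0.218), in a range over its edgeR and DESeq2 alternatives of 7.67e-06 to 0.293. The gene was also lower in TS than in C, at 23.3 ± 4.94 against 54.9 ± 4.86 normalized counts (LFC -1.23, SE 0.33). The difference between the 2 heat effects was an LFC of -1.04 (SE 0.47, unadjusted edgeR *P* of 0.0492, *P*-adj = 1.00 after Benjamini-Hochberg adjustment).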

Comparing TS + SM with the TS treatment showed that the addition of SM adds 32.5% novel BP terms, 37.5% Reactome pathways, and 16.7% KEGG pathways (Fig. S7D and E). 

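In TS + SM vs. TS, edgeR with Benjamini-Hochberg adjustment called 0 genes, with a smallest *P*-adj of 0.996, 29 genes at an unadjusted *P* under 0.01 (15 higher and 14 lower in TS + SM) and 271 under 0.05. The 3 libraries of one treatment lay on one side of the 3 of the other for 1010 genes (5.40%), against 10% by chance. Leaving out TS + SM replicate 3 raised the unadjusted count to 94, and leaving out TS + SM replicate 2 lowered it to 13. None of the 8 lists of genes passed 0.05 in this comparison, and the smallest fry *P*-adj with Benjamini-Hochberg adjustment was 0.156 (apelin).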

Overall, our results show that heat stress altered the response to SM, supporting our Hypothesis 4 (Fig. 1A).

### Stress and control media show distinct metabolomic profiles

Next, we asked whether heat-stressed individuals release SM within their environment that differ from that of undisturbed animals and could be responsible for stress propagation (Hypothesis 2, Fig. 1A). For this purpose, we explored the metabolome released in the media by heat-stressed vs. control embryos and the relative concentrations of the metabolites they contain (Fig. 4A). The metabolomic profile of the SM contained 89 metabolites which were matched to 658 possible compounds (Figs. 4A and S8 and Dataset S2). Figure 4A represents the blank-corrected concentrations of compounds in SM and CM, which showed that metabolites were either present in both media in varying concentrations or were uniquely secreted in either CM or SM (dubbed “CM cloud” and “SM cloud,” Fig. 4A and Table S3). Two different masstags were assigned to 3′-mercaptolactate (SM12 and SM21). Several a priori–defined candidate chemicals for SM (i.e. from alarm/disturbance cue studies, Table S2) were unexpectedly more concentrated in control medium compared with stress medium, such as hypoxanthine-3-*N*-oxide (C_5_H_4_N_4_O_2_, for which we found hypoxanthine C_5_H_4_N_4_O), trigonelline or homarine, cysteine, or acetylcholine (Table S3 and Dataset S2). Representative compounds of each identified masstag were used for functional subclass and KEGG pathway enrichments (Fig. S9 and Dataset S2), which revealed that CM were mainly associated with amino acids (e.g. CM8 proline and CM14 l-tyrosine), catechols, purine ribonucleoside monophosphate (e.g. CM6 adenosine monophosphate), and dipeptides. SM in contrast were mostly associated with sulfur-containing carbothioic S-acids (organosulfur compounds) and lipids including *O*-acylglycerol-phosphates, fatty acids, and glycerophospholipids (Fig. S9). The representative SM compounds were mainly ascribed to lipid molecules and “organic oxygen compounds”, whereas control medium contained molecules which had a more diverse chemical classification and were mainly “organic acids and derivatives” and “nucleosides, nucleotides, and analogs” (Fig. 4B and C, Table S3, and Dataset S2). Several compounds did not have a ChemOnt classification but were likely proteins (SM1, SM4, SM19, and SM23) or polyamines (SM7). Overall, the metabolomic data showed that CM (i.e. metabolites within the medium collected from C) differ from SM (i.e. metabolites within the medium collected from TS).

**Fig. 4.**
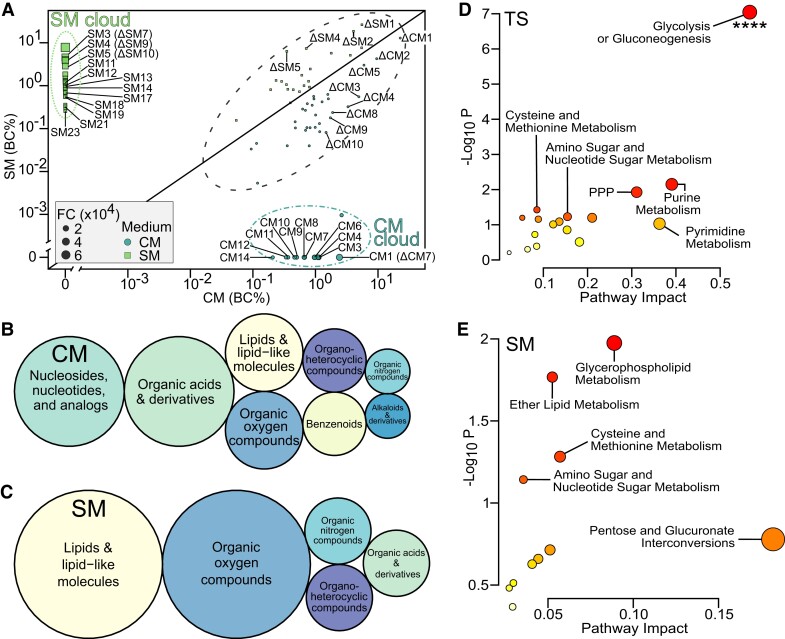
Multiomic data evidence that stress metabolites (SM) differ in classes and functions from control metabolites (CM). A) Correlation plot showing filtered (*n* = 89) masstags that are possible biomarkers of CM (blue circles, bottom right) and SM (green squares, top left) groups. Data are presented as blank-corrected total percent intensity (BC%), which represents the relative concentrations of the compounds in the medium sample. Masstag inside the black dotted ellipse are unlikely to be biomarkers of SM or CM since they are present in both conditions. Masstags inside the dot-dashed blue and dashed green ellipses represent CM- and SM-specific biomarkers, respectively. FC, fold-change between SM and CM where the numerator is the medium with the highest concentration for each compound. Labels show the masstags with possible hits among the top 23 compounds of SM, top 14 compounds of CM based on fold-change (see Table S3 for associated chemicals), and top 10 compounds based on difference between SM and CM (delta Δ identifiers). Superclasses of representative hits for the biomarkers of B) CM and C) SM. Bubble sizes are proportional to counts of superclasses per medium type. Candidate cause-and-effect pathways derived from multiomic analysis of KEGG pathways integrating the representative hits of the SM with the DEGs of D) TS or E) SM. The top five most evident pathways are given within plots, respectively. Significant terms are shown by **** (*P*-adj ≤ 0.0001). PPP, pentose phosphate pathway. See Dataset S2 for class-sorted compounds.

### Multiomic analysis uncovers sender–receiver gene–metabolite candidate cause-and-effect pathways

We then aimed to investigate the molecular chain of events between senders and receivers of SM by searching for functional links between SM and the transcriptomes of donors and receivers. Since (i) the DEGs of heat-stressed donors (TS vs. C) putatively lead to the synthesis and/or release of SM, which (ii) may in turn have regulated the transcriptomic signature in receivers (DEGs from SM vs. C), we explored this possibility using joint pathway and STITCH analyses (Dataset S2). The joint pathway analysis evidenced that donors significantly enriched the “glycolysis/gluconeogenesis” pathway and compounds (Fig. 4D). Receivers, in contrast, enriched, albeit with weak evidence (raw *P* ≤ 0.07 but FDR > 0.05), glycerophospholipid, ether lipid, cysteine and methionine, and amino sugar metabolism pathways (Fig. 4E and Dataset S2). The hypothetical CPI network evidenced a strong connectivity of SM with DEGs of either TS (64 CPI edges observed vs. 5 expected edges, *P* < 0.0001) or SM (14 CPI edges observed vs. 3 expected) (Fig. 3). For instance, lactate dehydrogenase A4 (*ldha*) was linked to 3′-mercaptolactate in donors (Fig. 3A), whereas in receivers, many genes, including toll-like receptor 18 (*tlr18*), chitin synthase 1 (*chs1*), and otoferlin A (*otofa*), were linked to glucose, while proteoglycan 4a (*prg4a*) was associated with phosphocholine (Fig. 3B). Altogether, our results show that there may be functional links between the molecular response of directly heat-stressed metabolite donors and receivers.

### Both heat stress and heat-induced SM alter development and stimulus-induced behavior

After having unraveled the molecular mechanisms underlying stress propagation, we asked what were their consequences on the overall biology of animals by monitoring fitness-relevant phenotypic traits (development and behavior) over the course of development in directly heat-stressed embryos and SM receivers. We expected that heat and SM were stressors that could cause changes in escape and startle behavioral responses, which are standard measurements to indicate anxiety and changes in sensory and motor functions (33–35). Heat stress (*F* = 30.1, *R*^2^ = 0.25, *P* = 0.001), but neither SM (*F* = 0.16, *P* = 0.7610) nor the interaction term (*F* = 2.34, *P* = 0.1320), altered the phenotype of 1-dpf embryos (Fig. 5A and Table S4). Post hoc tests confirmed that thermal stress significantly altered embryo growth, reaching the pharyngula stage earlier (*z* = −2.67, *P* = 0.0076, Figs. 5C and S10A and B). Conversely, SM had no effect on growth at 1 dpf. However, an ANOVA of the two-way model terms showed that 4-dpf zebrafish embryos grew significantly longer in the presence of SM (*t* = 4.80, *P* = 0.0304, small effect size = 0.35) but not under thermal stress (*t* = 1.91, *P* = 0.1692) nor the interaction term (*t* = 0.11, *P* = 0.7353, Fig. 5D). An ANOVA revealed that both heat and SM significantly altered the increment in growth (ΔSEL) between 1 and 4 dpf, but in opposite directions (Fig. 5E and Tables S5 and S6). Heat-exposed embryos had a lower ΔSEL (*t* = 20.99, *P* < 0.0001, large effect size = 0.81), whereas those experiencing SM accelerated growth from 1 to 4 dpf (*t* = 6.65, *P* = 0.0112, small effect size = 0.43) and slightly surpassed the TS treatment in average final length at 4 dpf (Fig. 5D and E). Heat stress (*t* = 18.15, *P* < 0.0001), but neither SM (*t* = 0.29, *P* = 0.5891) nor their interaction (*t* = 0.07, *P* = 0.7872), significantly reduced the startle response of 1-dpf zebrafish embryos (Fig. 5B and Tables S7 and S8). Heat also slowed mean acceleration (*t* = 4.26, *P* = 0.0412, small effect size = 0.34), and TS marginally reduced mean speed compared with C (*t* = −2.74, *P* = 0.0212) in the touch-evoked swimming response of 4-dpf larvae (Fig. S11B and C). Larvae incubated in SM, however, swam fewer burst counts compared with fresh medium (*t* = −2.1, *P* = 0.0381, Fig. 5F). Since the metabolomic analysis supported our hypothesis that SM from stressed animals are different compared with CM from undisturbed controls, we explored the consequences of SM vs. CM at the phenotypic level. We found that SM tended to induce less hatching (Fig. S10D) and tended to have altered startle responses at 1 dpf (Figs. 5B and S10F and Table S8) and swimming patterns at 4 dpf (Fig. S11D) compared with CM. Overall, alterations in fitness-relevant phenotypes confirmed that both TS and SM induced stress responses in zebrafish embryos and that CM and SM have different phenotypic consequences. See Supplementary Results for an extensive description of phenotypic data.

**Fig. 5.**
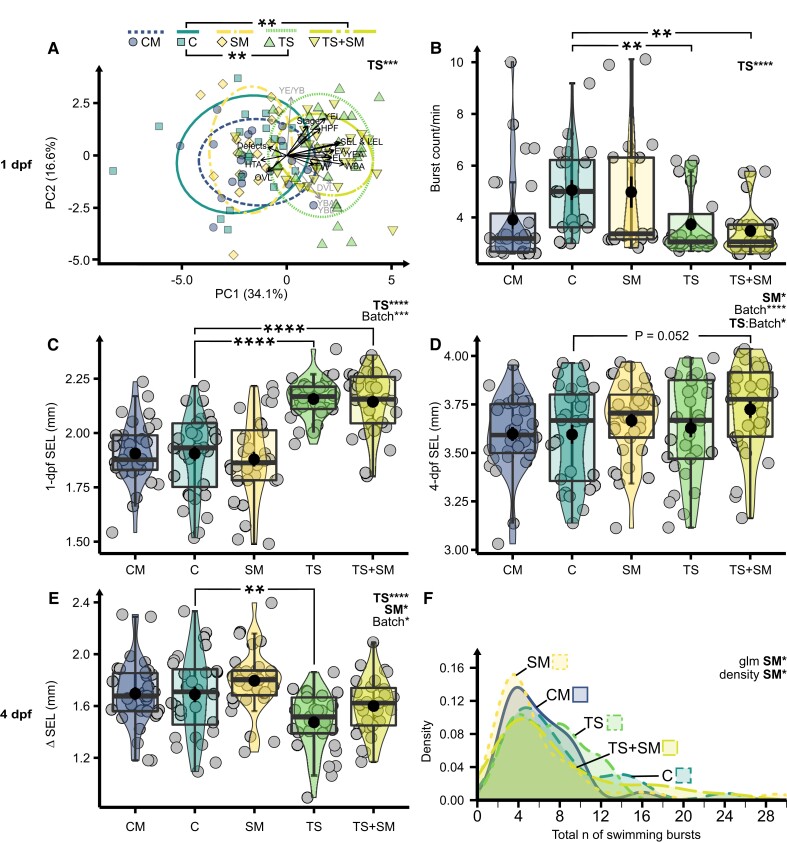
TS and SM alter the development and behavior of zebrafish embryos. A) Principal component analysis (PCA) of 1-dpf morphology. HPF, final stage in hours post fertilization; Stage, % in segmentation or pharyngula; EA, eye area; EL, eye length; DVL, dorsal–ventral length; HTA, head–trunk angle; LEL, longest embryo length; OVL, otic vesicle length; SEL, shortest embryo length; WBA, whole-body area; YBA/L, yolk ball area/length; YEA/L, yolk extension area/length; YE/YB, yolk extension/yolk ball ratio. Individual variables significantly altered by TS are shown by black arrows. B) Burst count per minute in active 1-dpf embryos. C) SEL (mm) increment from 1 to 4 dpf. D) Mean acceleration (m/s^2^) of the first complete burst following the first and third touch stimuli. E) Density distribution of total burst count and total distance in cm F) after three touch stimuli. Effects of TS and SM across the two-way factorial design (C, SM, TS, and TS + SM) were computed using PERMANOVA A), ANOVA B–D, F), or negative binomial generalized linear model (E, confirmed by a density test) with significant predictors and covariates (“batch”) reported on top-right corners. Pairwise tests with FDR *P* value correction compared CM to C and SM, or C to SM, TS, and TS + SM, with significant comparisons shown by horizontal bars. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001. Treatments were CM, control metabolites at 27°C; C, control in fresh medium at 27°C; SM, stress metabolites at 27°C; TS, fresh medium in thermal stress; and TS + SM, stress metabolites in thermal stress.

### SM also exist in group-raised nonlaboratory embryos

Laboratory strains of zebrafish may perform differently to their wild counterparts, raising questions about the ecological relevance of findings using less-plastic laboratory-adapted strains (22, 36, 37), and embryos in clutches may react differently to social cues to single embryos in tubes due to their social nature (38, 39). In line with this, in our laboratory AB line experiments, we found a localized response to SM and a lower phenotypic response than we found previously (16) using pet store (PET) line embryos (Fig. S12). Therefore, we aimed to explore the effects of SM in social groups of a more genetically diverse strain, that is, in settings that better match the natural conditions of zebrafish to gain further insights about the ecological relevance of our findings. For this purpose, the expression of a subset of genes (*chs1*, *ldha*, *ora3*, *otofa*, *prg4a*, and *tlr18*) was measured in an independent confirmatory experiment utilizing nonlaboratory (PET line), group-raised zebrafish embryos. These genes were selected based on the evidence of their involvement in stress propagation gathered from RNA-seq data and functional links with possible SM (see previous sections). We expected to find similar molecular responses to SM in group-raised outcrossed zebrafish embryos, perhaps with different magnitudes of gene expression due to changes in density ratios and concentrations of SM.

First, *ldha*, overexpressed in both TS and TS + SM in the RNA-seq data and functionally linked to one possible SM (3-mercaptolactate), was not altered in response to SM (*t* = −0.14, *P* = 0.8960, Fig. 2H and Table S9). Two candidate genes involved in sensory perceptions (*otofa*, which we identified as a gene of interest expressed in SM and also expressed in lateral line hair cells of 5-dpf larvae, see Dataset S1) and immunity (*tlr18*, which we selected because SM altered immunity-related functions) were (nonsignificantly) up-regulated by SM (Fig. 2J and L and Table S9). SM significantly up-regulated *prg4a* (which was selected for its interaction with phosphocholine SM in receivers; *t* = −8.01, *P* = 0.0026, |*d*| = 6.52, “huge” effect size), with all of these genes’ expression patterns matching the RNA-seq data of the AB line zebrafish. In contrast, *chs1* was identified as an important keratan sulfate-related gene and was significantly down-regulated (*t* = 3.08, *P* = 0.0487, |*d*| = 2.18, “huge” effect size, Fig. 2G and K and Table S9) in this experiment, contrasting with significant up-regulation in SM of the AB line experiment (LFC = 1.64). One chemosensory candidate gene, *ora3*, could not be detected in the SM treatment, suggesting receptor depletion in embryos exposed to SM (Fig. 2I).

## Discussion

While the concept of stress propagation between disturbed animals is well established in certain contexts, such as predation (15), we lack knowledge about the mechanisms and consequences of social stress transmission (18) and about the extent of this phenomenon upon abiotic stress and in early life stages. Therefore, we aimed to elucidate the molecular aspects of heat-induced stress propagation in zebrafish embryos. Our contribution demonstrates previously unidentified cues responsible for stress propagation along with the transcriptome and phenotypes of abiotically stressed senders and receivers.

We first confirmed that repeated heat peaks alter a range of different aspects of the biology of zebrafish embryos. In our study, heat stress altered molecular profiles leading to behavioral and developmental changes and earlier hatching. Contrasting with studies reporting hyperactivity upon heat stress (40, 41), zebrafish embryos were hypoactive, which likely reflects differences in the temperature regime we used. The up-regulation of heat shock protein (HSPs) transcripts and cortisol confirmed that repeated heat stress induced a (cellular and heat) stress response independent of faster development (42, 43). However, the induction of HSP70 found at 1 dpf (16) was no longer present in 4-dpf larvae having experienced 4 days of repeated heat peaks, which suggests either attenuation of the heat shock response (9, 10) or habituation to higher temperatures. One limitation of our study is that we only measured protein levels of HSP70, but a more comprehensive picture could be obtained by analyzing other heat-responsive chaperone proteins. Heat stress induced glucose, pyruvate, and ADP/ATP metabolism, indicating mobilization of energy reserves. Heat stress altered developmental transcriptome dynamics. As a consequence, heat-stressed embryos were older and grew longer at 1 dpf, in accordance with previous studies (4, 16, 44). However, we observed a subsequent slowdown of development from 1 to 4 dpf conforming to the temperature–size rule stating that fish growing faster during early stages become smaller adults (45). Of note, future studies should use additional stage-matched controls to decipher the involvement of heat-induced development vs. heat-induced behavioral changes—as of now, we do not know yet whether the effects of TS are a consequence of heat stress or heat-accelerated development. Overall, using common broad definitions of stress as deviations to homeostasis (26–29), our data showed that heat induced stress in embryos compared with controls, allowing us to investigate stress propagation toward conspecifics.

Only a few prior studies have characterized stress-induced whole-body metabolome profiles in fish (46–48), but none yet have focused on cue secretion into the environment. Here, we used metabolomics to explore the hypothesis that stressed animals release stress-induced metabolites in their environment (Hypothesis 2, Fig. 1A). A major finding in our study was that heat induces the release of SM into the medium that are distinct from CM released by unstressed embryos. The multiomic compound–protein interactome evidenced functional links between transcriptomes and the metabolome containing SM released into the medium. Interestingly, several candidate chemicals (e.g. trigonelline, homarine, and hypoxanthine-3-*N*-oxide) previously identified as alarm cues (49, 50) were more concentrated in the control medium. In contrast, SM were mainly ascribed to two compound superclasses: “organic oxygen compounds” and “lipids and lipid-like molecules.”

Carbohydrates within SM may originate from heat-induced metabolic activity such as glycolysis (51). The multiomic analysis highlighted that the pentose phosphate pathway (PPP, including deoxyribose, *gpia*, and *pgm1*), a major cellular redox mechanism (52), was altered in response to heat. Organosulfur compounds (such as 3-mercaptolactate or 2-oxo-4-methylthiobutanoic acid) were a main component of the organic oxygen compound classification. Multiomic analyses of SM with receiver DEGs revealed “cysteine and methionine metabolism” as the third most important altered pathway, lending support to a functional relationship between secreted organosulfur compounds and receiver responses. 3-mercaptolactate is part of the cysteine transamination pathway and synthesized by the heat stress-induced DEG lactate dehydrogenase A *ldha* (53). Lactate dehydrogenase was likewise found to be up-regulated by heat stress in rockfish *Sebastes schlegelii* (46). Organosulfur compounds may function as cues in chemical ecology, for instance, in fox urine (54) and cat urinary pheromones (55), and therefore warrant further study.

In addition, SM predominantly contained a range of lipids, including fatty acyls, glycerolipids, sphingolipids, glycerophospholipids, and steroid esters. The multiomic analyses found “glycerophospholipid metabolism” and “ether lipid metabolism” as the two major KEGG pathways enriched between SM and receiver transcriptomes. Previous lipidomic studies demonstrated a role of lipids, particularly sphingolipids, in protecting the cell from heat damage and acting as messengers (56, 57). Differential vulnerability of lipid classes to reactive oxygen species leads to temperature-controlled membrane lipid remodeling (58, 59). Two notable glycerophospholipids among SM were phosphocholine and glycerophosphocholine, which is known from tissues of heat-stressed olive flounder *Paralichthys olivaceus* (60) and may originate from temperature-induced breakdown of phosphatidylcholine in the cell membranes (51). A possible role for lipids in chemical communication is likewise documented (61). For instance, mating in reptiles may depend on epidermal skin lipids (62), and migratory behaviors in sea lamprey are regulated by larval-released fatty acid derivatives (63). Lastly, in zebrafish embryos, these lipids may also originate from the yolk sac, being the most common membrane lipids (64). Since membrane lipids such as phosphatidylcholine are known not only as cellular signaling molecules, but also as conveying group identity between newly hatched catfish (*Plotosus lineatus*; 65), this supports a role for heat-mediated change in composition of membrane lipids as heat stress-related signaling molecules. For instance, *xkr8.2*, active within zebrafish lateral line hair cells (66)—which plays a role in chemical communication (32)—is overexpressed in response to SM. Its human ortholog *xkr8* flips phospholipids between the inner and outer membrane layers (67), so it could be used by receivers to interact with lipid SM. Further compounds functioning as SM could be peptides or proteins (68), which we could not characterize further. It is worth noting that our metabolomics analysis is exploratory, and we acknowledge that without the use of internal standards, we have not definitively identified individual metabolites. Still, our metabolomic data enabled us to provide evidence for chemical classes of SM—in addition to possible candidate molecules—released by stressed embryos into their environment. Further mass spectrometry studies are needed to definitively identify the compounds, to discover more chemicals that act as SM, and also to discriminate the involvement of heat-induced developmental effect vs. heat-induced metabolic shifts in the synthesis of candidate SM. Future studies should test the direct effects of SM we identified to validate their involvement in stress propagation.

SM released by heat-stressed donors induced stress in naive receiver embryos, indicative of a positive feedback loop (Fig. 1A). Molecular and phenotypic effects included accelerated development and impaired behavioral activity, as previously found for SM (16) and alarm cues (24). These phenotypic effects were similar to those induced by heat itself, but developmental acceleration caused by SM had a later onset at 4 dpf. SM also initiated a suite of cellular signaling pathways different from those induced by heat. The most significantly down-regulated gene in SM receivers was *si:ch211-214b16.2* (NOD2 ortholog) which is involved in intracellular signal transduction (69) and the activation of apoptotic and immune pathways (70, 71). Further immune and apoptosis responses were induced via *fthl28* and *tlr18*. *tlr18* is a fish-specific toll-like receptor expressed in the skin, regulated by infection challenge and lipopolysaccharides (72), and may be homologous to the mammalian *tlr1* which binds lipopeptides (73). Therefore, *tlr18* may be directly responsive to lipid SM present in the medium, which we could independently confirm in group-exposed PET line zebrafish. Corroborating these results, brain transcriptomes of three-spined stickleback *Gasterosteus aculeatus* exposed to predator and alarm odors were also enriched for apoptosis, immune, and signaling pathways (74). Moreover, several genes related to development such as keratins were activated by SM, which may explain the observed developmental acceleration in this treatment. In addition to hypoxanthine 3-*N*-oxide (C_5_H_4_N_4_O_2_ for which we here found C_5_H_4_N_4_O to be more prevalent in the control condition), *Schreckstoff* is also known to contain other components such as extracellular polysaccharides (glycosaminoglycans), presumably but not exclusively chondroitin sulfate, and mucin proteins (75). The second major glycosaminoglycan in zebrafish is keratan sulfate (76), which is bound to proteoglycan, another component of the mucus layer next to mucins. In this contribution, we found that phosphocholine and sugars secreted from heat-stressed embryos significantly up-regulated proteoglycan 4 (*prg4a*) and altered two transcripts involved in keratan sulfate biogenesis (*chs1* and *chst2b*) in receiver embryos, both in AB and PET line experiments. This lends support to proteoglycan 4 and keratan sulfate being signaling components alike to *Schreckstoff*, and since this was observed in receivers, but not senders, of SM, it could mean that naive receivers may themselves propagate the release of *Schreckstoff*-like social anxiety cues to further embryos in a developing clutch. Of note, the absence of expression of the chemosensory receptor *ora3* in embryos group-exposed to SM suggests receptor depletion upon involvement in SM detection. While comparing genes expressed in SM vs. sensory hair cell genes also pinpoints the possible involvement of olfactory-mediated pathways in response to SM, more work is needed to confirm its role by using stages at which the olfactory system is fully developed. It is also important to note that studies on chemical cues should utilize chemicals from undisturbed controls (15). We used such control with the additional CM condition, which showed that the chemicals released by unstressed (CM) vs. stressed (SM) individuals induce different phenotypic outcomes, in line with our previous study (16). While future studies should also compare SM vs. CM through transcriptomics to address this limitation in our current work, we anticipate that there would also be differences in the gene expression patterns as supported by consistent differences in key antioxidant and immune genes in our prior work (16).

Outside of the laboratory, high-density population scenarios such as developing fish clutches exposed to heat would experience SM simultaneously with heat, leading to combined exposure. Here, the combined treatment of heat and SM from heat-exposed embryos revealed that these larvae grew the most and also had the lowest behavioral activity. While heat was the predominant driver of this transcriptome, it also showed unique responses compared with the heat-only treatment, catalyzed through the addition of SM. These involved differential expression of two chemosensory (vomeronasal receptor-like) genes, *ora3* and *olfcb1*, and genes involved in developmental acceleration via five genes in the apelin signaling pathway. Apelin signaling is a type of environmental signal processing with a wide array of physiological effects such as angiogenesis, renal fluid homeostasis, energy metabolism, immune response, embryonic development, and the neuroendocrine stress response (77), which hints at activation of the sympathetic nervous system (SNS) (78) and the emergence of chronic stress (79).

The basic principle of stress communication dates back to the 1930s with von Frisch's discovery that alarm cues from injured fish scared conspecifics (80, 81), which was then also shown in noninjured animals (82). However, despite decades of research, most studies on chemical cues heavily focused on behavioral and physiological endpoints monitored in animals disturbed by biotic stressors, mostly related to predation (15, 83). With the exception of one study by Hazlett in 1985 in crayfish exposed to heat (19), and our pilot studies using pH in marine species (17) and heat stress in zebrafish (16), there is little evidence about (i) whether climate change–related abiotic stress can induce stress propagation, (ii) their prevalence in embryonic and larval stages, and (iii) the underlying molecular mechanisms of stress propagation. We here address these gaps by investigating the molecular mechanisms and fitness-relevant consequences of stress propagation in heat-stressed fish embryos. We showed that heat effects have been propagated to receivers through SM, inducing similar phenotypic outcomes and molecular mechanisms related to growth acceleration, but also some characteristic differences to the direct stress response such as the absence of cortisol and the use of different signaling pathways (Fig. 6). Our findings support the hypothesis that abiotically stressed animals can chemically propagate stress responses in conspecifics (Fig. 1A), leading to fitness-relevant consequences on development and behavior (Fig. 6). We therefore anticipate that such positive stress feedback loops warrant further study due to the ever-increasing occurrences of diel and seasonal heat events. Importantly, we evidenced the prevalence of stress propagation in a social context using a more natural zebrafish strain which supports the relevance of our findings as a framework basis for future ecological studies on chemical stress propagation in aquatic animals.

**Fig. 6.**
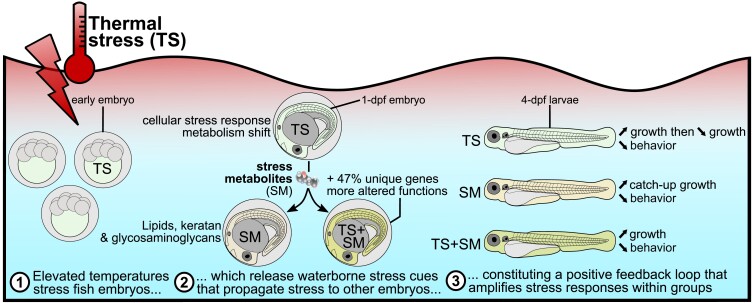
Conceptual summary of stress-induced communication mediated through SM in zebrafish embryos.

## Materials and methods

### Experimental design

Zebrafish embryos were collected by breeding adult zebrafish at the University of Hull. Embryos were collected in the morning, cleaned in fresh 1X E3 medium, and rinsed by bleaching. Embryo stages were measured in hours post fertilisation (hpf) according to Kimmel et al. (84). Starting from the blastula period (∼3.3 hpf), two temperature protocols were used, either (i) a control constant temperature of 27°C or (ii) repeated temperature fluctuations from 27 to 32°C. While departing from realistic heatwaves, this temperature protocol contained maximal repeats of sublethal +5°C heat peaks during crucial times of embryogenesis and larval development. Of note, our results have to be interpreted with respect to constant darkness delaying the normal zebrafish embryonic development (85). A factorial design for the two factors “temperature” and “SM” (Fig. 1B) yielded four experimental treatments: fresh medium at 27°C (control C), fresh medium with thermal stress (TS), medium containing SM at 27°C (SM), and medium containing SM with thermal stress (TS + SM). A fifth condition CM had control metabolites contained within the medium collected from C. We measured five different endpoints at different time points, which yielded (i) cortisol, (ii) transcriptomic, (iii) metabolomics, (iv) multiomic, and (v) phenotypic data (Fig. 1C). We combined transcriptomic and metabolomic data, to explore the mechanistic basis of stress propagation, with fitness-relevant phenotypic responses, to understand its consequences at the whole-body level. The different time points were selected to account for the specific onset of each measured response during embryogenesis. For endpoints i–v, embryos were exposed in isolation in individual PCR tubes. Additionally, we aimed to evaluate the validity of our findings by testing their repeatability in different experimental settings by using a different zebrafish strain and altering the temperature stress and fish density protocols. For this purpose, (vi) the effects of SM on gene expression were measured in nonlaboratory PET line embryos exposed by groups of 20 embryos in petri dishes (Fig. 1D). For molecular endpoints, embryos were pooled for data collection, while phenotypic data are reported for each individual embryo. Briefly, medium was prepared according to published standards (86), and putative metabolites were obtained by pooling medium conditioned by heat-stressed (stress medium containing SM) or control (control medium containing CM) embryos on the day prior. Studies on stress cues should use odors from undisturbed individuals as control (15). Therefore, we included CM released by control embryos in our experimental design for phenotypic data. However, we opted to perform the RNA-seq using fresh medium (condition C) as the appropriate control for the two-way factorial design including SM, TS, and TS + SM treatments in order to remove confounding effects of signaling molecules and their induced pathways in receivers from CM. Refer to Supplementary Methods for further details on fish handling methods and medium and temperature protocols.

### Endpoint 1: cortisol and HSP70 response to heat and heat-induced metabolites in 4-dpf embryos

We first aimed to confirm that our heat stress protocol induced a stress response in zebrafish donors, as a condition to study stress propagation. Cortisol is a reliable stress biomarker (43) that we used, along with the heat-inducible HSP70 (87), to infer whether heat-exposed embryos were stressed. HSP70 was used as a stress biomarker based on its well-established induction in fish through heat (87), including by environmental variation in temperature (88–90). We previously quantified HSP70 in 1-dpf embryos (16). Since cortisol is not stress responsive before 2–4 dpf (91, 92) and our heat stress protocol does not induce a cortisol spike at 1 dpf (16), we aimed to determine the optimal time point to assess the cortisol stress response; we followed the dynamics of cortisol levels in control embryos at 1, 2, 3, and 4 dpf. For this purpose, control embryos were incubated in E3 medium in clutches at 27°C with natural (∼12:12 dark:light h) light conditions. Embryos were pooled into groups of 40 embryos per sample (*n* = 3 pooled samples per time point). After optimization for ELISA assay, zebrafish embryos were exposed in individual wells to C, CM, TS, and SM treatments from 0 to 4 dpf, until 60 embryos per biological replicate were obtained for each treatment (*n* = 3 samples per treatment, total of 180 embryos per treatment). Cortisol and HSP70 protein levels were then quantified in 4-dpf larvae.

### Endpoint 2: transcriptomic response to heat and heat-induced metabolites in 1-dpf embryos

To explore the molecular basis of stress propagation, we needed to identify the genes involved in the release of SM in heat-stressed donors and their detection in receivers. Since our pilot study confirmed that SM induced gene expression changes at 1 dpf (16), we used RNA-seq in 1-dpf zebrafish embryos. The transcriptomic response to thermal stress and SM was characterized by individually exposing zebrafish embryos to treatments C, TS, SM, and TS + SM for 24 h. At the end of the exposure, viable zebrafish embryos still in their chorion were pooled into groups of 20 and processed for RNA-seq (*n* = 3 biological replicates of 20 embryos, i.e. total of 60 embryos per treatment). Embryos were pooled for sequencing to increase statistical power by reducing noise from individual variation in gene expression (93). Reads were quality processed, annotated, and analyzed for DEGs, either as a complete data set or by subset of candidate GO terms, and for functional enrichment of BP, KEGG, and Reactome pathways. Since the zebrafish lateral line system is a candidate organ for chemical stimulus perception, we additionally compared the relative expression between hair cells and adjacent nonhair cells, of the SM DEGs vs. other genes expressed in zebrafish lateral line system hair cells from the data set of Elkon et al. (66).

### Endpoint 3: exploratory metabolomics characterization of heat-induced SM

We performed an exploratory characterization of the putative metabolites released by embryos into the medium upon thermal stress. We characterized metabolites released upon thermal stress. Zebrafish embryos were exposed for 24 h. The protocol and medium samples resulted from our previous study (16) where the heating protocol consisted of 13 heat peaks followed by a recovery period of 7 h and 45 min at 27°C until 24 h of treatment were reached and medium would therefore not contain short-lived volatile cues. Media from donor embryos raised in C (i.e. control medium containing CM) or TS (i.e. stress medium containing SM) were collected for metabolite identification. To account for contaminants in the E3 solution and microbial compounds, a blank was prepared by incubating fresh medium without embryos for 24 h at 27°C. LC–MS/MS analysis was performed at the Metabolomics & Proteomics Facility of the University of York. After data preprocessing and blank correction, masstags filtered for signal-to-noise threshold were retained as possible biomarkers of CM or SM (Fig. S1A). These blank-corrected relative concentrations of compounds were used to compare the profiles of stress vs. control media. Possible biomarkers were compared using their unique *m*/*z* masses (± 0.0005 *m*/*z*) to known metabolites, including candidates (Table S2), from publicly available metabolomic databases. Possible biomarkers of either CM and SM groups were then functionally enriched for KEGG pathways and chemical subclasses.

### Endpoint 4: multiomic analysis

To better connect the genetic responses to heat stress by donors and secreted metabolites with the response to these SM by receivers, transcriptomic and metabolomic data were integrated into joint analyses using joint pathway analyses and hypothetical CPI. We reasoned that DEGs in TS may lead to the synthesis and release of SM which would initiate a transcriptome response in receiver embryos. Hence, both the joint pathway and hypothetical CPI analyses were performed by combining the SM with DEGs of either SM or TS.

### Endpoint 5: phenotypic response to heat and heat-induced metabolites in 1-dpf and 4-dpf embryos

A range of phenotypic parameters was measured in zebrafish embryos at 1 dpf and 4 dpf in all five treatments, both within and outside of their chorions after dechorionation. All conditions were tested twice on two independent batches at different dates, using each time one embryo clutch for all treatments to limit batch effects. At 1 dpf, embryos were imaged (Fig. S1B), and light-induced startle responses were recorded. At 4 dpf, larvae were imaged, and touch-evoked behaviors were videoed. Images and videos were randomized for blind analysis. Escape and startle behavioral responses are standard measurements that can indicate anxiety and changes in sensory and motor functions (33–35) and were used to evaluate the effects of treatments on fitness-relevant behavioral outcomes.

### Endpoint 6: loop-mediated isothermal amplification characterization of candidate genes in response to heat SM in outcrossing group-exposed embryos

Finally, we aimed to confirm the relevance of our findings by evaluating the mechanisms of stress propagation in different settings that better match the natural conditions of zebrafish, by utilizing a group exposure of a more genetically diverse strain. For this purpose, outcrossing PET line zebrafish were exposed in groups (3 sets of 20 embryos each) in petri dishes for 24 h to either fresh E3 medium or SM (*n* = 60 embryos per sample, 250 μL medium per embryo). SM were obtained from donors experiencing constant thermal stress of 32°C from 0 to 1 dpf. Total RNA was extracted from four such pools per treatment as previously described to quantify *chs1*, *ldha*, *ora3*, *otofa*, *prg4a*, and *tlr18* using fluorometric loop-mediated isothermal amplification (LAMP) technology, which we chose for its cost-effective and rapid, accurate quantification of gene expression (94). These genes were selected based on evidence from multiomic data of their possible involvement in stress propagation and functional links with SM.

## Supplementary Material

pgad137_Supplementary_Data Click here for additional data file.

## Data Availability

The raw molecular and phenotypic data are available on Zenodo [DOI: 10.5281/zenodo.7308630 (95)], along with the custom code to process and analyze the data. The RNA-seq data is available under the GEO accession number GSE220546 (BioProject PRJNA910181).

# Supplementary material for: Heat induces multiomic and phenotypic stress propagation in zebrafish embryos
**Source:** PNAS Nexus. 2023 May 23;2(5):pgad137. doi: 10.1093/pnasnexus/pgad137
**Supplement:** pgad137_Supplementary_Data

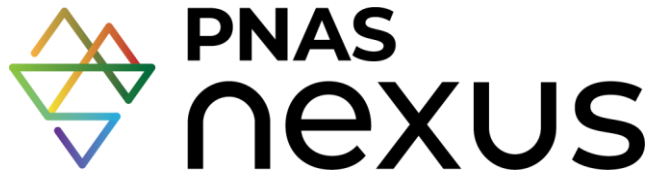

## Supporting Information for

Heat induces multi-omic and phenotypic stress propagation in zebrafish embryos.

Lauric Feugere<sup>1</sup>, Adam Bates<sup>1,2</sup>, Timothy Emagbetere<sup>1</sup>, Emma Chapman<sup>1</sup>, Linsey E. Malcolm<sup>3</sup>, Kathleen Bulmer<sup>3</sup>, Jörg Hardege<sup>1</sup>, Pedro Beltran-Alvarez<sup>3</sup> & Katharina C. Wollenberg Valero<sup>1,4\*</sup>

<sup>2</sup>current address: Wellcome Sanger Institute, Wellcome Genome Campus, Hinxton CB10 1SA, United Kingdom

### This PDF file includes:

Supporting text: Supplementary Methods and Supplementary Results  
Figures S1 to S12  
Tables S1 to S12  
SI References

### Other supporting materials for this manuscript include the following:

- One submission to Zenodo (DOI: [10.5281/zenodo.7308630](https://doi.org/10.5281/zenodo.7308630))
  - Dataset S1: results from RNA-seq analysis
  - Dataset S2: results from metabolomic analysis
  - Data analysis files and code
    - Code for RNA-seq read file processing
    - R code for data analysis
    - Raw datasets of phenotype data (morphology, behaviour, hatching, survival)
    - Raw datasets for molecular data (cortisol, HSP70, LAMP, gene counts, *DESeq2* results)
- The RNA-seq data published with the accession number GSE220546

## **Supplementary Methods**

### *Fish husbandry, breeding, and zebrafish embryo handling methods.*

Zebrafish embryos from endpoint 3 (metabolomics) and 6 (LAMP) were obtained from a stock of breeders raised in-house for several generations after purchase from a local pet store supplier (PET). Zebrafish embryos used in endpoints 1 (cortisol), 2 (RNA-seq), and 5 (phenotype) were obtained from a breeding stock of adult zebrafish (AB strain) from the University of Sheffield and the University of Cambridge. The reason for this was to limit genetic variation in the embryos sampled for RNA-sequencing by using highly genetically stable embryos from the AB zebrafish line. Fish breeders were maintained at the University of Hull in a temperature-controlled room kept at 27°C with 14:10 light:dark cycle. Fish were fed twice a day an alternate diet of mini-bloodworm, daphnia, and dried flakes. Fish were maintained in appropriate male-to-female ratios for breeding purposes and the fish population was renewed by inhouse breeding.

Breeding was completed by placing plastic trays half-filled with marbles and covered in plastic plants the preceding afternoon and collecting zebrafish embryos at 10 am in the morning, after the beginning of the light cycle. Zebrafish embryos were collected using plastic pipettes and placed in plastic jars before being transferred to the laboratory. Zebrafish embryos were cleaned 3-5 times in fresh 1X E3 embryo medium to remove organic matter. Next, zebrafish embryos were placed in a small tea strainer immersed for 3-4 minutes, with gentle swirling, in small petri dishes (ø: 35 mm) filled with ~ 9 mL of medium in the following order: (i) bleaching medium, (ii) 1X E3 embryo medium, (iii) bleaching, (iv) 1X E3 embryo medium, and (v) 1X E3 embryo medium. Bleaching medium consisted in 0.004% bleach in 1X E3 embryo medium which was prepared by diluting 10-13% active sodium chloride in fresh 1X E3 embryo medium. Under a stereomicroscope (Zeiss), zebrafish embryos were then carefully moved to a petri dish (ø: 90 mm) in fresh 1X E3 embryo medium. Viable embryos (at least 2-cells stage i.e. 0.75 hours post fertilisation — hpf — and no more than high stage i.e. 3.3 hpf, with no visible deformation nor chaotic cell division) zebrafish embryos were then carefully pipetted using a glass Pasteur pipette into 0.2 mL PCR wells pre-filled with the appropriate experimental medium for experimental treatments, ensuring to add no more than a few microliters (estimated < 5% of final volume) of additional medium.

For both protocols, embryos were incubated in 0.2 mL PCR wells placed in darkness in a thermocycler with a closed lid. Of note, constant darkness delays the normal development of zebrafish embryos (1) and our results have to be interpreted in this respect. For the repeated heat peaks treatment, every twenty-four hours of thermal stress protocol consisted of temperature fluctuations between 27, 29, 32, 29, and 27°C, with each temperature step being maintained for 15 min. This thermal stress mimicked +5°C temperature peaks over zebrafish optimal temperature reaching the sub lethal temperature of 32°C (2) and was in order to impose many heat peaks within a short timeframe to better understand the molecular mechanism of stress responses.

Depending on the endpoint as described below, zebrafish embryos experienced up to 19 heat peaks per 24 hours until they reached either 1 dpf (metabolomics, RNA-seq, phenotype data) or 4 dpf (cortisol, phenotype data). For the metabolomics data (endpoint 3), zebrafish embryos were exposed for 24 hours to a total of n = 13 heat peaks for 16 hours and 15 min followed by 7 hours and 45 min of recovery at 27°C, resulting from the experimental design of Feugere et al., 2021 (3). Of note, for the confirmatory experiment of endpoint 6, heat-stressed donors were exposed to a

constant 32°C in petri dishes. Embryos were incubated in E3 medium (i) free of any putative embryo metabolites (“fresh medium”), (ii) medium containing “stress metabolites” released by heat-stressed embryo donors, or (iii) medium containing “control metabolites” released by control embryo donors. Combining the temperature and metabolite factors yielded five treatments, where embryos were incubated as follows: in fresh medium at 27°C (control C), in fresh medium with thermal stress (TS), in medium containing stress metabolites at 27°C (SM), in medium containing stress metabolites with thermal stress (TS+SM), and in control metabolites at 27°C (CM). The four treatments C, TS, SM, and TS+SM together comprised a two-way factorial design (stress metabolites x thermal stress, Fig. 1B). Comparing SM and C to the additional control CM aimed to assess whether regular metabolites, only in higher concentrations are responsible for any observed effect of stress metabolites. Embryos in C and TS were metabolite donors for treatments CM and SM (where embryos were metabolite receivers). Conditioned medium was obtained from donors exposed to TS or C on each previous day to limit the degradation of metabolites. Conditioned media were renewed every 24 hours by pooling medium from donors’ wells into a Falcon tube and immediately transferring 200 µL of the pooled conditioned medium into the receivers’ wells.

#### *Embryo medium*

Embryo medium (4) was prepared by dissolving 34.8 g NaCl, 1.6 g KCl, 5.8 g CaCl<sub>2</sub>·2H<sub>2</sub>O, and 9.78 g MgCl<sub>2</sub>·6H<sub>2</sub>O in ultrapure water to a final volume of 2 litres. The pH was adjusted to pH = 7.2 with NaOH and the solution was autoclaved and stored at 4°C. The working solution of 1X E3 embryo medium was prepared by 1:60 dilution of the 60X stock ultrapure water. For the metabolomics experiment, the embryo medium was prepared with autoclaved system water instead of ultrapure water.

#### *Cortisol and HSP70 measurements*

Embryo medium was renewed once a day by either fresh embryo medium (C and TS) or reused medium from donor embryos (CM and SM). Survival and hatching were monitored once a day at 11 am. At 4 dpf, viable zebrafish embryos were sampled and snap-frozen at -80°C until further processing for cortisol and HSP0 analyses. Experimental treatments were repeated several times using independent embryo clutches and treated embryos were distributed equally into biological replicates to limit any batch effects, until 60 embryos per biological replicate were obtained for each treatment (n = 3 samples per treatment, total of 180 embryos per treatment).

Cortisol was extracted from pooled samples using a method modified from Wilson et al. (5). Samples were thawed and 100 µL of ice-cold v/v solution of pre-autoclaved 1X PBS and molecular grade methanol were added to 1.5 mL polypropylene microcentrifuge tubes. Pooled embryo tissues were manually homogenised for approx. 30 sec using a pestle and briefly vortexed before incubation in ice for 15 min. Embryos were homogenised another 30 sec and sonicated on ice for 5 min at high intensity with 5 x 30 sec intervals of sonication time using the Bioruptor Sonicator (Diagenode). The homogenate was incubated 1 hr at 4°C on a rotary shaker with 10 rotations per min (rpm). The lysate was then centrifuged 5 min at 13,000 g at 4°C. Next, 20 µL of this supernatant were aliquoted to a separate tube and fourfold diluted in PBS for use in protein quantification using the Qubit™ Protein Assay Kit (Thermo Fisher Scientific) and for HSP70 analysis. At this step, zebrafish embryo samples were randomised for blind analysis in the ELISA

assay. The remaining volume of supernatant was transferred to a new sterile 1.5 mL microcentrifuge tube and was evaporated at room temperature under nitrogen flow until complete dryness after approx. 45-90 min. The pellet was reconstituted in 62  $\mu$ L ice-cold ELISA assay reagent and resuspended by thorough vortexing before being stored at  $-80^{\circ}\text{C}$  until cortisol quantification. Cortisol extraction recovery rates were estimated ( $90.9\% \pm 10.8\%$ ,  $n=3$ ) by spiking 100  $\mu$ L of ice-cold v/v PBS/methanol with 10  $\mu$ L of 100 pg/ $\mu$ L cortisol standard and following the same extraction method. The cortisol solution was obtained by a 10-fold dilution series from a 1  $\mu$ g/ $\mu$ L cortisol standard stock solution containing 10.9 mg of H0396 (Sigma, 92 mg hydrocortisone per g powder) in 1 mL of molecular grade water. Cortisol levels were measured in duplicates using an Enzyme-linked Immunosorbent Assay (ELISA) Kit, following the manufacturer's recommendations (Salivary Cortisol Enzyme Immuno Assay Kit, 1-3002, Salimetrics, USA). Absorbance values were read at 450 nm with a reference at 490 nm using the BioTek ELX808 (NorthStart Scientific Ltd) plate reader. Cortisol concentrations in treated embryos samples and spiked samples were calculated from standard curve modelled by a four-parameter nonlinear regression using the online calculator mycurvefit.com (accessed 25/03/2021,  $r^2 = 0.9999$ ,  $p = 0.0001$ ,  $F = 8,332$ ). Cortisol concentrations were normalised to the protein concentration of the embryo homogenate. Cortisol concentrations were transformed using the Lambert transform from the *bestNormalize* R package (6). Transformed values passed the residual normality and homoscedasticity assumptions and were compared across treatments using a one-way ANOVA. Post-hoc pairwise comparisons with false discovery rate p-value adjustment were computed using *emmeans* v1.7.2 (7) in R v4.0.2 (8).

HSP70 samples were obtained from the 20  $\mu$ L supernatants saved before cortisol extraction. These lysates were diluted four-fold and processed for HSP70 analysis. Briefly, samples were incubated with Laemmli buffer, boiled for 10 min, and 15  $\mu$ g proteins were resolved through a 10% SDS-PAGE gel. Proteins were transferred to nitrocellulose membranes and blotted for HSP70 using specific antibodies (#11565722, Fisher Scientific). Chemiluminescence signals were acquired using a ChemiDoc Imaging System (Bio-Rad). Membranes were stained by Ponceau S for loading control normalisation. Quantification of signals was done using Image J (U. S. National Institutes of Health, Bethesda, Maryland, USA, <https://imagej.nih.gov/ij/>). HSP70 intensities (validated in a second replicate) were normalised independently against the intensity of two separate Ponceau bands, and the average of these two ratios was then calculated. This was a blind analysis, where the experimenters and analysers did not know the identity of the samples. HSP70 protein levels were compared across treatments using a one-way ANOVA as values passed the residual normality and homoscedasticity assumptions.

#### *RNA processing, sequencing, and data analysis*

Embryos were pooled into groups of 20 embryos per sample in sterile nuclease-free 1.5 mL microcentrifuge tubes. Embryo pools were immediately snap-frozen at  $-80^{\circ}\text{C}$ . Pooled samples were randomised prior to the RNA extraction for blind sample preparation and analysis. Total RNA was extracted using the TRIzol method following the manufacturer's recommended protocol followed by a DNase I digestion step (#10792877, Invitrogen™ TURBO DNA-free™ Kit) which was followed by a sodium acetate cleanup. For this purpose, 0.1 mL of TRIzol reagent were added and embryos were homogenised using a plastic pestle for approx. 30 sec on ice. Further 0.4 mL of TRIzol were added to the samples, followed by another approx. 20 sec of homogenisation on ice

181 using a plastic pestle. To ensure that tissues were fully homogenised in TRIzol, samples were  
182 passed several times through a 200 µL pipette tip. Homogenates were centrifuged 10 min at 12,000  
183 g to discard fat and debris, after which the supernatant was transferred to a new tube. TRIzol  
184 homogenates were incubated 5 min at room temperature to permit the dissociation of the  
185 nucleoprotein complex. Next, 0.2 mL of molecular grade chloroform:isoamyl alcohol 24:1  
186 (#327155000, Acros Organics) were added and homogenates vigorously shaken, inverted, and  
187 vortexed, before being incubated 15 min at room temperature. Samples were centrifuged 15 min  
188 at 12,000 g at room temperature before the upper RNA-containing aqueous layer was transferred  
189 to a new tube. Next, 0.25 mL molecular grade isopropanol (99.5% #184130010, Acros Organics)  
190 were added, and samples were mixed by several inversions before being left to incubate 10 min at  
191 room temperature. Samples were centrifuged 10 min at 12,000 g at room temperature (to prevent  
192 salt precipitation) to pellet the RNA. The supernatant was discarded. RNA pellets were cleaned  
193 three times in ethanol by resuspending in 0.5 mL molecular grade ice-cold 75% ethanol and were  
194 centrifuging 5 min at 10,000 g at 4°C before discarding the ethanol phase. Excess ethanol was  
195 removed using a pipettor and evaporated by air-drying at room temperature for approx. 3 min and  
196 at 55°C on a block heater for 2 min. Next, RNA pellets were resuspended in 70 µL molecular grade  
197 water and heated for 5 min at 55°C with regular vortexing. DNA was removed by a routine DNase  
198 I treatments (#10792877, Invitrogen™ TURBO DNA-free™ Kit). For this purpose, 0.1 volume of  
199 10X Turbo DNase Buffer and 1 µL DNase enzyme were added to the RNA and gently mixed  
200 before 20 min incubation at room temperature. 0.1 volume of DNase inactivation reagent was  
201 then added before 5 min incubation at room temperature with regular mixing by flicking the tubes.  
202 Samples were centrifuged for 90 sec at 10,000 g at room temperature. Next, 80 µL of DNA-free  
203 RNA solutions were transferred to a new tube and samples placed on ice. RNA samples were  
204 purified using sodium acetate protocol modified from Walker and Lorsch (2013) (9) to remove  
205 impurities such as phenol and protein contamination. 3M sodium acetate was prepared by adding  
206 12.3 g of sodium acetate anhydrous (#BP333-500, Fisher scientific) in 7.6 mL glacial acetic acid  
207 (#A/0360/PB15, Fisher scientific, to adjust the pH to 5.2) and completing the volume to 50 mL in  
208 molecular grade water before autoclaving the solution. Next, 0.1 volume of ice-cold 3M sodium  
209 acetate and 2.5 volumes of ice-cold molecular grade absolute ethanol were added to RNA samples.  
210 Samples were left to incubate at -20°C for 2 hours and RNA was pelleted at 12,000 g for 15 min  
211 at 4°C. Next, the supernatant was carefully removed, and the RNA pellet washed three times by  
212 adding 200 µL ice-cold molecular grade 75% ethanol, letting the pellet to soak for 2 min (in ice)  
213 before centrifuging 2 min at 12,000 g at 4°C, and removing the ethanol supernatant. Purified RNA  
214 was resuspended in 75 µL molecular grade water by heating 2 min at 55°C on a block heater.  
215 Aliquots of 10 µL were taken for quality and quantity assessment, whilst the remaining 65 µL  
216 were stored at 80°C before being sent in dry-ice to Edinburgh Genomics for RNA-sequencing.  
217 RNA purity ratios were assessed using the NanoDrop 1000 Spectrophotometer. All RNA samples  
218 contained 65 µL with  $\geq 1,200$  ng RNA, and sufficient purity as shown by 260/280 and 260/230  
219 ratios respectively  $> 1.9$  and  $> 1.5$ .

220  
221 Total RNA samples were further processed by Edinburgh Genomics to generate cDNA libraries  
222 using the TruSeq stranded mRNA kit. cDNA libraries were cleaned when necessary and samples  
223 were loaded onto two flow cell lanes and sequenced by Illumina NovaSeq 50PE sequencer. Raw  
224 read files were processed to remove Illumina adapters, polyG and polyX tails using *fastp* v0.23.1  
225 (10), with deduplication disallowed (--adapter\_fasta adapters.fasta --dup\_calc\_accuracy 3 --  
226 trim\_poly\_g --trim\_poly\_x). The genome indices were generated with *STAR* default options.

Reads were mapped to the genome using *STAR* v2.6.1 (11) and counted by genes (--runMode alignReads --quantMode TranscriptomeSAM GeneCounts --outSAMtype BAM SortedByCoordinate --outSAMunmapped None --outSAMattributes Standard) to generate read count table outputs.

Total RNA samples assessed for integrity (assessed by electrophoresis in 1.2% agarose gels) and concentration (measured by Qubit Broad Range kit, Invitrogen, and Qubit<sup>TM</sup> fluorometer 3.0) were analysed at the Edinburgh Genomics facility. Libraries were prepared with the TrueSeq stranded mRNA kit and sequenced by Illumina NovaSeq 50PE sequencing. The RNA-seq analysis for differential gene expression was performed on the VIPER High-Performance Computing facility hosted at the University of Hull. Read quality was assessed using *FASTQC* v0.11.9 (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). Reads were filtered and trimmed using *fastp* v0.23.1 (10) and reassessed for quality control using *fastp* and *FASTQC*. The absence of PCR-biased duplication was assessed using the R package *DupRadar* v1.18.0 (12). Next, the splice-aware mapper *STAR* v2.6.1 (11) was used to align the reads (see summary statistics in Tables S10-S12) to the zebrafish genome (primary genome assembly GRCz11.104) in order to obtain read counts. Differential gene expression analysis was performed using *DESeq2* v1.28.1 (13) in R v4.0.2 (8) using *Bioconductor* v3.11 (14). Gene expression was analysed using the treatments as a single factor in the matrix design, and performing pairwise comparisons (SM, TS, and TS+SM versus control C) were retrieved from the results function with the “cooksCutoff” option disabled since there was no evidence of extreme outlier. The Principal Component Analysis was represented after regularised logarithmic (rlog) transformation using the assay (from *SummarizedExperiment* v1.18.2 (15)) and *prcomp* functions. The differentially expressed genes (DEGs) were visualized as volcano plots drawn using the *EnhancedVolcano* package v1.6.0 (16). Gene names were converted using the *biomaRt* R package v2.44.4 (17, 18).

Differentially expressed genes were analysed by biological process GO terms using *topGO* v2.40.0 (19) to investigate the effect of TS and SM respectively on genes related to heat stress (GO:0009408) and chemosensory perception (GO:0007606) with GO term-wide false discovery rate p-value adjustment. We reasoned that temperature stress would induce whole-body transcriptomic changes, hence multiple testing-adjusted p-values ( $p\text{-adj} < 0.05$ , controlling for type I error i.e. false positives) were used to subset genes with evidence for altered expression in the functional enrichments. On the other hand, based on previous transcriptomic studies on chemical cues (20–22), we expected that stress metabolites would activate a more local transcriptomic response related to the sensory system and downstream pathways, which we decided to explore via a more relaxed explorative approach through using unadjusted raw p-values ( $p < 0.01$ ).

The functional enrichment for GO terms (BP: biological processes), Kyoto Encyclopedia of Genes and Genomes (KEGG) (23), and *Reactome* pathways were performed using the *GStat* v2.54.0 (24), *clusterProfiler* v3.16.1 (25), and *ReactomePA* 1.32.0 (26) R packages, respectively, and visualised for significant ( $p < 0.05$ ) terms having gene counts  $\geq 2$  (but keeping all significant terms regardless of gene counts to interpret the functional enrichment). Relevant information about specific DEGs was retrieved from the Zebrafish Information Network (27). In addition, when annotating the SM-responsive DEGs in the ZFIN database, we noticed that several of them were previously mentioned in a publication by Elkon et al., 2015 (28) which we used for screening genes

expressed both in SM and hair cells of the lateral line system of 5-dpf zebrafish embryos, in light of the possible role of the lateral line hair cells in detecting chemical cues (29).

#### *Metabolomics*

##### LC-MS/MS

170  $\mu$ L of medium per embryo were pooled for 60 embryos (20 embryos from 3 clutches) and filtered (Costar® Spin-X®, 0.45  $\mu$ m Pore CA Membrane) to yield 10.2 mL medium for each CM, SM, and the blank. Orbitrap LC-MS/MS analysis and raw data preprocessing were performed at the Metabolomics & Proteomics facility of the University of York. Each embryo medium (SM, CM, or blank) was split into three technical replicates for a total of 9 runs for each ionisation mode (positive and negative). Two microlitres of provided samples were injected onto a Waters HSS T3 100 mm x 2.1 mm (1.8  $\mu$ m particle) column, using an Acquity I-Class UPLC system. Compounds were eluted over a 9 min gradient of water/acetonitrile/ 0.1 % (v/v) acetic acid at column temp of 40°C and a flow rate of 0.5 mL/min. The column was conditioned with six runs of pooled samples before acquiring usable data. Each sample was injected twice, for separate positive and negative ESI mode analysis on a Thermo Tribrid Fusion Orbitrap MS system.

##### Raw MS data preprocessing

Data was collected between 0.5 and 8.5 min, in data dependent MS2 mode. This collected high-resolution MS1 data (60000 FWHM at m/z 200), and low resolution MS2 scans in both CID and HCD modes. The MS1 data (approx. 2 scans/s) was used for feature picking and quantification. Acquired Thermo .raw files were converted to 32-bit precision centroided .mzML files using MSConvert version 3.0.20023-2701dc40b. These were then processed using bespoke R scripts (R 4.0.3 64 bit in a Linux environment). Briefly, features were selected using the xcmsSet() function from the xcms package (v 3.12.0; 30), with the following parameters: method = 'centWaveWithPredictedIsotopeROIs', ppm = 5, snthresh = 10, peakwidth = c(3, 30), prefilter = c(3, 1000), integrate = 2, mzdiff = -0.1. Features were then grouped, and missing values imputed using derived xcms functions. Feature relationships were identified using the CAMERA package v1.33.3 (28), and candidate formulae calculated using the rcdk package v3.5.0 (32, 33). Where appropriate, MS2 spectra were extracted using bespoke scripts, and data tables and plots generated using adapted R functions. Using bespoke R scripts, the annotated features were identified and assigned a unique identifier (hereafter, “masstag”) informing the monoisotopic mass m/z and retention time in seconds. There were respectively n = 3,345 and n = 2,238 masstags in the positive and negative ionisation modes, yielding a grand total of n = 5,583 masstags.

##### Compound annotation, filtering, and biomarker identification

Next, masstags were automatically annotated using available libraries. First, masstags were automatically matched against a custom list of n = 30 potential candidate compound references (Table S2). Second, the web-based platform *MetaboAnalyst* v5.0 (34) was used for automatic matching of masstags to known compounds using the Functional Analysis of MS peaks module (<https://www.metaboanalyst.ca/MetaboAnalyst/upload/PeakUploadView.xhtml>). For each negative and positive mode of the nine samples from the three media (CM, SM, and blank), raw peak intensity data was entered with retention times in seconds and mass tolerance of 5 ppm. The data was left unfiltered (recommended for n features < 5,000), sample normalised by median

(negative mode) or sum (positive mode), cube-root or (negative mode) transformed, and auto-scaled (i.e. mean-centered and divided by the standard deviation of each variable). Matched compounds were retrieved from the mummichog v2.0 algorithm with a custom currency metabolite exclusion list (water, proton, oxygen, NADPH, NADP, NADH, NAD, carbon dioxide) whilst including all available adducts in positive and negative modes. In order to maximise the compound matching, the mummichog algorithm was repeated using all available libraries from the following available animal species: the zebrafish *Danio rerio* (MetaFishNet (35) or MFN library covering KEGG zebrafish model, human BiGG and Edinburgh Models) for fish; the human *Homo sapiens* (MTF library covering KEGG, BiGG, and Edinburgh Model databases); the mouse *Mus musculus* (KEGG and BioCyc), the rat *Rattus norvegicus* (KEGG), the cow *Bos taurus* (KEGG) for mammals; the chicken *Gallus gallus* (KEGG) for birds; the fruit fly *Drosophila melanogaster* (KEGG, BioCyc) for insects; and the nematode *Caenorhabditis elegans* (KEGG). After filtering duplicates, this yielded a grand total of 217 and 281 unique matched compounds from the mummichog algorithm in the negative and positive modes, respectively. To exclude the masstags predominantly present in the blank, a threshold cutoff was defined as in Equation 1.

$$Cutoff = 2 \times (\text{mean } Intensity_{blank} + 3 \times SD Intensity_{blank}) \quad \text{Equation 1.}$$

Masstag intensities were blank corrected (BC, equation 2) and their intensity expressed as blank corrected percent total relative to the sum of masstag areas per sample (BCP, Equation 3).

$$BC_{Masstag} = Area_{Masstag}^{Sample} - Cutoff_{Masstag} \quad \text{Equation 2.}$$

$$BCP = 100 \times (BC_{Masstag} / \sum_{i=1}^{per\ sample} BC) \quad \text{Equation 3.}$$

Because our analysis only used one true biological replicate (pooled medium sample from 60 embryos) but with technical replicates, we aimed to avoid pseudoreplication bias and therefore did not use statistical analysis of significance between CM and SM. Instead, the data was first filtered to account for signal-to-noise ratio by only selecting masstags with intensities over the threshold cutoff in at least three samples out of six technical run replicates ( $n = 3$  in CM,  $n = 3$  in SM). This narrowed the potential biomarkers of SM and CM media to  $n = 89$  unique masstags from the positive and negative modes altogether. Second, the biomarkers were assigned to either SM or CM based on which group their average blank corrected percent total intensity was highest. Third, the suitability of biomarkers B for either group was measured as the absolute difference between the intensities in CM and SM media (Equation 4), with higher B values indicative of suitable biomarker for either condition.

$$B = |CM - SM| \quad \text{Equation 4.}$$

To complement the aforementioned automatic annotation of all 5,583 masstags, the identity of the masstags was manually matched with available online databases using their m/z masses. The two main databases, for which all available positive and negative ion adducts, and a tolerance threshold of  $\pm 0.0005$  m/z were used, were (i) the Direct Infusion MEtabolite database (DIMEdb, (36) and (ii) the Metabolomics Workbench (The Metabolomics Workbench, <https://www.metabolomicsworkbench.org/> with three options: using the reference set of metabolite species RefMet; the Metabolomics Workbench Metabolite database with a m/z value; and the untargeted metabolite search option). Additional manual annotations using the narrowest

available mass tolerance range were retrieved from other databases including the metabolomic Fiehn lab's LipidBlast database (37), The LIPID MAPS® Lipidomics Gateway (<https://www.lipidmaps.org/>), the National Institute of Standards and Technologies (NIST) Chemistry Book, UniProt (38), MassBank Europe (<https://massbank.eu/MassBank/>), mzCloud (<https://www.mzcloud.org/>), as well as a general screening of the available literature and supplemental data wherein. This manual screening of > 5,000 entries identified approx. 2,500 possible hits (including within and cross-database duplicates). Each potential hit was assigned a compound name and its identifier from common chemical registries (of which PubChem, Human Metabolome DataBase or HMDB, and KEGG). Next, the literature and publicly available metabolome information corresponding to each possible hit was thoroughly screened (HMDB, KEGG, Food database, PubChem-associated literature, clinical trials, and patents; literature search; ChEBI, MetaCyc, KNApSACk) to enhance the compound annotation by removing potential hits not likely to be found in pre-hatching zebrafish embryos exposed to our experimental treatments. For this purpose, the exclusion criteria were: no biological records, fungi, bacterial or plant metabolites, xenobiotic metabolites, or industrial or pharmaceutical use. On the other hand, the inclusion criteria were that the potential hits were previously found in metazoan species, general metabolites, or could not be disregarded using the exclusion criteria. It should be acknowledged that although this filtering is slightly prone to subjectivity, it mainly ought to limit the risks of associating masstags to unlikely compound matches.

### Functional Enrichment

Subsequently, retained possible hits were annotated with their IUPAC International Chemical Identifiers (InChI or InChI Key) which were used for automatic structure-based ChemOnt chemical taxonomy classification using the ClassyFire algorithm (39; available at <http://classyfire.wishartlab.com/queries/new> or <https://cfb.fiehnlab.ucdavis.edu/>, accessed July 2021). We reasoned that because one cannot assign a unique metabolite per masstag amongst several isomer candidates, one should use only one compound per level of classification in order to limit the redundancy of the functional enrichment. Therefore, where relevant (i.e. if there are possible hits and different chemicals sharing the same classification), one compound per subclass (or class and superclass when compounds are not classified to the subclass level) per masstag that had either a KEGG or HMDB identifier was selected as a representative compound for the functional enrichment. This approach aimed to limit the redundancy of subclasses in the functional enrichment and prevent bias towards subclasses for masstags that match several known compounds. This yielded 125 representative annotated compounds used for both chemical structure (sub-class) and pathway (KEGG) functional enrichment using the *MetaboAnalystR* v3.0 (40) R package in *Rstudio*. The functional enrichments were performed for SM- and CM-specific filtered metabolites separately, with Holm's p-value correction for multiple testing.

### *Multi-omic integrative analysis*

Next, the transcriptome and metabolome data were integrated into two joint analyses. First, the Joint Pathway from MetaboAnalyst was used to explore the enriched KEGG pathways. Only the representative hits of the stress medium were used in the joint pathway analysis to avoid an artificial bias as masstags could have several hits with the same ChemOnt classification. The Joint Pathway analysis looked for the enriched KEGG pathways using a hypergeometric test using

MetaboAnalyst v.5.0 (34, 41), (<https://dev.metaboanalyst.ca/MetaboAnalyst/upload/JointUploadView.xhtml>, accessed February 2022 — options were set to: organism: *Danio rerio*; Metabolomics type: “targeted (compound list); ID type: “official gene symbol” and “compound name”; topology measure: “degree centrality”; integration method: “combine queries”, pathway database: “metabolic pathways”).

Second, the compound-protein interactions (CPI) were sought in the STITCH (42, 43) database using Cytoscape v3.9.0 (44). Out of the 202 unique possible metabolites in SM, several compounds (proteins, lipids, and polypeptides) would not be found in STITCH and were removed, leaving 46 compounds that were manually searched in the online version of STITCH (<http://stitch.embl.de/>, accessed February 2022). These filtered  $n = 29$  compounds that existed in the STITCH database were used for the CPI analysis. We reasoned that the significant genes in TS may lead to the synthesis and release of stress metabolites in the stress medium, and that the stress metabolites would initiate a transcriptome response in embryos of the SM treatment. Therefore, both the joint pathway and CPI analyses were performed twice by combining the candidate metabolites with genes of either SM or TS. To optimise the readability of the networks and to account for the number of genes, the CPI analyses for TS ( $n = 126$  identifiers) and SM ( $n = 94$  identifiers) were performed at confidence score cutoff of 0.7 and 0.4, respectively, with the following options: network type: full STRING network; no additional interactors, no singletons.

#### *LAMP data*

Three sets of 20 embryos each obtained from outcrossing pet store line (PET) zebrafish maintained at the University of Hull since 2018 were exposed in groups in petri dishes for 24 hrs to either fresh E3 medium or SM ( $n = 60$  embryos per sample, 250  $\mu$ L medium per embryo). Stress metabolites were obtained from donors experiencing constant thermal stress of 32°C from 0 to 1 dpf. Total RNA was extracted from 4 such pools per treatment as previously described. Fluorometric LAMP (Loop-mediated isothermal amplification reactions) were performed according to manufacturer’s protocol (NEB #M1708S) with primers (Dataset S1) designed for selected RNA-seq DEGs: chitin synthase 1 (*chs1*), lactate dehydrogenase A4 (*ldha*), olfactory receptor class A related 3 (*ora3*), otoferlin a (*otofa*), proteoglycan 4a (*prg4a*), and toll-like receptor 18 (*tlr18*). Reactions were run in technical triplicate on a StepOne qPCR machine. Gene expression was quantified using the  $-\Delta\Delta C_T$  method (45) representing the time to reach the threshold ( $C_T$  with each cycle lasting 1 min) normalised to  $\beta$ -Actin as housekeeping gene and scaled to control values. Gene expressions were compared using Student’s t-tests.

#### *Phenotypic analysis*

Embryos were collected around 10 am, cleaned through bleaching, and selected under the stereomicroscope. 1-dpf larvae were used for light-induced startle responses videoed under the stereomicroscope during 30-s videos. Embryos were then gently manually dechorionated under the stereomicroscope and individually imaged in lateral view on a microscope slide with a micrometre scale, before being placed in new individual wells pre-filled with 200  $\mu$ L of experimental medium. Embryos were then individually exposed to treatments within their chorion from 0 dpf to 1 dpf. After 24 hours, embryos were removed from their individual wells and placed in watch glasses with a small amount of medium. Experimental conditions were maintained until

4 dpf. At 2 and 3 dpf, 180  $\mu$ L of medium were replaced with either fresh or conditioned media. All embryos were monitored daily for hatching and survival.

At 4 dpf, larvae were individually transferred into flat-bottom wells of 35 mm diameter pre-filled with 3 mL fresh embryo medium pre-warmed at 27°C. The starting temperature was measured using a small portable thermometer. A Canon 1200D camera was used to record the swimming behaviour. The 6-well plate was positioned at the centre of a photobox. Embryos were allowed to settle for 30 seconds after being placed in their swimming wells before the video started. The swimming assay consisted of touching the head of the embryo with the loop of an inoculating needle to record the touch-evoked swimming behaviour. One escape response was triggered every 20 seconds with three repeats per embryo to measure their stamina. Once all videos were completed, the 4-dpf (~ 100 hpf) were imaged on a microscope slide with a micrometre scale.

Images and videos automatically bulk renamed and randomised (using Bulk Rename Utility v3.4). Imaging analysis was completed using Image J v1.53e (46) after image randomisation for screening regions of interest (Fig. S1B) in 1- and 4-dpf zebrafish individuals. For 1-dpf embryo, these were: shortest embryo length (SEL, shortest embryo length from head to tail), longest embryo length (LEL, segmented line in the anterior-posterior axis from the epiphysis in the middle of the head to the tail), yolk ball length (YBL) and area (YBA), yolk extension length (YEL) and area (YEA), tail width (TW, cross section of the caudal fin in dorsal-ventral axis where the notochord ends), eye length (EL) and area (EA), dorso-ventral length (DVL, longest dorso-ventral cross section in the yolk ball region), and whole-body area (WBA). In addition, several staging indexes were used to best estimate the developmental stage of the embryos, including the head-trunk angle (HTA, adjacent angle to the angle formed between a line crossing through the middle of the eye and the otic vesicle and the line parallel to the notochord between the 5th and 10th somites), the otic vesicle length (OVL, i.e. how many more otic vesicles would fit between the otic vesicle and the eyes), yolk extension-to-yolk ball ratio (YE/YB). Embryo staging was also guided by binary coding for the presence of features such as the eye primordium ( $\geq 19.5$  hpf), two clear otoliths ( $\geq 22$  hpf), the hatching gland ( $\geq 22$  hpf), the cerebellum formation ( $\geq 25$  hpf) and its migration towards the head ( $\geq 31$  hpf), or the tail strengthening ( $\geq 31$  hpf). In 4 dpf embryos, the EL, SEL, DVL, TW, and WBA were measured.

Video of 1-dpf startle responses were analysed using Danioscope (Noldus). Video analysis at 4 dpf was completed using KINOVEA v0.9.5 (47) after video randomisation. The total distance and number of burst events were measured following each of three stimuli for the entire video. Second, speed and acceleration following the 1<sup>st</sup> (first) and 3<sup>rd</sup> (last) stimuli were monitored at each frame for the first complete burst defined as when embryos reached full immobility (0 m/s) for at least two consecutive frames regardless of subsequent bursts. Comparing responses between the first and last touches allowed us to calculate the delta total distance to estimate the stamina of embryos. However, since Welch's adjusted t-tests showed that there were no significant differences between the 1<sup>st</sup> and 3<sup>rd</sup> stimuli for the mean acceleration ( $t = -0.01$ ,  $df = 284.08$ ,  $p$ -value = 0.99) and mean speed ( $t = 0.99$ ,  $df = 313.8$ ,  $p$ -value = 0.32), these were averaged across the first and last stimuli.

All phenotypic data analysis was conducted in R v4.0.2 (8) using *Rstudio* v1.3.1056 (48) with *ggplot2* v3.3.5 (49) for graphs. Outliers were excluded using repeated Grubbs tests for one outlier from *outliers* v0.14 (50). For each response variable, models were fitted to estimate the effects of (i) thermal stress and stress metabolites across the two-way factorial design (C, SM, TS, TS+SM),

followed by pairwise post-hoc comparisons relative to control C, and (ii) of media by post-hoc comparing CM to C and SM. For each analysis, covariates were included when there was evidence of their significance for the model according to the Akaike Information Criterion of the *aictab* function from the *AICcmodavg* v2.3-1 R package (51) to sort possible models by delta AICc, stepAIC from *MASS* v7.3-51.6 (52) to estimate the best model from the full model, and *drop1* function from the *stats* R package to estimate whether any terms could be dropped. Since embryos were not fixed in agarose for imaging, approx. 30% of the images could not capture the otic vesicle which prevented the measurement of several variables of interest. Therefore, only complete cases (n = 114 out of 157 embryos) were retained for a multivariate analysis using a PERMANOVA using the *adonis* function from the *vegan* v2.5-7 R package (53). Morphology data was represented by a principal component analysis (PCA) of treatment groups using the *ggbiplot* v0.55 (54) and *prcomp* R functions. All pairwise comparisons were corrected by Tukey's method for false discovery rates. If necessary, data were normalised using *BestNormalize* v1.8.2 (6). The homoscedasticity and normality of model residuals were assessed using Shapiro-Wilks' and Studentized Breusch-Pagan tests from *lmtest* v0.9-38 (55), respectively. Continuous data of the two-way factorial design were analysed by ANOVAs or Scheirer-Ray-Hare tests from *rcompanion* v2.4.1 (56) for parametric and non-parametric data, respectively. Binary data were analysed using generalised linear models (GLMs) with binomial distribution. Burst count data was analysed using GLMs with negative binomial distribution from *MASS* (52), as this distribution best fitted the data according to *fitdistrplus* v1.1-6 (57), combined with a two-group equal density test from *sm* v2.2-7.7 (58). Pairwise comparisons were retrieved from models (ANOVAs and GLMs) using *emmeans* v1.7.2 (7), Wilcoxon-Mann-Whitney tests (non-parametric data), or *pairwiseAdonis* v0.4 (59) (PERMANOVAs). Effect sizes of model terms were represented by Cohen's  $|d|$  values, approximated as  $d = 2 \times f$  (60) from Cohen's  $f$  values from *effectsize* v0.6.0.1 (61) and interpreted according to Sawilowsky (62) as tiny ( $|d| < 0.1$ ), very small ( $|d| > 0.1$ ), small ( $|d| > 0.2$ ), medium ( $|d| > 0.5$ ), large ( $|d| > 0.8$ ), very large ( $|d| > 1.20$ ), and huge ( $|d| > 2.0$ ). Phenotypic data were interpreted using  $p < 0.05$  for marginal evidence and  $p < 0.01$  for strong evidence, whilst considering  $p \leq 0.08$  for trends with weak evidence.

## **Supplementary Results**

### *Transcriptomic response to heat stress*

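A principal component analysis of the 27606 genes with rlog-transformed counts gave 50.9% of the variance on PC1, 16.1% on PC2 and 9.93% on PC3. The spread of the treatments on each axis was tested by exact two-sided permutation of the 12 libraries over 924 splits, with Benjamini-Hochberg adjustment over 6 tests. No difference was detected between heated and unheated libraries on PC1 (permutation *P* = 0.859) or PC2 (permutation *P* = 0.613), nor between libraries with and without SM (permutation *P* = 0.238 and 0.524), and these 4 values were 0.714 or higher after Benjamini-Hochberg adjustment. On PC3 the mean score of the 6 heated libraries differed from that of the 6 unheated ones by -19.8 (permutation *P* = 0.00216, the smallest that these splits allow, 0.0130 after Benjamini-Hochberg adjustment), with no overlap between the 2 sets, whereas SM gave a permutation *P* of 0.725. The variance on PC1 moved most when the 500 genes with the largest variance were used (76.8%), and it ranged from 42.7% to 55.5% with each library left out. Without TS + SM replicate 3, heat separated on PC2 with an exact permutation *P* of 0.0238. Scores on PC1 rose with the duplication rate of Table S10 over the 12 libraries, with Pearson's r = 0.721 (permutation *P* = 0.00999, 0.0499 after Benjamini-Hochberg adjustment over 15 relations) and Spearman's rho = 0.867 (permutation *P* = 0.00055, 0.00825 adjusted). Without TS + SM replicate 1 and C replicate 3, the libraries farthest from the median duplication rate, r was 0.844. The sample labels carry an RNA number. The supplement states that 2 flow cell lanes were used, but not which lane held which sample. It names no other sequencing batch or date, so no value within batches is given.

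**Figure D3:**
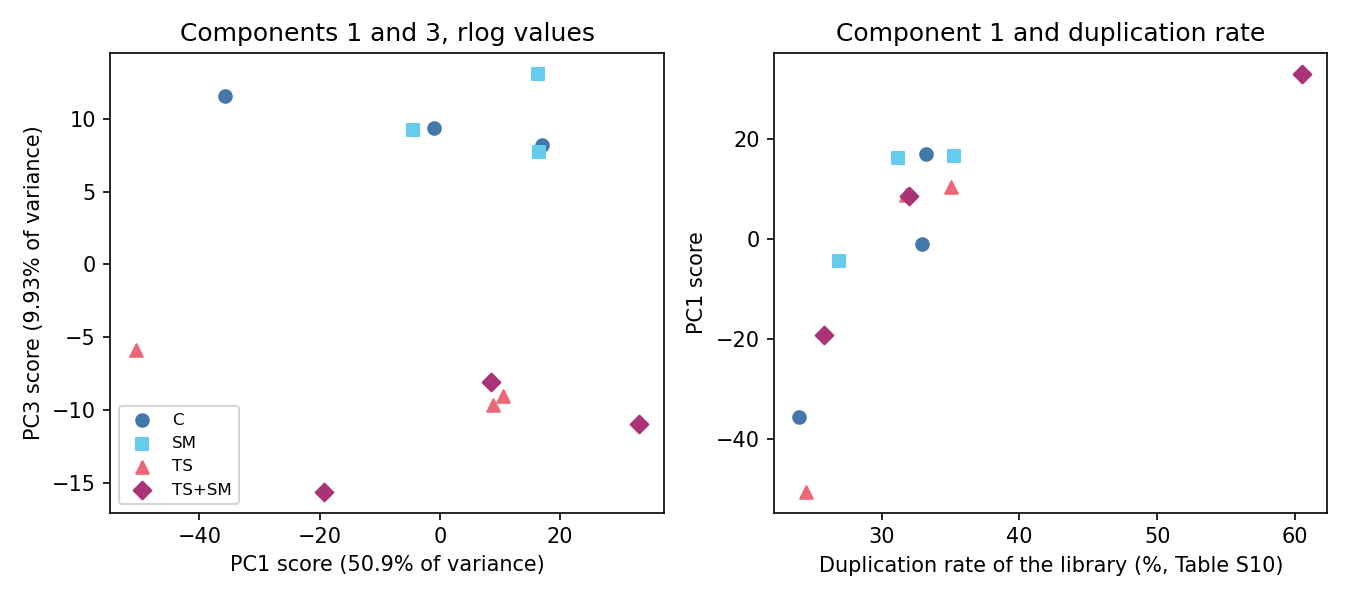
Scores of the 12 libraries on PC1 and PC3 by treatment, and PC1 scores against the duplication rate in percent from Table S10. Each point is 1 library. Heated libraries lie on one side of the unheated ones on PC3, and PC1 scores rise with the duplication rate.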

The principal component analysis of RNA-seq data did not show evidence that samples clustered by treatments across either of the first two variance axes (PC1 = 51% and PC2 = 16% of variance, respectively, Fig. S3). 

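Of the 32 genes of the response to heat listed in Dataset S1, 29 passed the filter on low counts, with a median LFC of 0.05 in TS vs. C (fry with Benjamini-Hochberg adjustment, *P*-adj = 0.0782). The set's value was 0.0436 without C replicate 1, 0.188 without C replicate 2 and 0.180 from camera, each with Benjamini-Hochberg adjustment. With the replicate number as a block, the set passed with a fry *P*-adj of 0.00773 after Benjamini-Hochberg adjustment, the lowest of its alternatives (0.00773 to 0.188). Over all genes tested edgeR called 2 of them, *hsp90aa1.2* (ENSDARG00000024746), at 558 ± 63.0 normalized counts in C and 2105 ± 351 in TS (mean ± SD, n = 3), and *hsp70.3* (ENSDARG00000021924), at 103.97 ± 23.8 and 314 ± 11.5. Their LFCs were 1.92 (SE 0.17) and 1.60 (SE 0.19, edgeR Benjamini-Hochberg *P*-adj = 0.00733), and *hsp70.3* lost the call without C replicate 2 (edgeR Benjamini-Hochberg *P*-adj = 0.0673, range over its edgeR and DESeq2 alternatives 4.96e-11 to 0.129). Both genes lost the call with only the 6 libraries of TS and C in the fit (edgeR Benjamini-Hochberg *P*-adj = 0.101 for *hsp90aa1.2* and 0.129 for *hsp70.3*). *hspa8b* (ENSDARG00000037403) had an LFC of 1.81 (SE 0.38, edgeR Benjamini-Hochberg *P*-adj = 0.182), and *hsc70* (ENSDARG00000012381) an LFC of 2.26 (SE 0.60, edgeR Benjamini-Hochberg *P*-adj = 0.376). Adjusted over the list alone, these 4 genes passed 0.05, and 4 of the 29 had an unadjusted *P* under 0.05. DESeq2 with Benjamini-Hochberg adjustment called *hspa8b* (*P*-adj = 0.000383, range over its alternatives 0.000383 to 0.813) and *hsc70* (*P*-adj = 0.0442, range 0.0442 to 1.00). The 3 TS libraries lay above the 3 C libraries for each of the 4 genes.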

Analysis of the gene subset for the Biological Process GO term "response to heat" (GO:0009408) provided strong evidence that there was a more than three-fold overexpression of four genes related to the heat shock response, namely heat shock protein 90, alpha (cytosolic), class A member 1, tandem duplicate 20 (*hsp90aa1.2*), heat shock cognate 70-kDa protein, tandem duplicate 3 (*hsp70.3*), heat shock protein family A (Hsp70) member 8b (*hspa8b*), and the heat shock cognate 70 (*hsc70*). These transcriptional changes within members of the heat shock response explained why "cellular response to heat" (GO:0034605) as well as "cellular response to heat stress" and "regulation of HSF1-mediated heat shock response" were amongst the most significantly enriched functions in this comparison (Fig. 2A, 2D, Dataset S1). Protein refolding processes (e.g. GO:0042026; GO:0034620) were also significantly enriched and included *hsp90aa1.2*, *hsp70.3*, *hspa8b*, and *hsc70*. Furthermore, the functional enrichment highlighted that the top thirty gene ontology terms with the strongest evidence (all  $p\text{-adj} < 0.009$ )

of heat-induced whole-body transcriptome response were mainly ascribed to three biological processes: sensory perception, development, and metabolism (Fig. 2D, S4). The most significantly enriched biological processes were associated with the eyes as evidenced by the terms “lens development in camera-type eye” (GO:0002088) and “visual perception” (GO:0007601). These GO terms mostly included a total of six genes linked to the lens and cornea proteins crystallin alpha (*cryba1*, *cryba1l1*, *cryba2a/b*, and *crybb1l1/2*) and eight to crystallin gamma (*crygm2d8/10/13/17/18/20*, *crygmx*, and *crygmxl2*). In addition to the eyes, other development-related functions included GO terms such as “multicellular organism development” (GO:0007275), “animal organ development” (GO:0048413), “developmental process” (GO:0032502), “somite specification” (GO:0001757), and “muscle fibre development” (GO:0048747). 

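The edgeR fit called 3 of the 14 crystallin genes in TS vs. C: *crygm2d13*, at 17.4 ± 3.59 normalized counts in C and 93.1 ± 7.98 in TS (mean ± SD, n = 3), *cryba1b*, at 1569 ± 162 in TS, and *cryba1l1* (ENSDARG00000032929), at 605 ± 120.3 and 1275 ± 79.0. The LFC of *cryba1b* was 1.32 (SE 0.14, edgeR Benjamini-Hochberg *P*-adj = 0.00515) and that of *cryba1l1* 1.07 (SE 0.17, edgeR Benjamini-Hochberg *P*-adj = 0.0449). The call on *cryba1l1* was lost in 5 of the 6 fits that each left out one library, with edgeR Benjamini-Hochberg *P*-adj from 0.0243 to 0.433, whereas *crygm2d13* (0.0154 to 0.0486) and *cryba1b* (0.00709 to 0.0486) passed in the 6 fits. The 3 genes lost the call with only the 6 libraries of TS and C in the fit. Their edgeR Benjamini-Hochberg *P*-adj was then 0.128 (*crygm2d13*), 0.101 (*cryba1b*) and 0.173 (*cryba1l1*). With the replicate number as a block, *cryba1l1* did not pass either (edgeR Benjamini-Hochberg *P*-adj = 0.0749, range over its alternatives 1.44e-05 to 0.433). Without C replicate 3 the calls came to include *cryba2a* (0.0166), *crybb1l1* (0.0472), *crybb1l2* (0.0212), *crygm2d8* (0.0187) and *crygmx* (0.0243), again as edgeR *P*-adj values with Benjamini-Hochberg adjustment. Apart from *crygm2d18*, the LFCs of the 14 genes lay between 1.01 and 2.41, and 14 of 14 had no overlap between the TS and C libraries. The crystallin genes are paralogs and STAR counted reads with a single placement, so how the reads divide among them is uncertain.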

The Reactome database enrichment also indicated an alteration of muscle-related gene expression with the term “striated muscle contraction”.

Therefore, our data suggested that heat stress significantly impacted the morphogenesis of somites and muscular structures during embryogenesis. Of note, all six genes related to somite development (GO:0001757, GO:0061053, and GO:0035282) terms were downregulated in thermal stress. These included the mesoderm posterior ab (*mespab*), as well as four genes also found in the “negative regulation of transcription by RNA polymerase II” term (GO:0000122), namely hairy-related 1 (*her1*), hairy and enhancer of split related-7 (*her7*), ripply transcriptional repressor 2 (*rippy2*), and T-box transcription factor 6 (*tbx6*). 

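*her7* (ENSDARG00000017917) fell from 35.9 ± 12.8 normalized counts in C to 8.199 ± 2.39 in TS (mean ± SD, n = 3), an LFC of -2.14 (SE 0.50, edgeR Benjamini-Hochberg *P*-adj = 0.253). *ripply2* (ENSDARG00000070535) fell from 35.2 ± 10.8 to 6.88 ± 3.49, an LFC of -2.36 (SE 0.56, edgeR Benjamini-Hochberg *P*-adj = 0.263). With DESeq2 and Benjamini-Hochberg adjustment the calls included *her7* (*P*-adj = 0.0217, range over its alternatives 0.0217 to 0.869) and *ripply2* (*P*-adj = 0.0243, range 0.0243 to 0.865). With *mespab*, *her1* and *tbx6*, 5 of 5 genes were lower in each TS library than in each C library, and 5 of 5 were also lower in TS + SM than in SM.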

Further, muscle development in heat stressed embryos was associated with elevated transcript levels of three paralogues of actinidin (*and1/2/3*), as well as myosin, heavy polypeptide 2, fast muscle specific (*myhz2*), but also three myozenin genes (*myoz1a/1b/3a*). On the other hand, there was evidence that the gene expression of myogenin (*myog*) and myosin 7 (*CU633479.2*) were significantly inhibited by high temperatures. 

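The largest rises among these genes were those of the actinodin genes, with *and3* (ENSDARG00000056873) going from 36.8 ± 5.87 to 164 ± 63.1 normalized counts (mean ± SD, n = 3), an LFC of 2.16 (SE 0.33, edgeR Benjamini-Hochberg *P*-adj = 0.0387). *and2* (ENSDARG00000079302) had an LFC of 1.79 (SE 0.27, edgeR Benjamini-Hochberg *P*-adj = 0.0382), and *and1* (ENSDARG00000088514) an LFC of 1.36 (SE 0.23, edgeR Benjamini-Hochberg *P*-adj = 0.0762). The calls on *and2* and *and3* were mostly lost in the 6 fits that each left out one library, which have fewer pools. The edgeR Benjamini-Hochberg *P*-adj ranged from 0.0226 to 0.297 for *and2*, lost in 4 fits, and from 0.0600 to 0.286 for *and3*, lost in 6. In these fits the LFC stayed between 1.37 and 1.98 for *and2* and between 1.81 and 2.33 for *and3*. With the replicate number as a block, *and2* did not pass (edgeR Benjamini-Hochberg *P*-adj = 0.0611, range over its alternatives 1.63e-06 to 0.297). The other 4 genes, *myhz2* (ENSDARG00000012944), *myoz1a* (ENSDARG00000056209), *myoz1b* (ENSDARG00000071445) and *myoz3a* (ENSDARG00000067701), had LFCs of 1.00, 1.35, 1.05 and 1.33, and edgeR with Benjamini-Hochberg adjustment called none of the 4, although 4 of 4 had an unadjusted *P* under 0.05. DESeq2 with Benjamini-Hochberg adjustment called *and1* (*P*-adj = 6.65e-05, range over its alternatives 6.65e-05 to 0.503) and these 4 genes, with *P*-adj from 0.00151 to 0.0390.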

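*myog* (ENSDARG00000009438) had 1242 ± 242 normalized counts in C and 656 ± 36.8 in TS (mean ± SD, n = 3), an LFC of -0.92 (SE 0.19, edgeR Benjamini-Hochberg *P*-adj = 0.182). *CU633479.2* (ENSDARG00000103837) had 808 ± 196 and 385 ± 97.4, an LFC of -1.07 (SE 0.27, edgeR Benjamini-Hochberg *P*-adj = 0.318). Both were called by DESeq2 with Benjamini-Hochberg adjustment, at *P*-adj = 0.00950 for *myog* (range over its alternatives 0.00950 to 1.00) and *P*-adj = 0.0407 for *CU633479.2* (range 0.0407 to 1.00). In TS + SM vs. SM, *myog* was lower again (LFC -1.19, SE 0.20) and *CU633479.2* was not (LFC 0.60, SE 0.27), a difference between the 2 heat effects with an unadjusted edgeR *P* of 0.000855 and, after Benjamini-Hochberg adjustment, a *P*-adj of 1.00.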

The third major GO term category with evident significant functional enrichment covered several metabolism and energy pathways such as the regulation of adenosine diphosphate (ADP, GO:004603), triphosphate (ATP, GO:0046034), and glycolytic (GO:0006096) metabolic processes. 

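The pyruvate kinase gene *pkmb* (ENSDARG00000099860) rose from 137 ± 19.2 normalized counts in C to 371 ± 201 in TS (mean ± SD, n = 3), an LFC of 1.44 (SE 0.34, edgeR Benjamini-Hochberg *P*-adj = 0.256). TS replicate 3 held 603 normalized counts, against 265 and 244 in TS replicates 1 and 2. The LFC of *pkmb* ranged from 0.92 to 1.66 over the fits that each left out one library. Under DESeq2 with Benjamini-Hochberg adjustment its *P*-adj was 0.0105, within a range of 0.0105 to 1.00 over its alternatives. In TS + SM vs. SM the LFC of *pkmb* was 1.08 (SE 0.34), and those of *eno1a*, *eno3*, *gapdhs* and *pgk1* were 0.81, 1.04, 1.08 and 0.68.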

Notably, these terms evidenced the heat-induced activation of several transcripts of enolase (*enola* and *eno3*), glyceraldehyde-3-phosphate dehydrogenase, spermatogenic (*gapdhs*) but also genes with a kinase activity such as phosphoglycerate kinase 1 (*pgk1*) and pyruvate kinase M1/2b (*pkmb*). Additional functional enrichment for Reactome (Fig. S4A) and KEGG (Fig. S4B) pathways confirmed the high temperature-induced alteration of the metabolism of ADP/ATP, glucose (e.g. terms “gluconeogenesis/glycolysis”, “pentose phosphate metabolism”), “amino acid” as well as “pyruvate metabolism”. In summary, this shows that heat stress induces transcriptomic changes in embryonic development (of the eyes, muscles, and somites), the metabolism of sugars, amino acids, purine, and energy intermediates (ATP and pyruvate), and in the heat stress response.

#### *Transcriptomic response to Stress Metabolites*

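*anxa1a* (ENSDARG00000026726) rose from 2115 ± 357 normalized counts in C to 3296 ± 521 in SM, with an LFC of 0.64 (SE 0.21) and an unadjusted edgeR *P* of 0.0113. *scamp5a* (ENSDARG00000018743) fell from 68.6 ± 17.5 to 30.7 ± 3.01, with an LFC of -1.15 (SE 0.35) and an unadjusted edgeR *P* of 0.00703. For both genes the 3 SM libraries lay outside the range of the 3 C libraries.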

For the genes differentially regulated by SM, the cytokine production GO terms (e.g. GO:0001816) were associated with the genes *anxa1a* (*annexin A1a*) and *scamp5a* (*secretory carrier membrane protein 5a*). 

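The TS libraries held 14, 43 and 87 counts of ENSDARG00000102593, the putative *NOD2* ortholog, and the TS + SM libraries 51, 55 and 109, or 43.8 ± 26.4 and 77.9 ± 51.2 normalized counts (mean ± SD, n = 3). Against SM, where the gene was at the limit of detection, TS + SM was at least 20.2-fold higher, with an edgeR Benjamini-Hochberg *P*-adj of 0.0436 that was lost in the 6 fits that each left out one library (from 0.0619 to 0.180). The effect of SM on this gene differed between the 2 temperatures with an unadjusted edgeR *P* of 9.13e-05, and with a *P*-adj of 1.00 after Benjamini-Hochberg adjustment.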

The GO term with the highest gene count (n = 8) was “intracellular signal transduction” (GO:0035556) and included the most upregulated gene *si:ch211-214b16.2* (*NOD2* ortholog). Moreover, the genes *fthl28* (*ferritin, heavy polypeptide-like 28*) and *tlr18* (*toll-like receptor 18*) led to the enrichment of the cell death-related Reactome terms “ferroptosis” and “necroptosis”. 

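*fthl28* had 27.0 ± 7.06 normalized counts in C and 83.5 ± 3.55 in SM, with an unadjusted edgeR *P* of 0.00899. *tlr18* (ENSDARG00000040249) went from 38.6 ± 14.2 to 76.7 ± 7.96, with an LFC of 0.99 (SE 0.34) and an unadjusted edgeR *P* of 0.0135. In TS + SM the 2 genes were at 57.1 ± 17.6 and 54.5 ± 16.5 normalized counts.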

Regardless of the database, there was evidence that one set of genes initiated the

pathways of glucosamine and glycosaminoglycans (e.g. “chitin biosynthetic process” — GO:0006031, “keratinization”, and “keratan sulfate/keratin metabolism”). These genes included the upregulated keratin genes (*krt97/17*) and chitin synthase 1 (*chs1*) as well as the downregulated *carbohydrate sulfotransferase 2b* (*chst2b*). Further, several other keratin genes (*krt92/222*) and cytokeratin *cyt1* (type I cytokeratin, enveloping layer) were also upregulated in SM. 

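*krt92* (ENSDARG00000036834) had an LFC of 0.86 (SE 0.30), *krt222* (ENSDARG00000071518) an LFC of 0.39 (SE 0.13) and *cyt1* (ENSDARG00000092947) an LFC of 0.82 (SE 0.31) in SM vs. C, with unadjusted edgeR *P* values of 0.0152, 0.0125 and 0.0213. As a set, the 5 keratin genes named by the paper had a median LFC of 0.82 in SM vs. C and 5 of 5 were higher, with *P*-adj = 0.0338 from fry and 0.0532 from camera, both with Benjamini-Hochberg adjustment. The fry value, adjusted in the same way, was over 0.05 in 5 of the 6 fits that each left out one library, from 0.0684 without C replicate 1 to 0.111 without SM replicate 3, and 0.0210 without SM replicate 2. Adjusted over the list alone, 5 of the 5 passed 0.05, against 0 over all genes tested, with 5 at an unadjusted *P* under 0.05; the study picked the list from these libraries, so neither the set's values in SM vs. C nor the first count are independent evidence. In TS + SM vs. TS, which shares no library with SM vs. C, the set had a fry *P*-adj of 0.346 with Benjamini-Hochberg adjustment.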

Several terms associated with anion and lipid transport were also enriched such as “phospholipid transport” (GO:0015914), “lipid localisation” (GO:0010876), and “anion transport” (GO:0006820) which included genes such as *anxa1a* (annexin 1a), *best1* (bestrophin 1), *bscl2l* (BSCL2 lipid droplet biogenesis associated, seipin, like), *pitpnc1b* (phosphatidylinositol transfer protein cytoplasmic 1b), and *xkr8.2* (XK related 8, tandem duplicate 2).

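*best1* went from 6.23 ± 4.00 normalized counts in C to 45.3 ± 36.8 in SM, and it was at 7.68 ± 3.51 in TS + SM. *bscl2l* (ENSDARG00000025912) had an LFC of 1.04 (SE 0.33) in SM vs. C and *pitpnc1b* (ENSDARG00000022807) an LFC of 0.53 (SE 0.18), with unadjusted edgeR *P* values of 0.00828 and 0.0109. *bscl2l* was raised to the same degree in TS, with an LFC of 1.04 (SE 0.33).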

#### *Phenotypic data: behaviour, development, hatching, and survival*

This showed that the percentage of moving embryos did neither vary with heat ( $z = -1.28$ ,  $p = 0.2011$ ) nor with stress metabolites ( $z = 1.02$ ,  $p = 0.3088$ ). There was nevertheless a decrease in moving embryo % between CM (57.1%) and SM (34.7%,  $z = -2.2098$ ,  $p = 0.0542$ , Fig. S10F). Because over half (52.4%) of the embryos were immobile, the burst count per minute was re-analysed only for active embryos, showing an effect of TS and TS+SM (Fig. 5B, Tables S7-S8). At 4 dpf, embryos incubated in CM swam longer distances than those in SM ( $t = -2.22$ ,  $p = 0.058$ , Fig. 11D).

We also recorded both mortality (Fig. S10C) and hatching (Fig. S10D) in over 1,000 embryos across more than 30 batches. There were no significant differences in mortality across treatments (analysis of deviance  $p = 0.0951$ ) with an average survival of 92% which confirmed that all experimental protocols were sublethal. Next, there were no significant differences in hatching percentages between C and SM ( $z = 0.3765$ ,  $p = 0.7066$ ). On the other hand, hatching was significantly higher in TS (43%) compared to C (25%,  $z = -5.79$ ,  $p < 0.0001$ ), but also high in CM (63%) compared to C ( $z = 9.52$ ,  $p < 0.0001$ ) and SM (33%,  $z = 9.03$ ,  $p < 0.0001$ ).

The first axis (PCA1 = 34.1% of variance) discriminated treatments under thermal stress (TS and TS+SM) from treatments at control temperature (Fig. 5A, Table S4). Testing individual variables confirmed that thermal stress significantly increased the length and surfaces of whole-body embryos (Fig. 5C), but also their eye, and yolk elongation, but decreased the head-trunk angle and otic vesicle length (Fig. 5A), as well as the percentage of defects (Fig. S10A). Thermal stress also significantly accelerated (median stage: 31 hpf,  $H = 50.36$ ,  $p < 0.0001$ , very large effect size = 1.47) the growth of embryos compared to control C (median stage: 25 hpf) within the first 24 hours of development. Therefore, heat-stressed embryos reached the pharyngula stage earlier ( $z = -2.67$ ,  $p = 0.0076$ , Fig. S10B). After statistically accounting for the large effect size of batch ( $d = 1.10$ ,  $t = 38.33$ ,  $p < 0.0001$ ) and its interaction with heat ( $t = 5.51$ ,  $p = 0.0206$ ), there was a marginal increase in length with thermal stress in one batch of 4-dpf larvae. This led to embryos in TS+SM having increased 4-dpf body lengths compared to control embryos ( $t = 2.41$ ,  $P = 0.0520$ , Fig. 5D). There was also a significant decrease in  $\Delta$ SEL in TS compared to C ( $t = -3.34$ ,  $p = 0.0034$ ).  $\Delta$ SEL was however similar in CM compared to SM ( $p = 0.3133$ ) and C ( $p = 0.9307$ ). The pattern of slower growth with high temperature between 1 and 4 dpf was confirmed for the eye length increment ( $\Delta$ EL) which tended to marginally — albeit not significantly ( $t = 3.29$ ,  $p = 0.0724$ ) and mainly in one batch — decrease with thermal stress (Fig. S11A).

## Supplementary Figures

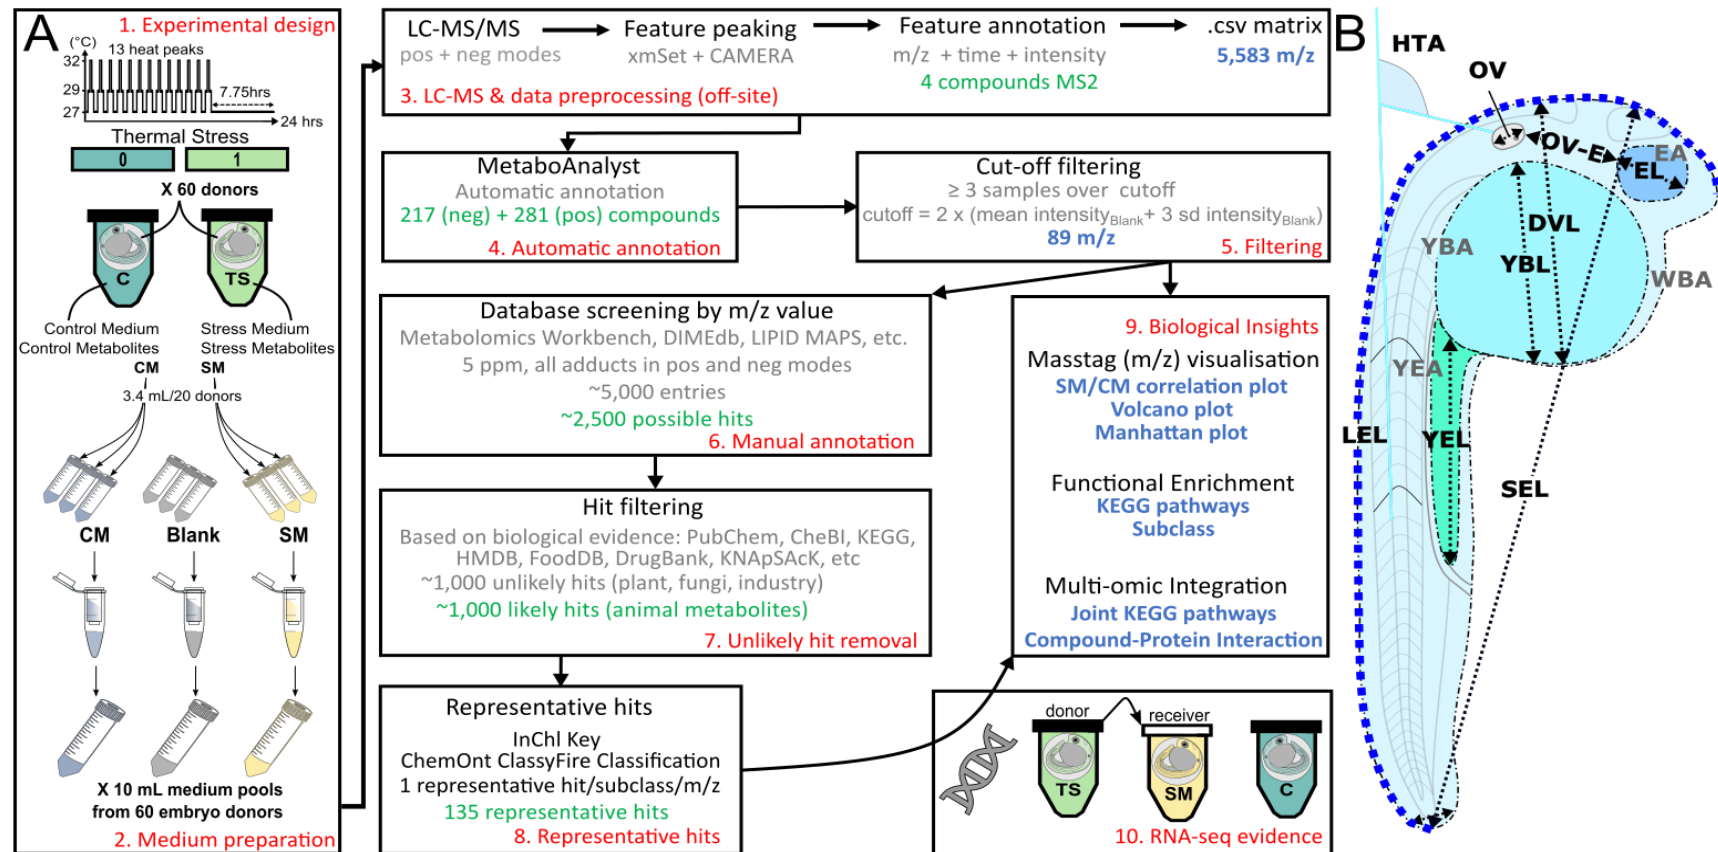

**Figure S1. A) Schematics of multi-omic analysis.** Red font: steps 1 to 10 of multi-omic analysis. Green font: compound identification. Blue font: masstag (m/z) data. Multi-omic analyses integrate data from donors (TS) and receivers (SM) of stress metabolites using RNA-seq and metabolomics. **B) Measurements of zebrafish embryos quantified in Image J.** Lengths (dashed lines) and areas (dot-dashed lines) are shown in black and grey font, respectively. LEL: longest embryo length, SEL: shortest embryo length, YEL: yolk extension length, YBL: yolk ball length, OV: otic vesicle, OV-E: otic vesicle to eye length. OVL is the ratio OV-E/OV. EL: eye length, DVL: dorsal-ventral length, YEA: Yolk extension area, YBL: yolk ball area, WBA: whole-body area. HTA is the head-trunk angle formed between the cyan blue lines. Criteria are based on Kimmel et al. 1995 (63).

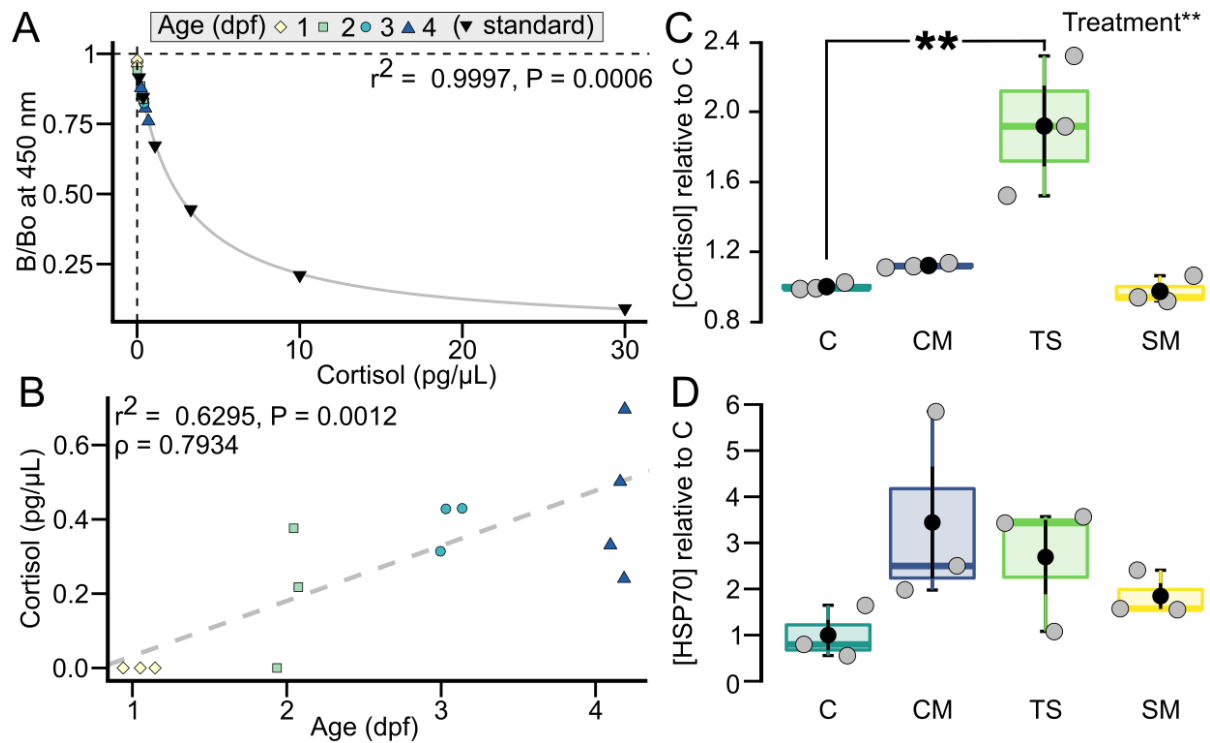

**Figure S2. Cortisol levels increase with age and thermal stress in zebrafish embryos but repeated thermal stress inhibits the heat shock protein response at 4 dpf.** A) Optimisation of cortisol assay showing in-house extraction method works best with embryos at 4 days post fertilisation (dpf) (dark-blue triangles). Standard curve of cortisol assay (grey line) of the blank-corrected cortisol absorbance (B/Bo, at 450 nm) in function of cortisol standards (pg/ $\mu$ L). Standard curve replicated using the four-parameter nonlinear regression equation computed by mycurvefit.com (fit in top-right corner). Values from control embryos at 1, 2, 3, and 4 dpf (coloured shapes,  $n = 13$ , each containing 40 embryos) were interpolated from standards (black diamonds,  $n = 6$ ). Samples with values outside the detection range (0.07 pg/L, dashed lines) were arbitrarily replaced by “0 pg cortisol/ $\mu$ L”. B) Comparison of cortisol levels in zebrafish from 1 to 4 dpf. Fit, significance, and correlation coefficient of linear regression shown in top-left corner by the  $r$ -squared,  $P$ , and Pearson’s  $\rho$  values respectively. Slope depicted by the grey dashed line. C) Thermal stress induces a cortisol stress response at 4 dpf in zebrafish embryos. Values are expressed as cortisol normalised to protein content and rescaled to control average concentration. Significant effect of treatment ( $F = 14.35$ ,  $p = 0.0014$ ) shown on top-right corner. Grey lines show significant comparisons. \*:  $p \leq 0.05$ , \*\*:  $p \leq 0.01$ . D) Protein expression of heat shock protein 70 (HSP70) normalised to total protein loading (Ponceau staining) and expressed as arbitrary units (a.u.) relative to control C. Open grey circles represent biological replicates values ( $n = 3$  biological replicates containing 60 embryos, total of 180 embryos per treatment). Black circles and thick vertical bars represent mean values  $\pm$  standard error. C: control in fresh medium at 27°C; CM: control metabolites at 27°C; TS: thermal stress in fresh medium; SM: stress metabolites at 27°C.

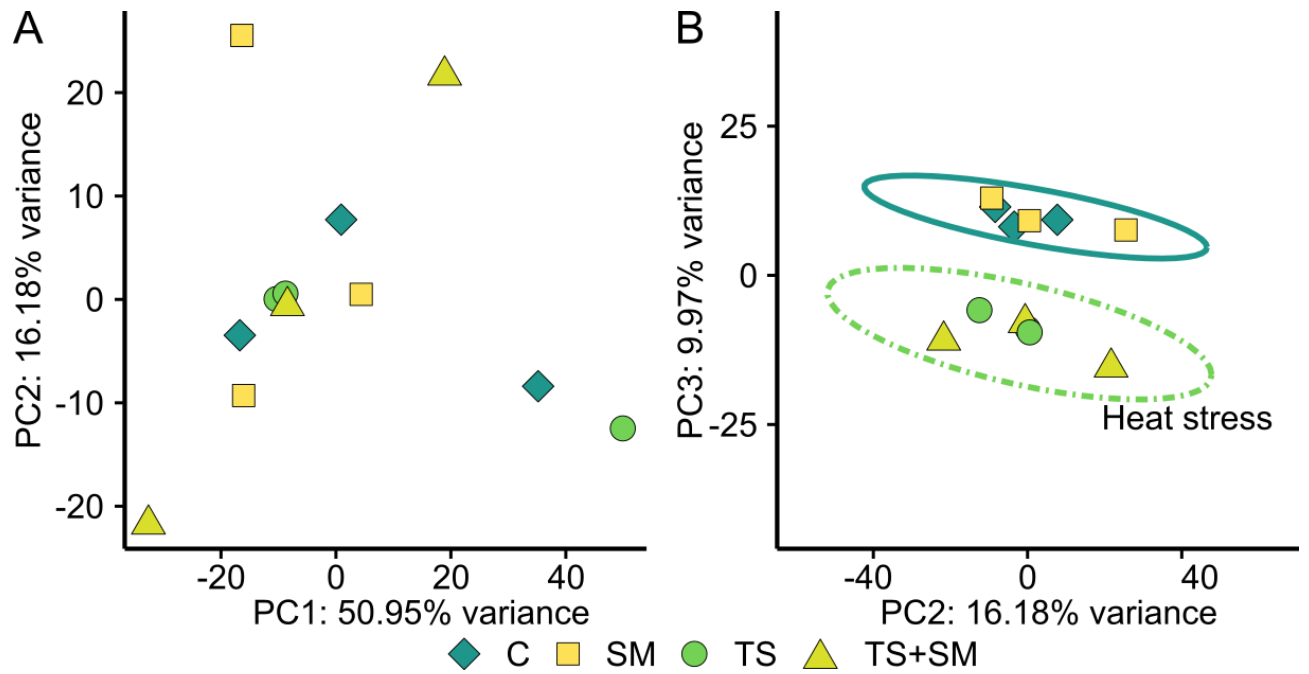

**Figure S3. Principal Component Analysis of RNA-seq.** A) PCA of axes 1 and 2 and B) 2 and 3. Ellipses show the 95% interval confidence of centroids of heat stress (green dot-dash lines,  $n = 6$  samples) and 27°C (blue solid lines,  $n = 6$  samples). Medium effect is not evident on the first three axes and is not represented. C: control in fresh medium at 27°C, SM: stress metabolites at 27°C, TS: fresh medium in thermal stress, TS+SM: stress metabolites in thermal stress.

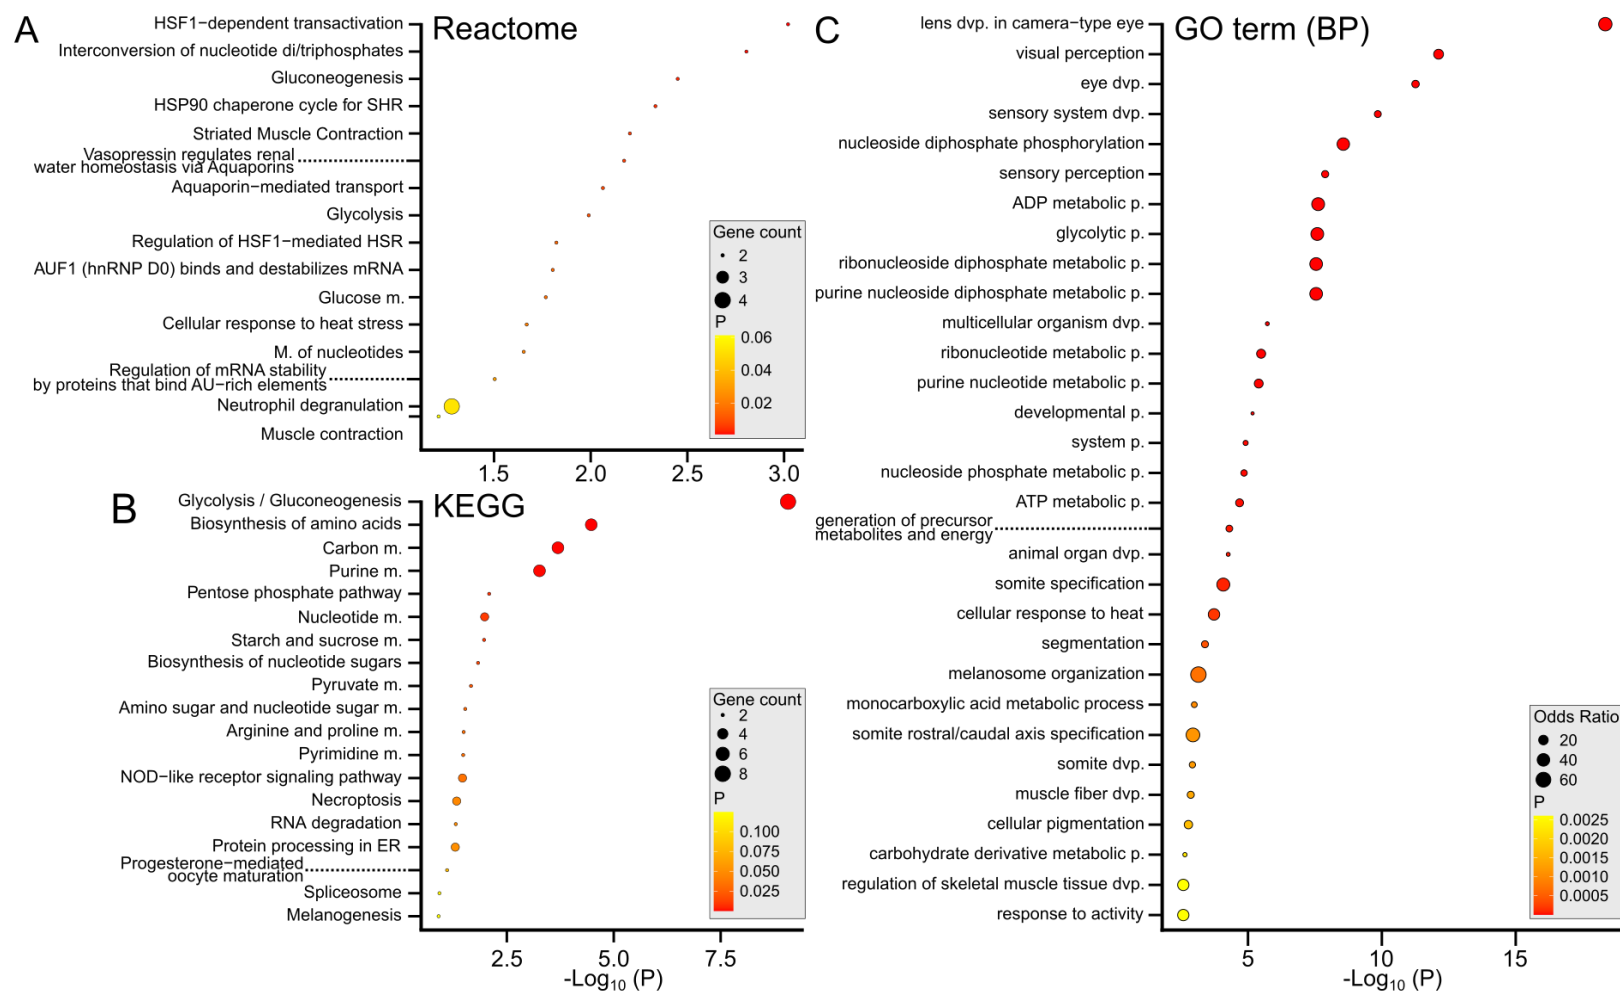

**Figure S4. Thermal Stress alters development, metabolism, and stress responses pathways in zebrafish embryos.** Functional enrichment of (A) KEGG pathways, (B) Reactome pathways, and (C) Biological Processes (BP) gene ontology (GO) terms of differentially expressed genes in thermal stress (TS) compared to C. All represented terms have  $\geq 2$  gene counts and are ranked by decreasing significance. Abbreviations: m: metabolism, dvp: development, ER: endoplasmic reticulum, HSR: heat shock response, p: process, SHR: steroid hormone receptor.

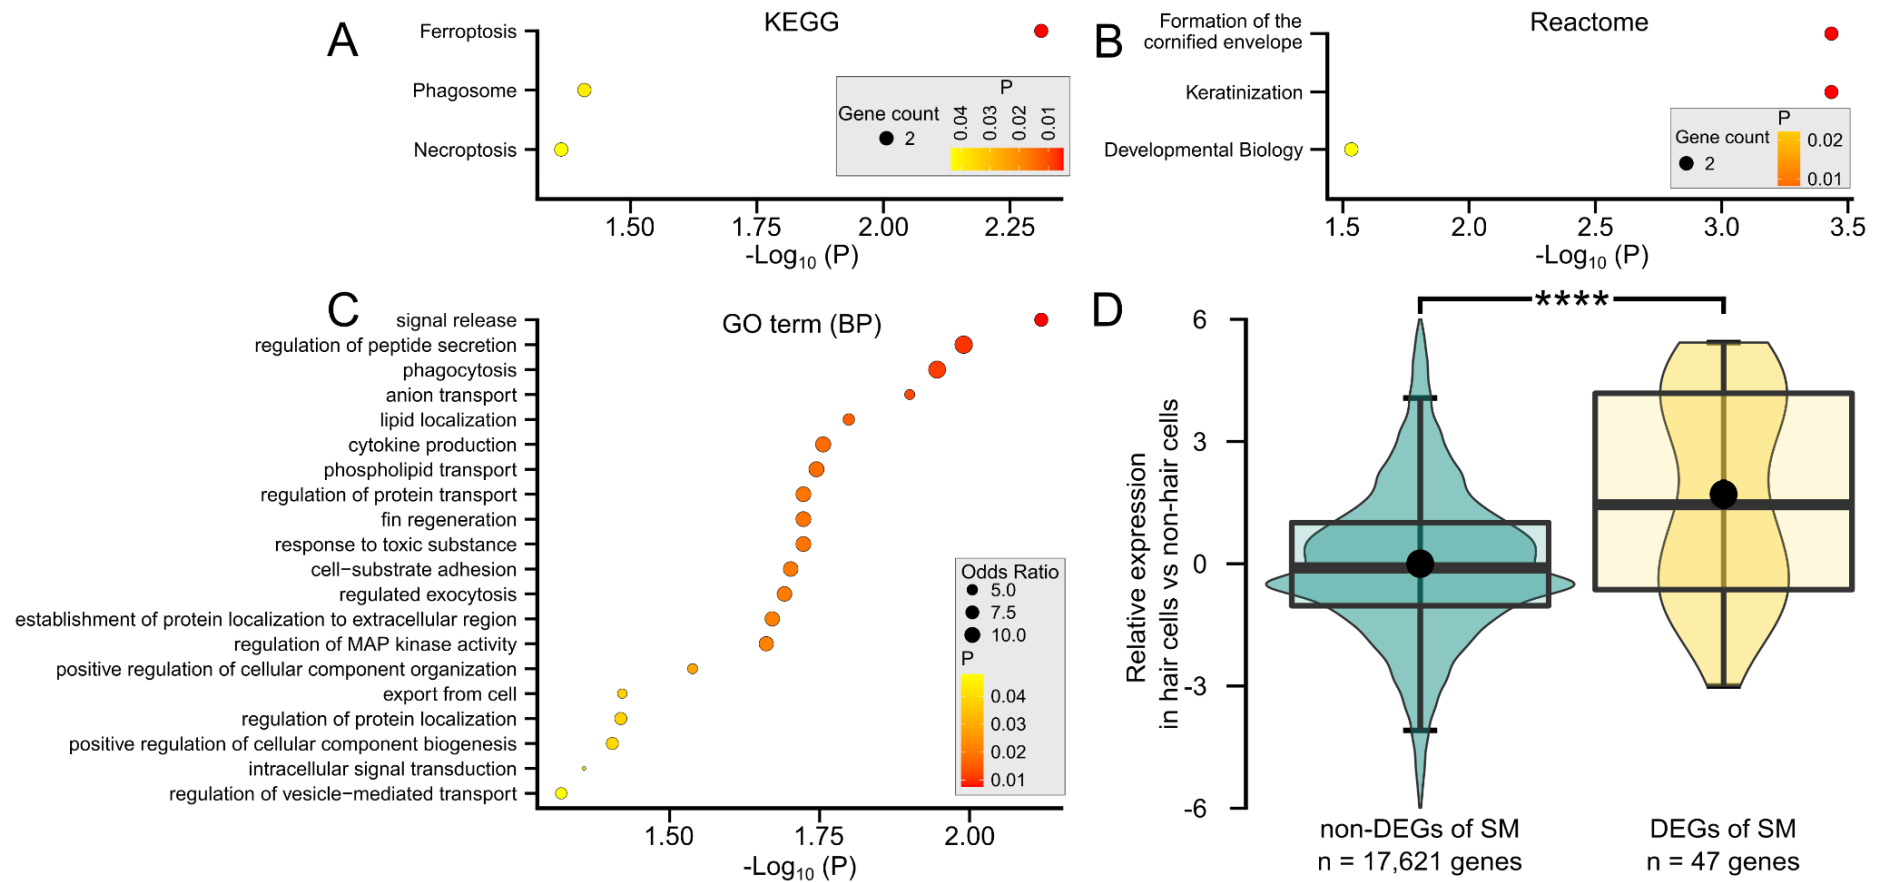

**Figure S5. Stress metabolites alter signalling, immunity, and keratan pathways in zebrafish embryos.** Functional enrichment of (A) KEGG pathways, (B) Reactome pathways, and (C) Biological Processes (BP) gene ontology (GO) terms of differentially expressed genes in stress metabolites (SM) compared to C. All represented terms have  $\geq 2$  gene counts and are ranked by decreasing significance. D) Genes of SM are also expressed in sensory hair cells of the lateral line. Relative expression of hair cells compared to non-hair cells of larval zebrafish lateral line were retrieved from Elkon et al. (2015) (28).

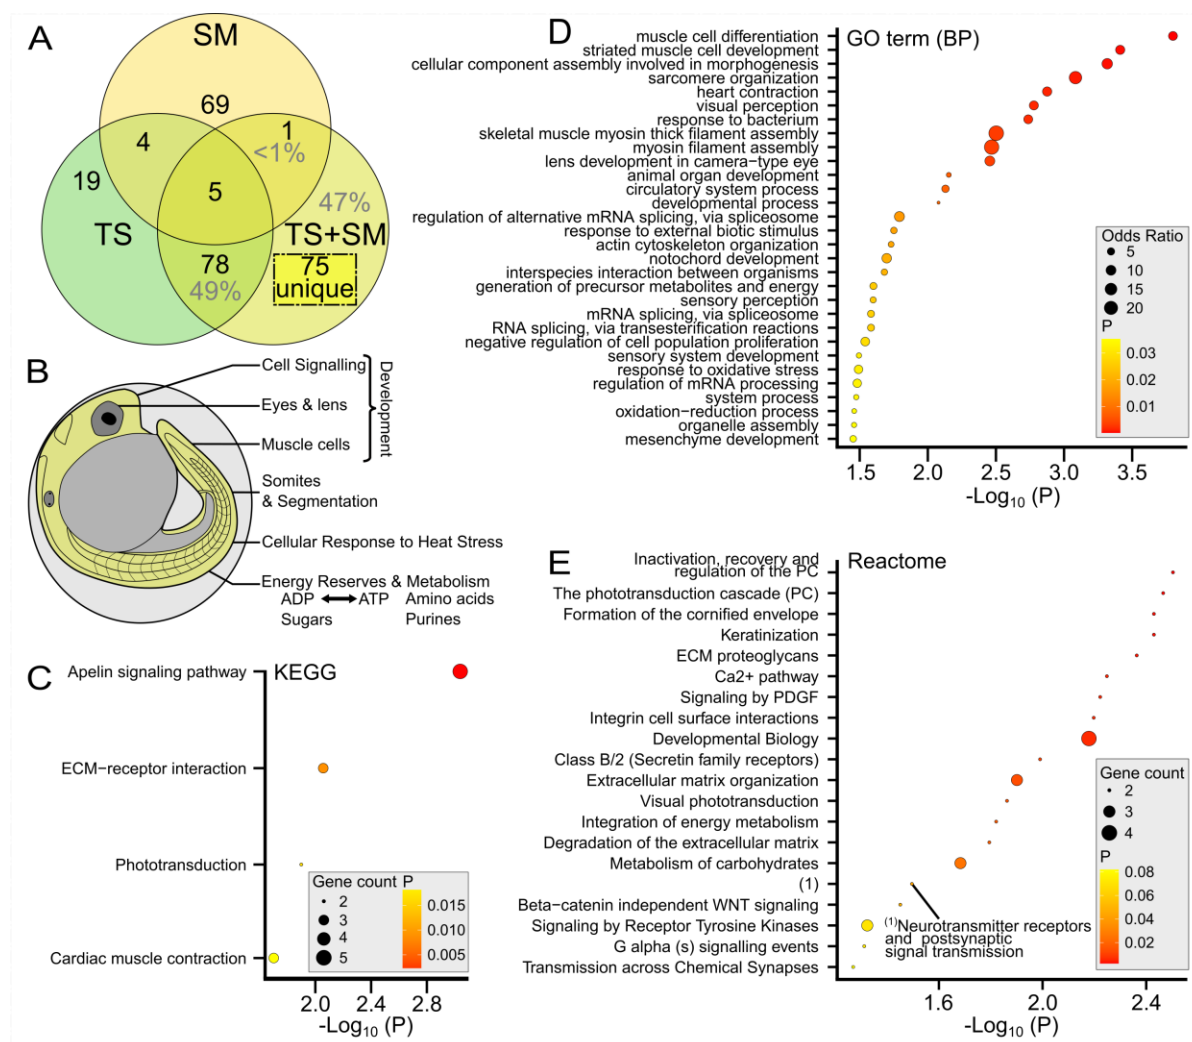

**Figure S6. Stress metabolites combined with heat in TS+SM alter unique gene and functions.** A) Venn diagram showing the differentially expressed genes shared for each treatment compared to the control C. B) gene functional categories from KEGG, Reactome, and GO Biological Process analysis for all  $n = 159$  DEGs of TS+SM. In C-D-E), genes that are present in TS+SM only (compared to C,  $n = 75$  genes) were retrieved for functional enrichments as they indicate an interactive effect of TS and SM on (C) biological processes gene ontology terms, D) KEGG pathway, and E) Reactome pathways. All represented terms have  $\geq 2$  gene counts and are ranked by decreasing significance.

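With the thresholds of the paper applied to the edgeR fits, 5 of the 47 SM genes were among the 32 genes of TS + SM, namely *chrng*, *ggact.2*, *si:dkey-9l20.3*, *cryba1b* and *CABZ01074130.1* (*chrng*, *si:dkey-9l20.3* and *CABZ01074130.1* were singled out after their values were seen), and 2 of them were also called in TS. In 40 simulations without any effect, in which the treatments shared their C libraries, lists of these sizes shared 1 to 8 genes between SM and TS + SM, with a median of 4.5. Across genes, which are not independent replicates, the LFCs of SM vs. C and TS + SM vs. C were correlated with r = 0.514, where the simulations gave 0.476 to 0.514, those of TS vs. C and TS + SM vs. C with r = 0.467 (0.479 to 0.527), and those of TS vs. C and SM vs. C with r = 0.0679 (0.475 to 0.527).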

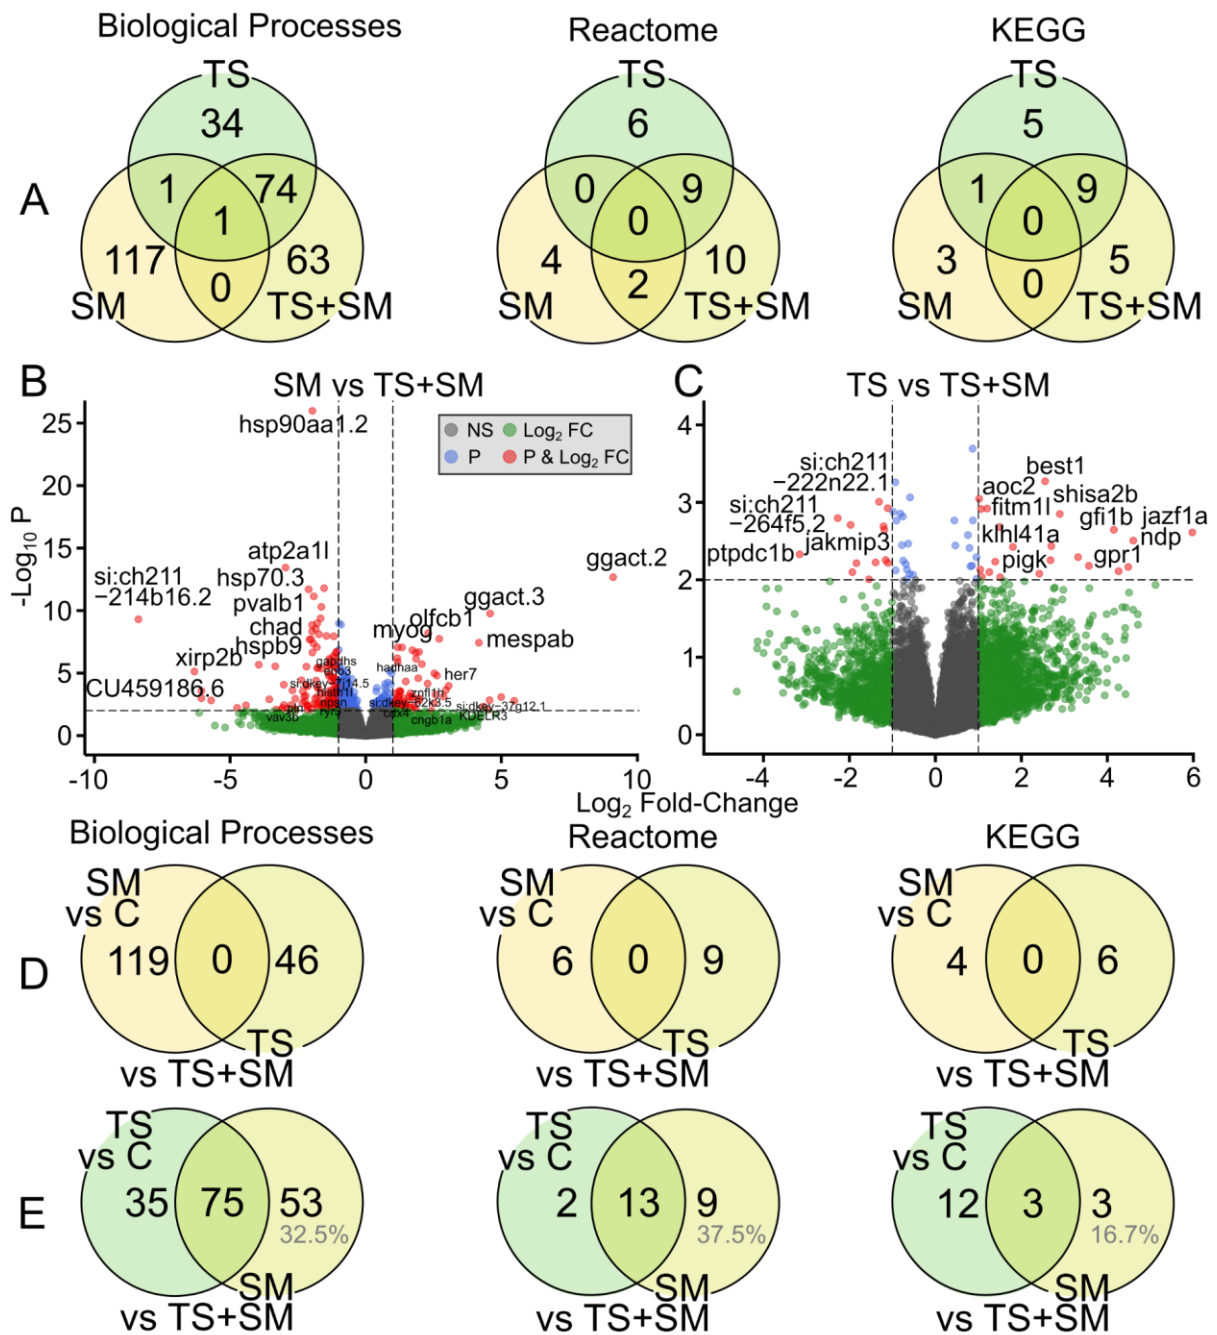

**Figure S7. Heat and Stress metabolites induce an interactive effect on TS+SM transcriptome.** Row 2: Volcano plot of the differentially expressed genes of (B) SM vs TS+SM and (C) TS vs TS+SM. Genes in red have significant raw p-values (above horizontal line) and an absolute fold change (FC, representing the effect size) greater than 2 ( $|\log_2 FC| > 1$ , vertical lines). DEGs left to the left vertical line and right to the right vertical line are respectively significantly underexpressed and overexpressed compared to the control C. Rows 1, 3-4: Venn Diagrams of significant ( $p < 0.05$ ,  $n \geq 1$  gene/term) biological process gene ontology terms (left), Reactome (middle), and KEGG pathways (right) that are shared between treatments (A) TS, SM, TS+SM compared to the control C, (D) SM versus C and TS versus TS+SM, and (E) TS versus C and SM versus TS+SM. If there were no interactive effects of TS and SM, one would expect a strong redundancy and shared partitions. In A, B, and C, partitions unique to TS+SM indicate interaction effects in combined treatment TS+SM compared to single treatments TS and SM.

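In TS + SM vs. SM, edgeR with Benjamini-Hochberg adjustment called 20 genes, 16 higher and 4 lower in TS + SM, with 375 genes at an unadjusted *P* under 0.01 and 1124 under 0.05. All 3 libraries of one treatment lay on one side of all 3 of the other for 1927 genes (10.3%, against 10% by chance). DESeq2 called 143 genes, and with each library left out in turn the edgeR count was 2 without SM replicate 2, SM replicate 3 or TS + SM replicate 1, 3 without SM replicate 1, 4 without TS + SM replicate 2 and 9 without TS + SM replicate 3. The largest rises among the called genes were those of ENSDARG00000102593, *atp2a1l* (LFC 2.95, SE 0.37) and *crygm2d13* (LFC 2.10, SE 0.27). The largest falls were those of *ggact.2*, at least 32.5-fold lower, *ggact.3* (LFC -4.56, SE 0.59), whose call was lost in the 6 fits that each left out one library (edgeR Benjamini-Hochberg *P*-adj from 0.0550 to 0.107), and *mespab* (LFC -4.13, SE 0.65). In those 6 fits the edgeR Benjamini-Hochberg *P*-adj of *atp2a1l* ranged from 0.0308 to 0.0964, lost in 4, that of *crygm2d13* from 0.0477 to 0.0964, lost in 5, and that of *mespab* from 0.102 to 0.181, lost in 6, whereas *ggact.2* stayed between 0.00534 and 0.0137.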

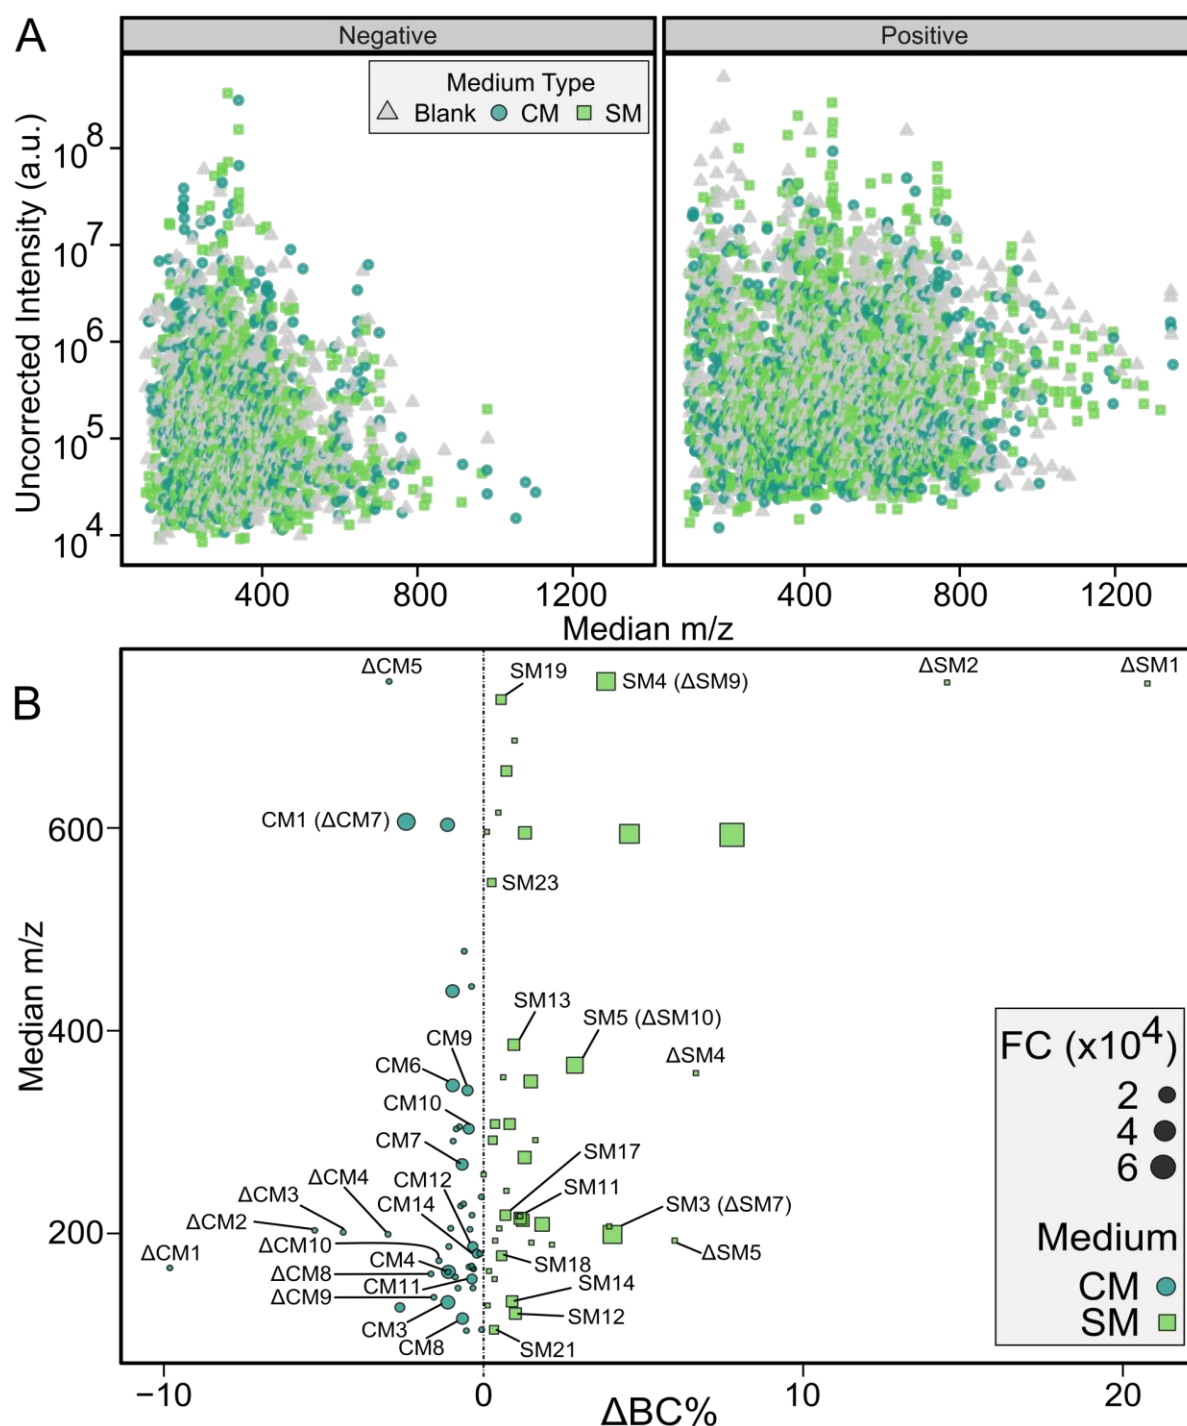

**Figure S8. Manhattan and volcano plots of the metabolomic data.** A) Raw MS data was preprocessed to yield 5,583 unique masstags in negative (n = 2,238, left) and positive (n = 3,345, right) ion modes. Uncorrected raw intensity areas are displayed in arbitrary units (a.u.). Masstags were assigned to medium types (blank, CM, SM) based on which medium had the highest average intensity. CM: control metabolites, SM: stress metabolites. B) Volcano plot is showing filtered (n = 89) masstags that are possible biomarkers of control metabolites (CM) and stress metabolites (SM) groups (and not present predominantly in the blank) in both negative and positive modes along with their masses ( $m/z$ ). Data was calculated as blank corrected total percent intensity (BC%) to represent the relative concentrations of the compounds in the sample. Data is presented as the absolute distance of blank corrected total percent intensity between CM and SM. Far-left dots represent CM-specific compounds, and far-right dots represent SM-specific compounds. Labels show the top biomarkers of each group that have possible hits.

How the deposited data were processed for this re-analysis (not part of the article)

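RNA-seq counts of 12 libraries were analysed, 3 each of C, SM, TS and TS + SM. Every library came from 1 pool of 20 whole embryos of the AB line, taken at 1 dpf after 24 h of exposure. The treatment of each library was taken from its sample label, which the names in Tables S10 to S12 match.

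The authors made the count values by trimming the read pairs with fastp without removing duplicates, aligning them to GRCz11 with STAR and letting STAR count the pairs per gene, and the counts as deposited were not normalized. Each library has 32520 genes after 4 summary lines, with 1 unstranded and 2 stranded columns. The column was chosen by a rule set before the data were examined, as the one whose DESeq2-normalized means lay closest to those printed in Dataset S1. The second stranded column had a median absolute log2 ratio of 8.96e-07 to them over 176 genes, and the first stranded column 8.57 over 152 genes. Whole-number values, totals that differed between libraries and the low share of the opposite strand (2.61% to 3.45%) were checked before any test. Gene symbols were taken from Dataset S1 where it gives one and otherwise from a name table that covers 29201 identifiers. Of the 69 genes that the paper names in its RNA-seq results, 67 were matched to an identifier. *mef2aa* and *ryr2a* were not analysed here.

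Summed over genes, the libraries held between 18764434 and 60239167 counts, with a median of 24659757.5. Reads without a gene made up 9.42% to 12.2% of a library, ambiguous reads 0.799% to 1.03% and unmapped reads 3.14% to 4.63%. Between libraries of 1 treatment the spread of the counts exceeded counting noise, with a chi-square per degree of freedom from 4.82 to 169, so the precision of a group mean is set by the 3 pools and not by the depth. The depth limits genes with few counts, and a group whose libraries all held 3 counts or fewer was taken as being at the limit of detection. On average over its libraries this is 2.92 normalized counts in C, 3.85 in SM, 2.99 in TS and 3.10 in TS + SM, and each lower bound uses the value of its group.

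Tests were run in R 4.3.3 with edgeR 4.0.16: TMM normalization, the filterByExpr filter by group (18688 genes kept), robust quasi-likelihood dispersions from statmod 1.5.0, and a two-sided quasi-likelihood F test in 1 model of the 12 libraries with treatment as its factor. The comparisons were TS vs. C, SM vs. C, TS + SM vs. C, TS + SM vs. SM, TS + SM vs. TS, the interaction of heat and SM, and the effects of heat and of SM averaged over the other factor. *P* values were adjusted by Benjamini-Hochberg over the genes tested. Thresholds were those of the paper: a *P*-adj of 0.05, an unadjusted *P* of 0.01 and an LFC of 0.58. The genes named in the text are those that the paper names in its RNA-seq results and, for each pairwise comparison and the interaction, the 3 with the largest rise and the 3 with the largest fall among those under a *P*-adj of 0.05 whose 2 groups do not overlap. Any other gene is said to have been chosen after its values were seen.

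Lists of genes were tested with fry from limma 3.58.1 on log2 CPM (prior count 2), with Benjamini-Hochberg adjustment over the 40 tests of 8 lists in 5 comparisons: response to heat and chemosensory perception from Dataset S1, and the crystallin, segmentation, carbohydrate, muscle, keratin and apelin genes that the paper names. A list of 28 other epidermal genes was written before its test. Of the 40 tests of the 8 lists, 15 passed 0.05 and 12 of these passed under camera. PCA was run with prcomp on rlog values from DESeq2 1.42.0, and its axes were tested by exact two-sided permutation of the 12 libraries over 924 splits. Correlations of PCA scores with measures of the libraries were tested with 1e+05 permutations. For the overlaps of calls, 40 sets of counts without any effect of treatment were simulated.

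The comparisons, their tests, the rule for named genes and the alternatives below were set before the data were examined. These alternatives were DESeq2 with the Cook's distance filter off, DESeq2's size factors in the edgeR fit, no filter on low counts, the replicate number as a block, the unstranded column, all libraries thinned to the total of the smallest, only the 6 libraries of the 2 treatments compared, each library left out in turn, camera in place of fry, and for the PCA log2 CPM and the 500 genes with the largest variance. The others were chosen after seeing the data: DESeq2 on genes with at least 10 counts without independent filtering, the log2 duplication rate of Table S10 as a covariate, and this covariate or the thinned libraries together with the replicate block.

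The replicate numbers of the sample labels were tested as pairs, by the correlation over genes of same-numbered libraries after the treatment means were removed. Each of the 3 pairs was above 0.1 for C with TS (r from 0.294 to 0.786) and for C with TS + SM (0.106 to 0.619), and these were taken as paired. For SM with C, TS or TS + SM and for TS with TS + SM at least 1 of the 3 pairs was not above 0.1. Of the 6 ways to match the 3 libraries of C to those of the other treatment, 2 gave 3 pairs above 0.1 for TS and 1 for TS + SM, so this check is weak. The RNA numbers of the labels run from 2 to 6 in replicate 1, 7 to 12 in replicate 2 and 35 to 42 in replicate 3, and neither the labels nor the paper say what a replicate shares.

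The code was tested on simulated data in which 200 genes were changed. In TS vs. C edgeR called 162 of 18050 genes tested, recovered 78.0% of the changed genes, and 3.70% of its calls were unchanged genes. For the effect of heat averaged over the medium, with 6 libraries against 6, it called 184 genes, recovered 87.5%, and 4.89% of the calls were unchanged. It called 0 genes for SM and for the interaction, which had no change planted.

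The other experiments of the study were not analysed here. GC content and gene length were not checked, since no genome sequence or transcript annotation was used. The name table belongs to a later assembly and was used for names and neighboring genes only.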

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

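In this part, the tests of the duplication rate, of the depth, of the genes without counts in SM and of DESeq2's calls on simulated data were chosen only after the result was seen.

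*best1* and *CU633479.2* stood out because SM moved them in opposite directions at the 2 temperatures, with no overlap between libraries at either. *best1* was at 6.23 ± 4.00 normalized counts in C and 45.3 ± 36.8 in SM, but at 44.8 ± 23.4 in TS and 7.68 ± 3.51 in TS + SM (mean ± SD, n = 3). *CU633479.2* was at 808 ± 196 in C and 473 ± 118 in SM, but at 385 ± 97.4 in TS and 718 ± 198 in TS + SM. The difference between the 2 effects was tested as the interaction, an LFC of -5.39 (SE 1.04, unadjusted edgeR *P* of 0.000246) for *best1* and 1.67 (SE 0.38, unadjusted edgeR *P* of 0.000855) for *CU633479.2*, and neither passed after Benjamini-Hochberg adjustment in edgeR (*P*-adj = 1.00 for both). DESeq2 with Benjamini-Hochberg adjustment called *best1* for the interaction (*P*-adj = 0.00331, or 0.00301 on genes with at least 10 counts, a setting chosen after seeing the data), against 1.00 in edgeR. Among all genes tested, 28 had opposite effects of SM without overlap and 68 had effects alike, where chance gives 93.4 (0.5%) of each, and 0 of the 28 had an interaction *P*-adj under 0.05 in edgeR with Benjamini-Hochberg adjustment, with 171 of the genes tested at an unadjusted *P* under 0.05. In 74 of 100 fits with the 12 libraries regrouped, the real grouping included, as many genes had an unadjusted interaction *P* under 0.01 as the 23 found, so the number of such genes gives no sign of an interaction. On simulated data 22.5% of DESeq2's calls in TS vs. C were unchanged genes, against 3.70% of edgeR's. An interaction limited to single genes stays open, as do differences between the parents or clutches of the pools, which were not tested for these 2 genes.

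The effect of heat averaged over the medium, a comparison of 6 heated with 6 unheated libraries that the paper does not report, called 159 genes in edgeR with Benjamini-Hochberg adjustment. Of these, 93 are in the list of Dataset S1 for TS and 66 are outside it, 50 of them higher and 16 lower in heat. The smallest *P*-adj among the 66 belonged to *olfcb1* (LFC -1.75, SE 0.24) and *cox4i1l* (LFC 1.39, SE 0.19), with 0.00627 for both from edgeR with Benjamini-Hochberg adjustment, and *cox4i1l* was chosen after its values were seen. Of 100 fits with the libraries regrouped, 1, that of the real grouping, gave as many calls, and the highest count of another grouping was 1. The count was 286 with the duplication rate as a covariate and 141 with all libraries thinned to the smallest, which argues against either measure as the whole source of the calls, and it was 72 without C replicate 2. A faster development of the heated embryos is a candidate explanation: 26 of the 26 segmentation, crystallin and muscle genes moved in TS + SM vs. SM as in TS vs. C, but a direct effect of heat on these genes predicts the same. In its phenotype experiment the paper staged other embryos at 1 dpf and found heated ones at a later stage than C, so a faster development was measured there. The sequenced pools were taken at 1 age and the stage of each was not measured, so the share of either in these genes stays open. The paper also leaves open whether heat stress or faster development lies behind the effects of TS. The sample labels carry an RNA number, and heated and unheated libraries share each of its 3 ranges (2 to 6, 7 to 12 and 35 to 42), so an effect that followed these ranges would not have set heated against unheated libraries.

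ENSDARG00000074345, a gene that the paper does not discuss, stood out because it was at least 7.16-fold lower in SM than in C, with 40, 25 and 19 counts in C and 0, 1 and 1 in SM. Its *P*-adj was 0.989 from edgeR with Benjamini-Hochberg adjustment. It was named after the same clone as ENSDARG00000102593, the putative *NOD2* ortholog, which had 0 counts in the 3 SM libraries. Both genes varied within the other treatments, from 5 to 132 counts in TS + SM for the first and from 14 to 87 in TS for the second. A variant carried by some parents, present or absent by clutch, is a candidate explanation. In all, 12 genes were at 3 counts or fewer in the 3 SM libraries and at 50 or more normalized counts elsewhere, and 10 of these 12 were also at 3 counts or fewer in at least 1 other library. The 2 that were not are the genes in question, and in the other sets of 3 libraries 95.96% of such genes were low elsewhere as well, so the 10 decide nothing. Of the 220 sets of 3 libraries, 2, the SM set included, held as many as 12 such genes, where the median set held 2. For the pair itself, 4 of the 220 sets, the SM set included, held as many genes that lacked counts in that set alone. The TS + SM pools, also kept in medium with SM, held 51, 55 and 109 counts of ENSDARG00000102593 and 5, 25 and 132 of ENSDARG00000074345. These counts argue against a loss by SM alike in heated and unheated embryos, for these 2 genes. An effect of SM limited to unheated embryos and a parental variant cannot be told apart for them. Only the 3 SM pools bear on that choice, and no genotype of the parents was used. Of the 6 genes with the largest falls in SM vs. C and TS vs. C, 3 in each, 1 (*KDELR3*, chosen after its values were seen) was at 3 counts or fewer in a C library, which leaves the same question open for the others, namely ENSDARG00000102593, *AL935184.1*, ENSDARG00000074345, *ggact.3* and *ggact.2*, apart from the heated libraries of the *ggact* genes treated below. *AL935184.1* was chosen after its values were seen as well. A loss of reads shared between similar genes was not tested for them.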

How the results depend on the processing

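The alternatives were compared with the values given above, and the changes below came without a tested cause unless one is named. The duplication covariate and DESeq2 on genes with at least 10 counts, and so their values here, were chosen only after the data were seen.

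DESeq2 raised the counts of calls after Benjamini-Hochberg adjustment to 113 genes in TS vs. C, 171 in TS + SM vs. C, 143 in TS + SM vs. SM, 449 for heat averaged over the medium, 1 in SM vs. C, 2 for the interaction and 1 for SM averaged over temperature. It kept the 18 genes that edgeR called in TS vs. C and the 32 in TS + SM vs. C. At an unadjusted *P* of 0.01 it gave 79 genes in SM vs. C, 59 in TS + SM vs. TS, 50 for the interaction and 146 for SM averaged over temperature, and its overlaps were 88 (TS and TS + SM), 9 (TS and SM) and 80 (TS + SM only). DESeq2 on genes with at least 10 counts gave 106, 159, 133, 433, 1, 2 and 1 calls, in the same order, 79, 60, 50 and 146 genes at the unadjusted *P*, and overlaps of 83, 9 and 75. With either, the cause was not tested. The r of the 2 heat effects across all genes was 0.404 in edgeR, 0.133 with DESeq2, 0.198 with DESeq2 on genes with at least 10 counts and 0.0915 without a filter, and the cause was not tested.

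With the duplication rate as a covariate, edgeR with Benjamini-Hochberg adjustment called 32 genes in TS vs. C, 53 in TS + SM vs. SM and 286 for heat averaged over the medium, with 120 genes in SM vs. C, 601 in TS + SM vs. SM, 56 for the interaction and 1074 for heat averaged over the medium at an unadjusted *P* of 0.01, and overlaps of 25 (TS and TS + SM) and 4 (TS and SM); the cause was not tested. Without a filter on low counts, 52 genes passed in TS + SM vs. TS and 41 for the interaction at the unadjusted *P*, where more genes were tested. With the 6 libraries of a comparison alone, edgeR called 0 genes in TS vs. C (910 at an unadjusted *P* under 0.05), 2 in TS + SM vs. C and 2 in TS + SM vs. SM, and 16 genes passed the unadjusted *P* in TS + SM vs. TS; this setting estimates the spread from fewer libraries.

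In TS vs. C and TS + SM vs. C, whose libraries the replicate number pairs, the number as a block gave 20 and 45 calls in edgeR with Benjamini-Hochberg adjustment. It changed the calls on *ldha*, *mespab*, *cryba1l1*, *and2* and the response to heat list in TS vs. C, and no other call on a named gene or list in these comparisons, and 24 genes were called in TS + SM only. In the fits with the block, thinning gave 15 and 44 calls (14 and 41 of them shared with the block alone) and the duplication covariate 20 and 18 (19 and 18 shared), fits chosen after seeing the data. In the other comparisons the samples share only a number. The block gave 36 calls in TS + SM vs. SM and at an unadjusted *P* of 0.01 71 genes in SM vs. C, 55 in TS + SM vs. TS and 146 for SM averaged over temperature. With the replicate block the response to heat list reached a fry *P*-adj of 0.00773 in TS vs. C after Benjamini-Hochberg adjustment, in a range over its alternatives of 0.00773 to 0.188. The cause was not tested.

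Across the fits that each left out one library, the edgeR calls after Benjamini-Hochberg adjustment ranged from 7 to 17 in TS vs. C, 5 to 32 in TS + SM vs. C, 2 to 9 in TS + SM vs. SM and 72 to 172 for heat averaged over the medium, lowest without C replicate 2 in TS vs. C, in TS + SM vs. C and for heat averaged. In SM vs. C, TS + SM vs. TS and for the interaction and SM averaged over temperature they were 0 in each fit. The genes at an unadjusted *P* of 0.01 ranged from 147 to 313 in TS vs. C, 14 to 66 in SM vs. C, 224 to 479 in TS + SM vs. C, 261 to 381 in TS + SM vs. SM, 13 to 94 in TS + SM vs. TS, 11 to 52 for the interaction, 31 to 228 for SM averaged over temperature and 499 to 784 for heat averaged over the medium. The overlaps ranged from 5 to 14 (TS and TS + SM), 1 to 6 (TS and SM) and 0 to 22 (TS + SM only). Fewer libraries were tested in each of these fits, and which property of a library moved a count was not tested.

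The share of SM genes with the same direction in TS + SM vs. TS ranged from 42.1% (without C replicate 3) to 81.8% (without SM replicate 2). Their r across those genes ranged from -0.680 to 0.196 and reversed without SM replicate 2 (0.00504) and TS + SM replicate 3 (0.196). The r across all genes ranged from -0.206 to 0.577 and reversed without C replicate 3 (-0.0305) and TS replicate 3 (-0.206). For heat, the share ranged from 88.2% to 100%, the r across the called genes from 0.869 to 0.992 and the r across all genes from 0.139 to 0.370. The cause was not tested.

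In the PCA, PC1 held 76.8%, PC2 7.89% and PC3 5.65% of the variance with the 500 genes of largest variance, and PC2 held 13.3% with log2 CPM. With each library left out, PC1 ranged from 42.7% to 55.5%, PC2 from 14.4% to 19.3% and PC3 from 8.61% to 12.9%. The exact permutation *P* of heat ranged from 0.0238 to 0.874 on PC2, lowest without TS + SM replicate 3, and from 0.00216 to 0.0173 on PC3. The cause was not tested.

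Among the lists, the crystallin, segmentation, carbohydrate and muscle genes stayed under a fry *P*-adj of 0.05 with Benjamini-Hochberg adjustment in TS vs. C and TS + SM vs. SM under camera, the block and each library left out. The response to heat list was at 0.0499 in TS + SM vs. SM, 0.144 under camera and 0.0211 to 0.204 with a library left out (over 0.05 in 5 of 6 fits), and in TS vs. C at 0.0436 to 0.188, under 0.05 without C replicate 1. The keratin list in SM vs. C was at 0.0532 under camera and 0.0210 to 0.111 with a library left out (over 0.05 in 5 of 6 fits), and in TS + SM vs. TS at 0.0572 to 0.718. The apelin list was at 0.113 under camera and 0.0249 to 0.113 with a library left out (over 0.05 in 4 of 6 fits). The chemosensory list in SM vs. C ranged from 0.272 to 0.998 and reversed without SM replicate 2 (0.998). The cause was not tested.

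Among the values of named genes under the alternatives set in advance, 878 kept their direction and side of the threshold, 47 came to pass it, 103 no longer passed it and 2 changed sign. Under the others, 127 kept both, 44 came to pass and 1 changed sign. The changes of sign were those of *si:ch211-286b5.5* in TS + SM vs. C (LFC 0.05), at -0.11 without C replicate 3, -0.20 without TS + SM replicate 1 and -0.21 with the duplication covariate, in a range of -0.20 to 0.26 with a library left out; the cause was not tested. DESeq2's size factors, the unstranded column and thinning to the smallest library changed none of the counts of calls by more than 1.5 times. Depth limits the genes near 3 counts, whose folds are given as lower bounds.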

Differences from the paper's values

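The tests with DESeq2 on genes with at least 10 counts and with the duplication rate as a covariate were chosen only after the result was seen.

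In TS vs. C, edgeR with Benjamini-Hochberg adjustment called 18 genes against the paper's 106, with 14 higher by an LFC over 0.58 against the paper's 90 and 4 lower against the paper's 16. Of the alternatives set before the data were examined, DESeq2 came near the paper's counts (113, 97 and 16), and none of the others did: DESeq2's size factors, no filter, the replicate block, the unstranded column, thinned libraries, the 6 libraries alone and each library left out. DESeq2 on genes with at least 10 counts, chosen after seeing the values, gave the paper's 106, 90 and 16.

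In SM vs. C, 47 genes had an unadjusted *P* under 0.01 against the paper's 79. DESeq2 (79), no filter (68), the replicate block (71) and the fits without SM replicate 1 (58) or SM replicate 2 (66) came near it, while DESeq2's size factors, the unstranded column, thinned libraries, the 6 libraries alone and the fits without another library did not. Of these genes, 9 were lower by an LFC under -0.58 against the 15 of the paper's text, while the list of 79 genes in Dataset S1 holds 22 lower and 45 higher beyond 0.58 by its own LFCs. DESeq2 (22) gave the count of that list. The replicate block (18), the unstranded column (11) and the fits without C replicate 3 (20) or SM replicate 2 (18) came nearer the 15, and DESeq2's size factors, no filter, thinned libraries, the 6 libraries alone and the fits without another library did not. DESeq2 on genes with at least 10 counts, chosen after seeing the values, gave 79 genes, 22 of them lower, as the list does.

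For TS + SM vs. C, edgeR with Benjamini-Hochberg adjustment called 32 genes against the paper's 159. The overlap of TS and SM was 2 genes against the paper's 9, the genes called in TS and TS + SM but not in SM were 14 against the paper's 78, and those called in TS + SM only were 13 against the paper's 75. Among the alternatives set before the data were examined, DESeq2 came near all 4 counts (171, 9, 83 and 80), the fit without C replicate 3 came near the overlap of TS and SM (6), and none of the others came near any of them. DESeq2 on genes with at least 10 counts, chosen after seeing the values, gave the paper's 159, 9, 78 and 75.

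The LFC of *olfcb1* in TS + SM vs. SM was -2.27 here, positive values being higher in TS + SM, against the paper's 2.30, and taken in the other direction, SM against TS + SM, the values differ in size by less than the SE of 0.35. In the direction used here, none of the alternatives set before the data were examined gave a positive value (DESeq2 gave -2.30), and neither did those chosen after seeing the values. The *P*-adj of *ora3* in TS + SM vs. C over the chemosensory list was 0.00313 from edgeR with Benjamini-Hochberg adjustment against the paper's 0.0412. Of the alternatives set before the data were examined, DESeq2 gave 0.0421, and DESeq2's size factors, no filter, the replicate block, the unstranded column and the fits that each left out one C or TS + SM library did not come near the paper's value, and with thinned libraries or the 6 libraries alone the gene did not pass the filter. DESeq2 on genes with at least 10 counts, chosen after seeing the values, gave 0.0412.

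Several genes that the paper reports as significant were not called by edgeR with Benjamini-Hochberg adjustment. The putative *NOD2* ortholog ENSDARG00000102593, significant in the paper in SM vs. C, had an edgeR *P*-adj of 0.989 with Benjamini-Hochberg adjustment, and DESeq2 called it (3.42e-05), as did DESeq2 on genes with at least 10 counts, chosen after seeing the values (3.05e-05). In TS vs. C, DESeq2 called 47 of the 68 genes that were named by the rule and had an identifier, against 13 in edgeR, and DESeq2 on genes with at least 10 counts, chosen after seeing the values, called 46. The counts were 45 and 43 against 17 in TS + SM vs. C, and 39 and 37 against 13 in TS + SM vs. SM. The genes *crygm2d18* and *matn3a*, which the paper places with *atp2a1l* at the head of the TS list, were not called by edgeR. Other settings set before the data were examined also called named genes that edgeR did not in TS vs. C: the replicate block *ldha* and *mespab*, the unstranded column *cryba2a*, the fit without C replicate 3 *cryba2a*, *crybb1l1*, *crybb1l2*, *crygm2d8* and *crygmx*, and the fit without TS replicate 3 *fthl28*. The duplication covariate, chosen after seeing the values, called *matn3a*, *pgk1*, *ldha*, *mespab*, *crybb1l1*, *crygm2d17* and *and1*.

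The supplementary text places ENSDARG00000102593 at the head of the genes raised by SM, whereas it was at least 17.6-fold lower in SM than in C here. The paper counts *si:ch211-286b5.5* among the genes of apelin signaling that changed in TS + SM, and its LFC against C was 0.05 (SE 0.25). DESeq2 on genes with at least 10 counts, which gave the paper's counts for TS + SM, did not call it either. The identifier taken for this symbol may therefore not be the paper's gene. It could not be checked, since the paper's list of TS + SM genes was not found. The paper reads the genes called in TS + SM alone as an interaction of heat and SM, and the test of the interaction called 0 genes in edgeR with Benjamini-Hochberg adjustment, with 171 at an unadjusted *P* under 0.05. DESeq2 with Benjamini-Hochberg adjustment called 2, ENSDARG00000102593 (*P*-adj = 5.41e-05) and *best1* (*P*-adj = 0.00331), against 1.00 for both in edgeR.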

Other observations

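In this part, the tests of the duplication rate on PC1, of the depth, of the splits that part pairs, of the epidermal genes that are not keratin genes, of the TS + SM genes on simulated data, of the heat effect on *olfcb1*, of the heated libraries of the *ggact* genes and of DESeq2's calls on simulated data and in TS + SM vs. SM were chosen only after the result was seen.

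The 6 libraries of a comparison can be split 3 against 3 in 10 ways, so the share of splits with a result as large is never under 0.1. For the edgeR calls after Benjamini-Hochberg adjustment, 1 of the 10 splits, the real one, gave as many genes in TS vs. C, in TS + SM vs. C and in TS + SM vs. SM, and the other splits called 0 genes in each. At an unadjusted *P* under 0.01 the same comparisons were less distinct, with 5, 2 and 3 of 10 splits giving as many genes and other splits giving up to 1185, 914 and 702. In TS vs. C and TS + SM vs. C, where the replicate numbers pair the libraries, 4 of the 10 splits part the 3 pairs, and of these 4 only the real one gave as many genes at that *P*, the other 3 giving 3 to 29 and 2 to 173; splits with larger counts keep paired libraries together. For SM vs. C, 4 of the 10 splits gave as many genes at an unadjusted *P* under 0.01 as the 47 found, with 12 to 155 in the other splits. For TS + SM vs. TS, 7 of the 10 splits gave as many as the 29 found. An effect of SM at either temperature and a grouping of libraries without any effect cannot be told apart by these splits, because 10 splits are too few. With the 12 libraries together, 42 of 100 fits with the libraries regrouped gave as many genes as the 73 at an unadjusted *P* under 0.01 for SM averaged over temperature, and the edgeR fit called 0 genes after Benjamini-Hochberg adjustment, with 713 at an unadjusted *P* under 0.05.

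With uniform *P* values, 1% of the genes tested would fall under an unadjusted *P* of 0.01 in SM vs. C, and 0.251% did. In 40 simulations without any effect, which drew each library independently, the corresponding count was 140 to 201 genes, against the 47 found. The other splits of the same libraries gave 12 to 155 genes (median 26), fewer than the 187 that 1% gives. Neither 1% nor the simulations therefore show what these libraries give without an effect, and the 47 are no deficit against the splits. The genes of SM vs. C were also followed in TS + SM vs. TS, which shares no library with it. Of the 47 genes, 33 (70.2%) had the same direction there, and 4 of 20 splits, the real one included, had as high a share. Their LFCs were correlated with r = -0.464 across the 47 genes and r = 0.477 across all genes tested, which are not independent replicates, and 6 of 20 splits had as high an r across all genes. These values give no sign that the number of genes in SM vs. C exceeds what unaffected libraries give. An effect of SM limited to few genes or below the spread of the pools stays open.

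The keratin genes that the paper names were higher in SM, and a larger share of enveloping layer or epidermis in these pools is a candidate explanation that was tested in 2 ways. The keratin list had a median LFC of 0.34 in TS + SM vs. TS and a fry *P*-adj of 0.346 with Benjamini-Hochberg adjustment, with 5 of 5 genes higher. Of 28 other epidermal genes written down before the test, 24 passed the filter. In SM vs. C they had a median LFC of 0.34 (0.335), against 0.82 for the keratin list, 24 of 24 were higher, 5 had an unadjusted *P* under 0.05, and the unadjusted fry *P* of the list was 0.0318. Their median LFC was 0.25 in TS + SM vs. TS (20 of 24 higher, unadjusted fry *P* of 0.268) and in TS vs. C 0.18 (14 of 24 higher, unadjusted fry *P* of 0.516). The most abundant of them, *krt4*, averaged 465918 normalized counts. Whole embryos express these genes in every treatment. Of the 24, the 12 that are not keratin genes were higher as well (12 of 12, median LFC 0.30, unadjusted fry *P* of 0.0435), which a change limited to keratin expression does not predict. A larger share predicts similar rises, and the 12 keratin genes among the 24 had LFCs from 0.03 to 0.85. The keratin list was picked by the study from these libraries, which raises its LFCs. A shift of the epidermal share and a change of expression of many epidermal genes cannot be told apart here, because the cell composition of the pools was not measured.

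PC1, the axis with the largest variance, followed the duplication rate of the libraries (Spearman's rho = 0.867 over 12 libraries) and separated no treatment. A technical origin of PC1 in the complexity of the libraries is a candidate explanation, and 4248 of the genes tested (22.7%) were associated with the duplication rate in edgeR at a *P*-adj under 0.05 with Benjamini-Hochberg adjustment. PC1 also followed the share of reads on the opposite strand (r = 0.834, permutation *P* = 0.00082, 0.0123 after Benjamini-Hochberg adjustment over 15 relations, and rho = 0.776, permutation *P* = 0.00422, 0.0285 adjusted), with r = 0.751 without TS + SM replicate 1 and C replicate 3. PC2 followed the share of reads without a gene (r = -0.776, permutation *P* = 0.00359, 0.0269 after Benjamini-Hochberg adjustment, and rho = -0.762, 0.0285 adjusted), with r = -0.695 without TS + SM replicate 3 and C replicate 2. The state of the embryos at sampling, which was not measured for each pool, stays open as another source of both axes.

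The calls in TS + SM vs. C did not rest on the depth of TS + SM replicate 1: with all libraries thinned to the smallest total, edgeR with Benjamini-Hochberg adjustment called 27 genes, and 27 of these were among the 32. For the 13 genes called in TS + SM vs. C alone, the threshold, not an interaction, is a candidate explanation. Of the 13, 0 had an interaction *P*-adj under 0.05 in edgeR with Benjamini-Hochberg adjustment and 0 had an unadjusted interaction *P* under 0.05. All 13 of 13 had the same direction in TS vs. C, 100% with an unadjusted *P* under 0.01, and a median LFC ratio of TS to TS + SM of 0.805. The treatments share their C libraries, and in 40 simulations without any effect lists of these sizes gave the same direction in 75% to 100% of such genes, so the direction tells nothing, but an unadjusted *P* under 0.01 as well in 0% to 38.5% and ratios of 0.270 to 0.657. An interaction too small for this test stays open.

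The fall of *olfcb1* in TS + SM vs. SM may be an effect of heat alike in both media. It fell in TS vs. C too, and the difference between the 2 effects was an LFC of -1.04 that did not pass after adjustment. An added effect of SM on this gene under heat stays open, since the unadjusted *P* of that difference was 0.0492.

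For *ggact.2* and *ggact.3*, neighbors in the genome, the 6 heated libraries each lay below all 6 unheated ones. A variant carried by some parents, present or absent by clutch, is unlikely to give this order in TS + SM vs. SM as well as in TS vs. C, which share no library. Reads that the counting may have moved between *ggact.1*, *ggact.2* and *ggact.3* were not tested. The faster development that the paper measured in heated embryos stays open as a source.

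DESeq2 called more genes than edgeR in TS vs. C, 113 against 18. On simulated counts 22.5% of DESeq2's calls were unchanged genes and it recovered 86.0% of the changed ones. On the real libraries, 2 of the 10 splits of the 6 libraries gave as many calls of DESeq2. The other one, C replicate 1 with TS replicates 1 and 2 against the rest, gave 883 calls and keeps paired libraries together, and the remaining splits gave 0 to 7. Of the 4 splits that part the 3 pairs, only the real one gave as many, and the others gave 0. The 95 genes that DESeq2 and not edgeR called were followed in TS + SM vs. SM, which shares no library with TS vs. C. There 79 of the 95 (83.2%) had the same direction with an unadjusted edgeR *P* under 0.05, 2 had the opposite direction at that *P*, and another split of those libraries gave at most 13 in either direction. This argues against false calls as the source of most of the difference. Which of the other genes are false calls stays open.

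*otofa* (ENSDARG00000030832), which the paper also measured in another experiment, had 94.1 ± 7.31 normalized counts in C and 146 ± 33.7 in SM (mean ± SD, n = 3), with LFCs of 0.63 (SE 0.21) in SM vs. C, 0.65 (SE 0.21) in TS vs. C and 0.82 (SE 0.21) in TS + SM vs. C. *ldha* had 5649 ± 1145 normalized counts in TS + SM, an LFC of 0.93 (SE 0.17) against C. No explanation was tested for these genes.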
